# Shisa6 mediates cell-type specific regulation of depression in the nucleus accumbens

**DOI:** 10.1038/s41380-021-01217-8

**Published:** 2021-07-12

**Authors:** Hee-Dae Kim, Jing Wei, Tanessa Call, Nicole Teru Quintus, Alexander J. Summers, Samantha Carotenuto, Ross Johnson, Xiaokuang Ma, Chenxi Xu, Jin G. Park, Shenfeng Qiu, Deveroux Ferguson

**Keywords:** Neuroscience, Depression

## Abstract

Depression is the leading cause of disability and produces enormous health and economic burdens. Current treatment approaches for depression are largely ineffective and leave more than 50% of patients symptomatic, mainly because of non-selective and broad action of antidepressants. Thus, there is an urgent need to design and develop novel therapeutics to treat depression. Given the heterogeneity and complexity of the brain, identification of molecular mechanisms within specific cell-types responsible for producing depression-like behaviors will advance development of therapies. In the reward circuitry, the nucleus accumbens (NAc) is a key brain region of depression pathophysiology, possibly based on differential activity of D1- or D2- medium spiny neurons (MSNs). Here we report a circuit- and cell-type specific molecular target for depression, *Shisa6*, recently defined as an AMPAR component, which is increased only in D1-MSNs in the NAc of susceptible mice. Using the Ribotag approach, we dissected the transcriptional profile of D1- and D2-MSNs by RNA sequencing following a mouse model of depression, chronic social defeat stress (CSDS). Bioinformatic analyses identified cell-type specific genes that may contribute to the pathogenesis of depression, including *Shisa6*. We found selective optogenetic activation of the ventral tegmental area (VTA) to NAc circuit increases *Shisa6* expression in D1-MSNs. *Shisa6* is specifically located in excitatory synapses of D1-MSNs and increases excitability of neurons, which promotes anxiety- and depression-like behaviors in mice. Cell-type and circuit-specific action of *Shisa6*, which directly modulates excitatory synapses that convey aversive information, identifies the protein as a potential rapid-antidepressant target for aberrant circuit function in depression.

## Introduction

Major depressive disorder (MDD) is a leading cause of disability with few effective treatments. More than 300 million individuals worldwide suffer from depression [1]. In the U.S., ~30 million individuals suffer from depression, which accounts for up to $60 billion dollars lost in annual productivity [2]. Current treatment approaches for depression are largely ineffective and leave more than 50% of patients symptomatic [3–5]. The development of novel antidepressant medications has been stagnant over the past several decades, with a majority of antidepressants derived from classic monoaminergic mechanisms serendipitously discovered more than half a century ago [6]. Thus, there is an urgent need to design and develop novel therapeutics to treat depression. Given the heterogeneity and complexity of the brain, identification of molecular mechanisms within specific cell-types responsible for producing depression-like behaviors will advance development of therapies for this disorder.

A significant challenge of gene expression analysis in whole brain tissue is that changes cannot be linked to a single cell-type, and gene expression changes that are opposing in different cell-types can be difficult to detect because these changes are averaged across whole populations [7]. Cell-type specific analysis using the RiboTag (RT) approach provides a higher level of resolution and selectivity required to address these limitations by providing actively translated transcriptomic information [8, 9]. The nucleus accumbens (NAc), a key brain reward region, is most often associated with rewarding and motivational effects, which are reduced in depression. More than 95% of neurons in the NAc are primarily composed of two medium spiny neuronal (MSN) subtypes enriched with dopamine D1 or D2 receptors, which have opposing roles in reward, action-value, reinforcement, and responses to drugs of abuse [10–12]. Specifically, the RT approach is advantageous for gene expression analysis of adjacent, morphologically indistinguishable D1- and D2-MSNs in the NAc. Using the RT approach, we dissected the transcriptional profile of both MSNs following chronic social defeat stress (CSDS) model of depression. Results from this study revealed that *Shisa6* contributes to the cell-type-specific molecular genetic pathogenesis of depression.

## Materials and methods

### Animals

Male C57BL/6J mice (7–9 weeks old) were obtained from Jackson Laboratory and housed on a 12 h light-dark cycle with access to food and water ad libitum. Male CD1 retired breeder mice (9–13 months old) were obtained from Charles River Laboratories. Mice acclimated to the facility for 1 week before any experimentation. D1-Cre hemizygote (line FK150) or D2-Cre hemizygote (line ER44) BAC transgenic mice from GENSAT [13] on a C57BL/6J background were used for behavioral experiments. To induce Rpl22-HA in either D1 or D2 neurons, we crossed homozygous RT mice [8] with D1 or D2 heterozygous mice. To label D1 neurons for electrophysiological recordings, Ai6 mice were crossed with D1-Cre mice (Ai6; D1-Cre). All behavioral tests and animal sacrifices (tissue collections and acute brain slice preparations) were performed at ZT 02-06. All animal procedures were approved by the University of Arizona Medical School Institutional Animal Care and Use Committees.

### Chronic social defeat stress

Social defeat stress was performed according to published protocols [14, 15]. Test mice were exposed to an unfamiliar and aggressive (<1 min latency to start aggressive behaviors) male CD1 retired breeder mouse for 5 min per day for up to 10 days. Following direct interaction with the CD1 aggressor, animals were placed in an adjacent compartment of the same cage for the next 24 h with sensory, but not physical contact. Control animals were housed in equivalent cages but with members of the same strain. 24 h following the last social defeat, animals were assayed on the social interaction (SI) test and sorted into either susceptible or unsusceptible (resilient) phenotypes based on interaction scores. Briefly, for the SI test in the first 2.5 min trial (“target absent”), the test mouse was allowed to explore freely a square-shaped open-field arena (44 × 44 cm) possessing an empty wire-mesh cage (10 × 6 cm) opposed to one side. During the second 2.5 min trial (“target present”), the mouse was reintroduced into this arena now containing an unfamiliar CD1 mouse within the smaller cage. EthoVision video-tracking software (Noldus, Leesburg, VA) was employed to measure time spent in the “interaction zone” (IZ) (14 × 26 cm). The SI ratio was calculated as 100 × (IZ time of “target present”)/(IZ time of “target absent”) [14–16]. Mice showing <100% of SI ratio are grouped as depression-susceptible mice, and mice showing over 100% SI ratio belong to depression-resilient group. For the transcriptome analysis, we identified distinct resilient (Res) and susceptible (Sus) mice from several batches of CSDS considering both IZ and corner zone time (CZ) (Res: increased IZ/decreased CZ, Sus: decreased IZ/increased CZ in the presence of “target” compared to “no target” session).

### Sub-maximal social defeat stress

To test whether an experimental manipulation might potentiate an animal’s susceptibility to defeat stress, we used a sub-maximal social defeat procedure, in which mice were subjected to repeated defeat episodes over the course of 1 day [15, 16]. Animals were placed into the CD1 aggressor’s cage for 5 min, followed by a 15 min break. This was repeated two further times with different CD1 aggressors.

### RiboTag immunoprecipitation

Six NAc tissue punches (2 mm) from each RT; D1-Cre or RT; D2-Cre mouse are homogenized in 1 ml of homogenization buffer [8] for each sample (two mice, which have similar SI ratio, pooled for each sample). Samples are then centrifuged at 4 °C, 10,000 *g* for 10 min and 800 μl of clear supernatants are mixed with 5 μg of HA-antibody (Abcam, Cambridge, MA), and incubated on a gentle rotator at 4 °C overnight. The next day, 200 μl of magnetic beads (Dynabeads anti-rabbit IgG; Life technology, Carlsbad, CA) are added and incubated overnight with constant rotation. The following day, magnetic beads are washed three times in the magnetic rack for 10 min with a high salt wash buffer. Each RNA sample was extracted using the Direct-zol miniprep kit (Zymo Research, Irvine, CA) and subjected to qRT-PCR or RNA-seq. For quality control, RNA integrity (RIN) values were measured and samples with RIN < 7 were excluded.

### Library preparation and RNA-seq

RNA-seq was performed by UAGC (University of Arizona Genetics Core, University of Arizona, Tucson, AZ). Briefly, purified RNA samples from RT immunoprecipitation (500 ng of RNA for each) were prepped for libraries after poly-A selection (KAPA Stranded mRNA-Seq Kit; Roche, Indianapolis, IN) and the libraries were sequenced in NextSeq500 (Illumina, San Diego, CA). Randomly chosen samples were divided into four sets and run in high output mode (maximum 400 million reads, 2 × 150 bp paired end reads) for each set. All the samples were normalized before pooling and loading on the sequencer.

### RNA-seq data analysis

Data were analyzed by Rosalind (https://rosalind.onramp.bio/), with a HyperScale architecture developed by OnRamp BioInformatics, Inc. (San Diego, CA). Reads were trimmed using cutadapt. Quality scores were assessed using FastQC. Reads were aligned to the Mus musculus genome (mm10) using STAR. Individual sample reads were quantified using HTseq and normalized via Relative Log Expression (RLE) using DESeq2 R library. Read distribution percentages, violin plots, identity heatmaps, and sample MDS plots were generated as part of the QC step using RSeQC. DEseq2 was also used to calculate fold changes and *p* values. Clustering of genes for the final heatmap of differentially expressed genes (DEGs) was done using the Partitioning Around Medoids (PAM) method using the fpc R library. Functional enrichment analysis of pathways, gene ontology, domain structure, and other ontologies was performed using HOMER. Several database sources were referenced for enrichment analysis, including Interpro, NCBI, KEGG, MSigDB, REACTOME, WikiPathways. Enrichment was calculated relative to a set of background genes relevant to the experiment. Additional gene enrichment analyses were performed using Enrichr [17]. Heatmaps were generated with Orange (version 3.20.1) and additional statistical analyses were performed using Prism (version 8.3.0; GraphPad Software). Meta-analysis between different datasets was performed using Galaxy. The sequencing data were imported to the Galaxy web platform, and the public server at usegalaxy.org was used to analyze the data.

### Immunohistochemistry

Mice were given a lethal dose of Euthasol (Virbac, Westlake, TX), then sequentially perfused with PBS and 4% paraformaldehyde. For eGRASP experiments, brains were fixed 8 weeks after viral injection to ensure robust expression of viral vectors at the nerve ends in the NAc. Brains were post-fixed in 4% paraformaldehyde overnight and cryoprotected in 30% sucrose solution at 4 °C. After equilibration in the sucrose solution, brains were sectioned at 30 μm on a sliding block microtome (American Optical). Free-floating sections were washed with PBS, then blocked (3% donkey serum, 0.1% Triton X-100 in PBS). The following primary antibodies were applied overnight at 4 °C with constant agitation: anti-CRE (mouse monoclonal, 1:500; Millipore, Burlington, MA), anti-HA (rabbit polyclonal, 1:2000; Abcam), anti-NeuN (mouse monoclonal, 1:500; Millipore), anti-GFAP (mouse monoclonal, 1:1000; Santa Cruz, Dallas, TX), and anti-2A peptide (mouse monoclonal, 1:200; Millipore). After 4 °C overnight incubation with constant agitation, sections were incubated with appropriate secondary antibodies conjugated with fluorescent dyes (Alexa 488, Alexa 555, and Cy5; Life technology) for 2 h at room temperature, after which they were washed, sections were mounted with Vectashield containing DAPI (Vector Labs, Burlingame, CA) and analyzed using confocal microscopy at various magnifications (LSM710; Carl Zeiss, San Diego, CA).

### In situ hybridization

Mice were given a lethal dose of Euthasol (Virbac), then sequentially perfused with PBS and 4% paraformaldehyde. Brains were post-fixed in 4% paraformaldehyde overnight and cryoprotected in 30% sucrose solution at 4 °C. After equilibration in the sucrose solution, brains were sectioned at 15 μm on a sliding block microtome (American Optical). Free-floating sections were mounted on slides and baked for 1 h at 60 °C. Probes were hybridized for 2 h at 40 °C. Amplification steps were followed by manufacturer’s instruction (RNAscope; ACD, Newark, CA). Samples were counterstained with DAPI and covered with Vectashield mounting solution (Vector Labs). Signals were imaged using confocal microscopy at various magnifications (LSM710; Carl Zeiss) and processed by Fiji (ImageJ; NIH, Bethesda, MD). For colocalization and expression analyses of *Shisa6* in D1-MSNs, all images were binary transformed and noise reduced by “Despeckle” and “Remove outlier” functions in ImageJ. Each corresponding Drd1 image was used as a region of interest (ROI; boundaries of D1-neurons) template to calculate cell-type specific expression using the “Analyze particles” function. The total Shisa6 fluorescence signal in the ROI is equivalent to the total Shisa6 expression level of Shisa6^+^ Drd1^+^ cells. Collected data from ImageJ were analyzed for two criteria: % colocalization = number of Shisa6^+^ Drd1^+^ cells/number of Drd1^+^ cells, average expression level of Shisa6^+^ Drd1^+^ cells = total expression level of ROI/number of Shisa6^+^ Drd1^+^ cells.

### Adeno-associated viruses (AAVs) and stereotaxic surgery

Cre-dependent AAV vectors (serotype 5; double inverted open reading frame (DIO) AAV construct) expressing mouse Shisa6, mCherry or shRNAs (for Shisa6 or scrambled) were cloned and packaged by VectorBuilder (Chicago, IL): AAV-DIO-Shisa6-T2A-mCherry (6.55 × 10^13^(gc/ml)), AAV-DIO-mCherry (2.33 × 10^13^), AAV-DIO-Shisa6 shRNA (4.56 × 10^13^) and AAV-DIO-scrambled (1.95 × 10^13^). The *Shisa6* knock-down target sequences are as follows: shRNA #1, 5ʹ-GCCCACTTGCCTCCATCATAT-3ʹ (1117-1137); shRNA #2, 5ʹ-AGTATAATCATCCGATCTTAA-3ʹ (989-1009); shRNA #3, 5ʹ-GGTGGAGCAGTTACACTATAT-3ʹ (1668–1688). Mice at the age of 7 weeks were anesthetized with a ketamine/xylazine mixture (ketamine 100 mg/kg and xylazine 10 mg/kg) and prepared for stereotaxic surgery. Thirty-three gauge syringe needles (Hamilton) were used to bilaterally infuse 0.5 µl of AAVs into the NAc (AP: 1.5, ML: 1.5, DV: −4.4, angle: 10°). For the eGRASP experiments, two different pre-eGRASP (cyan and yellow) and one post-eGRASP were obtained from Addgene (#111579, 111580, and 111581) and packaged in AAV vectors (serotype 5, titers: 2.06 × 10^11^, 2.01 × 10^11^, and 1.33 × 10^11^, respectively) by VectorBuilder. The cyan pre-eGRASP and yellow pre-eGRASP AAVs (0.5 µl, each site) were injected bilaterally in mPFC (AP: 1.7, ML: 0.75, DV: −2.5, angle: 15°) and vHIP (AP: −3.7, ML: 3.0, DV: −4.8, angle: 0°), respectively. The post-eGRASP AAV was injected in the NAc (AP: 1.5, ML: 1.5, DV: −4.4, angle: 10°) bilaterally (AAV-DIO-Shisa6-T2A-mCherry was injected together in case of Shisa6 colabeling eGRASP experiments). For optogenetic activation of VTA afferent inputs in the NAc, retroAAV (rAAV)-Cre (serotype rg, 7 × 10^12^) and AAV-DIO-ChR2(H134R)-EYFP (or -EYFP control; serotype 5, ChR2: 4.8 × 10^12^, EYFP: 6.5 × 10^12^; UNC Vector Core, Chapel Hill, NC) were injected in the NAc and VTA, respectively (NAc, AP: 1.5, ML: 1.5, DV: −4.4, angle: 10°; VTA, AP: −3.2, ML: 1.0, DV: −4.6, angle: 7°). Eight weeks after the viral injection, cannulae (custom made; LC 1.25 mm OD multimode ceramic zirconia ferrules (PFP), optic fiber (ThorLabs, Newton, NJ): 105 um core, 0.22 NA, Low-OH, 400–2400 nm) were implanted bilaterally in the NAc (AP: 1.5, ML: 1.5, DV: −4.0, angle: 10°) and permanently fixed to the skull with Loctite skull adhesive (Henkel, Westlake, OH). After adhesive drying, cannulas were permanently secured to the skull with Metabond (Parkell, Edgewood, NY) and dental cement (Lang Dental, Wheeling, IL). A 3% hydrogen peroxide solution was used as a wound antiseptic.

### Electrophysiological recording and morphological analysis

Whole cell patch clamp recording was conducted in D1 type medium spiny neurons (MSNs) in the NAc, followed by post-hoc neuron morphometric analysis. To overexpress Shisa6 in D1 type of MSNs, AAV-DIO-Shisa6-T2A-mCherry or control AAV-DIO-mCherry were injected into the NAc (AP: 1.5, ML: 1.5, DV: −4.4, angle: 10°) bilaterally into the Ai6; D1-Cre mice. Three weeks after injection, mice were sacrificed and the brains were quickly dissected. 350 μm coronal slices were made at the level of NAc on a vibratome (VT1200S; Leica, Allendale, NJ) in ice-cold ACSF (containing in mM, 126 NaCl, 2.5 KCl, 26 NaHCO_3_, 2 CaCl_2_, 1 MgCl_2_, 1.25 NaH_2_PO_4_, and 10 glucose saturated with 95% O_2_ and 5% CO_2_). Slices were then incubated at 32 °C for 30 min before transferred to a customized recording chamber that is mounted on a microscope (BX-51WI; Olympus, Center Valley, PA) equipped with water immersion objective (60X, NA 0.9). AAV-transduced MSNs were visualized under brightfield DIC and epifluorescence illumination. To target MSNs for whole cell recordings, neurons with soma at least 50 μm below the slice surface were selected to minimize truncation of dendritic structure. The internal electrode solution contains (in mM): 130 K-gluconate, 10 HEPES, 4 KCl, 0.3 GTP-Na, 4 ATP-Mg, 2 NaCl,1 EGTA and 14 phosphocreatine (pH 7.2, 295–300 mOsm) when used for spontaneous EPSCs recordings and for action potentials evoked by current steps. The internal electrode solution for spontaneous IPSCs recording contains (in mM): 125 KCl, 10 HEPES, 2 MgCl_2_, 0.3 GTP-Na, 2 ATP-Mg, 2.8 NaCl and 0.6 EGTA (pH 7.2, 295–300 mOsm). Spontaneous IPSCs were recorded in ACSF supplemented with CNQX (20 M; Tocris, Minneapolis, MN). To record stimulus-evoked synaptic responses and quantify the AMPA/NMDA receptor current ratio, the electrode internal solution contains (in mM): 125 Cs-gluconate, 5 TEA-Cl, 10 HEPES, 2.5 CsCl, 8 NaCl, 5 QX314-HCl, 4 Mg^2+^-ATP, 0.3 Na_3_GTP, 1 EGTA and 10 phosphocreatine. In addition, 50 μM picrotoxin was added to the perfusate ACSF to block inhibitory currents. Monosynaptic responses were obtained while MSN neurons were voltage clamped at −70 mV (AMPAR-mediated synaptic currents) or +40 mV (AMPAR + NMDAR). A bipolar stimulating electrode (FHC) was placed at ~100 mm away from the soma, and a stimulus isolator (Iso-flex, AMPI) was used to deliver a bipolar electrical stimulus.

To visualize the morphology of the recorded MSN neurons, 0.15% (W/V) biocytin was included in the electrode internal solution. Neuronal signal was amplified using a MultiClamp 700B patch clamp amplifier (Molecular Devices, Forster City, CA), low-pass filtered at 1 kHz (voltage clamp) or 10 kHz (current clamp) and digitized at 20 kHz using a Digidata 1440 A board under control of pClamp 10.6 (Molecular Devices, San Jose, CA). Only neurons in the NAc shell, which were double labeled with both ZsGreen1 and mCherry, were recorded. To test voltage responses to current injections, incremental current steps (−100 to 300 pA in 50pA increment) was used. To reconstruct the morphology of the recorded MSNs, slices were fixed in 4% PFA overnight, and incubated in avidin-Alexa 488 (Life technology) for 24 h in PBS containing 0.2% Triton X-100. Slices were then extensively washed, mounted on slides with two 350 μm-thick spacers to prevent collapsing the tissue. Dendritic arborization was visualized on a microscope (Axophot; Carl Zeiss) equipped with fluorescent light source. Neurites were traced in three-dimension using Neurolucida 360 (MicroBrightField, Williston, VT) system. After the entire arborization was traced, morphometric analysis was conducted using Neurolucida Explorer. Sholl analysis was performed to quantify the dendritic length and number of intersections at various distances from soma.

### Optogenetic stimulation

Optic fiber implanted mice expressing optogenetic tools (AAV-DIO-ChR2 or -EYFP control) are prepared in advance (see AAVs and stereotaxic surgery). Chronic optogenetic stimulation started a week after the cannulation surgery. Optic fiber patch cords (ThorLabs; optic fiber: 105 um core, 0.22 NA, Low-OH, 400–2400 nm) attached with implanted optic cannulas and rotary joint (ThorLabs; to ensure free movement of mice) are connected through an FC/PC adaptor to a 473 nm blue laser diode (Opto Engine LLC, Midvale, UT) and light pulses are generated through a waveform generator (Agilent, Santa Clara, CA). Laser power is controlled to be 3–5 mW from the tip of the fiber. Subject mice were placed in their home cages and blue light (473 nm) phasic pulses with 20 Hz for 40 ms were delivered for 5 min per day for 10 days.

### Behavior tests

All subject mice were placed in the testing room 1 h before testing for acclimation. Data were analyzed in time bins of 2.5 min (1st and 2nd half; labeled) and full time (5 min) and significant results were presented (otherwise, full time results were presented).

#### Open-field test

Open-field assessments, which are thought to reflect anxiety-related behavior, were conducted in arenas similar to those used for the SI tests (without small cage enclosures) under red light. EthoVision video tracking-based methods (Noldus) were used to record the distance traveled and the time spent in the open arena and a delineated “center zone”.

#### Elevated-plus maze (EPM)

The elevated-plus maze, an assay of anxiety-like behavior, consisted of two opposite open arms (60 × 15 cm) and two enclosed arms (60 × 15 cm, surrounded by a 15 cm-high black wall) elevated 75 cm from the ground. Animals were placed at the center of the maze for each individual trial lasting 5 min under red light. Number of entries and time spent in open arms was measured in addition to the number of entries in enclosed arms.

#### Light-dark box test (LDT)

The light-dark box tests, an assay of anxiety-like behavior, were conducted in the same arenas used for the open-field test. A closed black box (44 × 15 × 30 cm) which has a small open door (7 × 7 cm), was placed in one side of the arena. Animals were placed in the light compartment and the time spending in the light compartment were analyzed with EthoVision for a period of 5 min. The experiment was performed under white light conditions.

#### Forced swim test (FST)

The forced swim test, which measures despair-like behaviors, was performed as described previously [16]. Animals were placed in a 4 L beaker containing 3 L of water at a temperature of 25 ± 1 °C. Tracking was performed with EthoVision for a period of 5 min. The experiment was performed under red light. Animals were analyzed for the amount of time-spent mobile vs immobile.

#### Tail suspension test (TST)

For the tail suspension test, which measures despair-like behaviors, each mouse was suspended with a long adhesive tape (taped 2 cm from tip of tail, ~20 cm above from a shelf bottom). Its tail was passed through a small paper cylinder (width 1.5 cm, height 2 cm) before suspension to prevent climbing. Tracking of recorded video was performed with EthoVision for a period of 5 min. The experiment was performed under white light conditions. Animals were analyzed for the amount of time-spent mobile vs immobile.

#### Sucrose preference

To assess natural reward using the sucrose preference test, 50 ml tubes containing stoppers fitted with ballpoint sipper tubes were filled with solutions containing either 1% sucrose diluted in drinking water, or drinking water alone. The weights of solutions were recorded, and the position of the tubes was interchanged daily to eliminate side bias. Sucrose preference was calculated as a percentage of sucrose intake over total fluid volume consumed and averaged over 3 days of testing.

### Statistical analysis

Statistical analyses of transcriptome data are described in the *RNA-seq data analysis* section. For all other analyses, unpaired or paired Student *t* tests, one-way or two-way ANOVAs with Tukey’s or Sidak’s post-hoc test were performed to determine significance for conditions in which there were more than two groups or two factors. Statistical analysis was performed using Prism (version 8.3.0; GraphPad, San Diego, CA). To assess the homoscedasticity and normality of the distribution, the Shapiro–Wilk normality test was performed before parametric statistical analyses. We performed power analyses based on previous data using Statmate (Graphpad). A sample size of 7 in each group of social defeat experiments has a 95% power to detect a difference between means of 42.03 (SI ratio) with a significance level (alpha) of 0.05 (two-tailed). All values included in the figure legends represent means ± s.e.m.

## Results

### D1- and D2-MSNs express distinct transcriptomes

D1- and D2-MSNs in the NAc have distinct and opposite roles in despair-like behavior [10–12], which suggest differential regulation of gene expression in each subtype. To evaluate the transcriptomic profile of MSNs, we generated mouse lines targeting D1- or D2-MSNs by crossing RT mice [8] with D1- or D2-Cre transgenic lines (RT; D1-Cre and RT; D2-Cre). This allows cell-type specific isolation of transcripts from D1- or D2-MSNs in the NAc (Fig. 1a). HA-tagged ribosomes express in a Cre-dependent manner and thus only a subset of neurons, expressing D1- or D2-receptors are positive for HA (Fig. 1b, c, Supplementary Fig. 1). 

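RT mice make an HA-tagged ribosomal protein only in cells with Cre recombinase. An antibody against HA therefore precipitates ribosomes, with the mRNA they carry, from D1-MSNs or from D2-MSNs (IP samples), whereas RNA of the same homogenate before precipitation comes from all cells of the NAc (input samples). The data comprised 13 D1-IP libraries, 15 D2-IP libraries and 9 input libraries of each line, each made from the pooled NAc tissue of 2 mice. They came from control mice (Con) and from mice called resilient (Res) or susceptible (Sus) after social defeat. The D1-IPs were 4 Con, 4 Res and 5 Sus libraries, the D2-IPs were 5 libraries per group, and the inputs were 3 libraries per group in each line. The authors selected poly-A RNA, prepared stranded libraries, trimmed the paired-end reads with cutadapt, aligned them to the mouse genome mm10 with STAR and counted them with HTSeq. The deposited values are those counts, a whole number per gene symbol and library, without normalization. They cover 24552 genes, and 5 further entries that name no gene, such as reads outside annotated genes, were left out of library sizes and tests. From the counts, TMM normalization factors and normalized counts per 1e6 counts (CPM) were computed with edgeR, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. All 28 IP libraries entered 1 model with a mean for each of the 6 groups of line and stress, which lets groups of 4 or 5 libraries share an estimate of the spread. The model covered the 14224 genes that passed edgeR's filter on low counts (minimum count 10, minimum total count 15). The authors themselves normalized by relative log expression (RLE) and tested with DESeq2. The normalization, the filter, the test and the choice of libraries in the model can each change a fold change or a number of genes, and each was varied.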

To analyze D1 and D2 transcriptomes in an unbiased manner, RNA sequencing (RNA-seq) experiments were performed as depicted in Fig. 1d. 

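The sum of the counts on genes, which is the depth behind every value given here, ranged from 18384265 to 31009626 over the 46 IP and input libraries, with a median of 24613573 and a mean of 24391847. This mean is larger than the average number of reads per sample that the paper gives. Both therefore cannot count the same reads in the same unit, and the cause was not settled. In D1-IPs the sums were 26378222 to 30187149 in Con (median 28322070), 22874477 to 29622460 in Res (median 25588764) and 23398742 to 28452699 in Sus (median 26811315). In D2-IPs they were 21591075 to 28563141 in Con (median 24871033), 24525157 to 29680185 in Res (median 26803628) and 24181887 to 31009626 in Sus (median 25583525). The ranges of these 6 IP groups overlapped. Inputs of the D1 line held 20516069 to 24825274 counts in Con (median 22660156), 18384265 to 20827304 in Res (median 20461947) and 21065940 to 21754395 in Sus (median 21162436). Inputs of the D2 line held 18650045 to 22880551 in Con (median 19167970), 19917440 to 28179940 in Res (median 20537827) and 19215635 to 21156547 in Sus (median 20067326).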

On average, 92% of 19.3 M reads from each sample was aligned with a high Q30 value (89% bases above Q30), validating high quality of sequencing from RT samples (Supplementary Table. 1) in accordance with relatively uniform distributions of unnormalized counts (Supplementary Fig. 2a). 

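HTSeq sets aside reads that align outside annotated exons, which include intronic and intergenic reads, under the name no feature. Relative to the sum of these reads and the reads counted on genes, they made up 12.7% ± 2.07 (SD, n = 28) in IP samples and 25.4% ± 0.991 (SD, n = 18) in inputs. The shares ran from 10.4% to 17.6% in IPs and from 23.4% to 27.2% in inputs, so that no IP library reached the level of an input library. None of 100000 random relabellings of the 46 libraries gave so large a difference of means (two-sided permutation test, p = 1e-05, the smallest p that this number of relabellings can give). The counts do not separate intronic from intergenic reads.

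**Figure D1:**
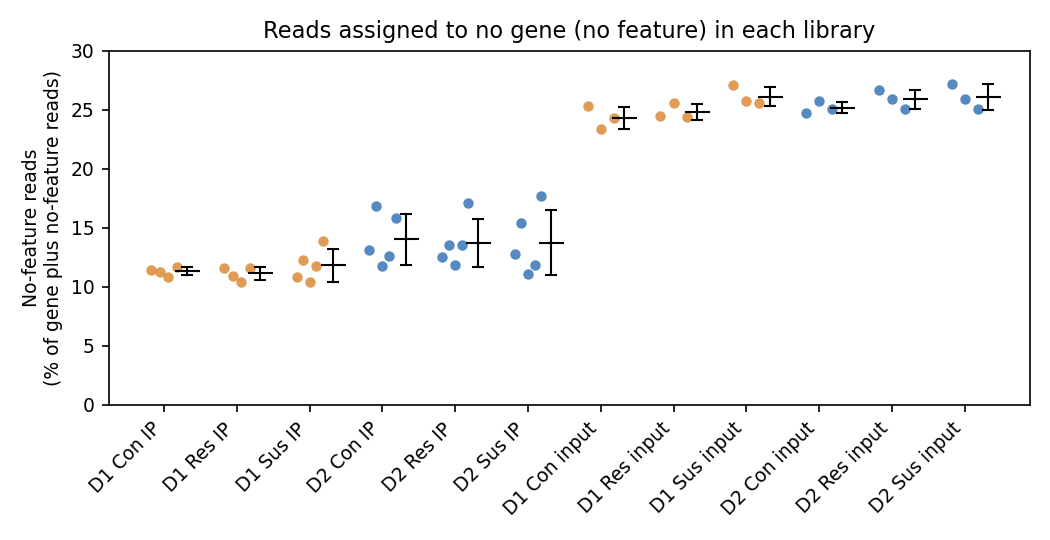
Share of reads outside annotated exons (%, vertical axis) in each IP and input library, with a point per library and bars for the mean ± SD. The 28 IP libraries lie between 10.4% and 17.6% and the 18 inputs between 23.4% and 27.2%.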

IP samples are enriched with mature mRNA which has less intronic regions, whereas transcripts from input samples have more immature, pre-mRNAs containing introns (Fig. 1e), as reported previously [9, 18]. Normalized gene expression profiles were obtained and plotted for each sample in a multidimensional scaling (MDS) plot, which showed distinct clustering of transcriptional profiles for each MSN subtype in IP samples (Euclidean distance: 1.258), but not in inputs which contain mixed population of cell-types in the NAc (Euclidean distance: 0.062) (Fig. 1f). In addition, unsupervised sample correlation mapping shows separate clustering of D1 and D2 groups in IP samples but not in input samples (Fig. 1g). Indeed, pairwise comparisons between independent biological replicates in D1 or D2 groups show high correlation values: avg. correlation in D1, *R* = 0.994; in D2, *R* = 0.993 (Supplementary Fig. 2b, c). 

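In an MDS plot of the 46 libraries on log2 CPM, computed over the 500 genes that separated each pair of libraries most, the first dimension held 57.9% of the variance and the second 5.64%. The first dimension separated IPs from inputs, and D1-IPs and D2-IPs overlapped on it. D1-IPs and D2-IPs lay apart on the second. The centers of the 13 D1-IPs and the 15 D2-IPs lay 1.20 apart, while the libraries lay on average 0.256 from the center of their own subtype. None of 10000 relabellings of the IPs gave so large a distance (one-sided permutation test, p = 1e-04, the smallest p they can give). The centers of the 9 D1-inputs and the 9 D2-inputs lay 0.0546 apart, with a mean distance of 0.105 to their own center, and this distance was no larger than relabelled inputs give (one-sided permutation test, p = 0.49).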

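Clustering by average linkage on 1 minus Pearson's r between libraries, with log2 of the TMM-normalized count plus 1 as values, was divided into 2 clusters separately for IPs and for inputs. The IPs divided without error, with the 13 D1-IPs in one cluster and the 15 D2-IPs in the other. The inputs did not divide by line, since 9 D1-inputs and 8 D2-inputs shared a cluster and the other cluster held 1 D2-input.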

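Over all genes with a count, on log2 of the normalized count plus 1, the mean Pearson's r between replicates of D1 Con was 0.991 (SD 0.000424 over 6 pairs of 4 libraries), and that of D2 Con was 0.990 (SD 0.00115 over 10 pairs of 5 libraries). These correlations are across genes, which are not independent replicates. Between D1-IPs and D2-IPs the mean r over 195 pairs was 0.987, with a range from 0.983 to 0.991 that overlaps the range within D2 Con, from 0.988 to 0.992. The mean within groups of the same stress state was 0.990 in D1-IPs (22 pairs). With the genes limited to those passing the filter on low counts, the mean r fell to 0.989 in D1 Con and 0.988 in D2 Con, and to 0.980 between D1-IPs and D2-IPs, and with log2 CPM and a prior count of 2 it rose to 0.994 in D1 Con and 0.992 in D2 Con. From the MDS plot and these correlations, the paper proposes that the transcripts of distinct MSN subtypes were isolated.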

The results from the MDS and correlation mapping are indicative of successful isolation and sequencing of distinct MSN subtypes in the NAc.

**Fig. 1:**
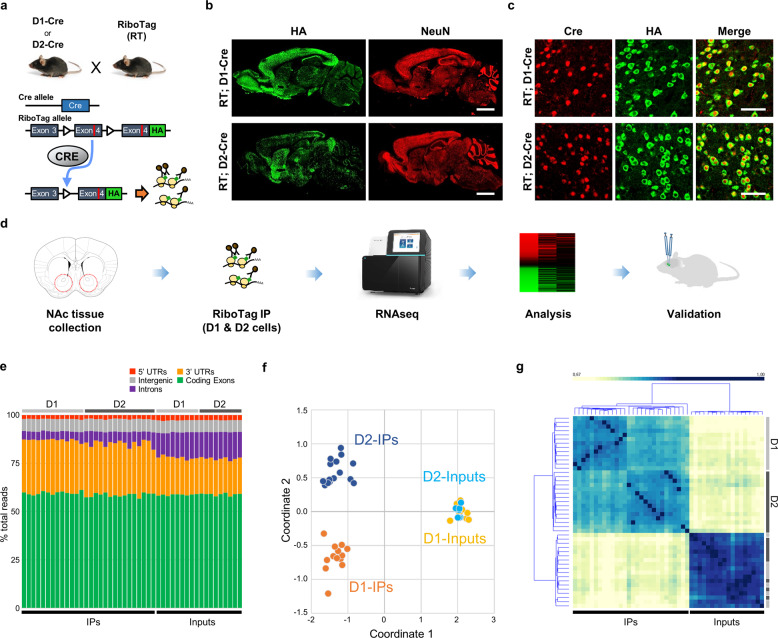
MSN subtype specific transcriptomics in the NAc. **a** Schematic diagram of RT; D1-Cre and RT; D2-Cre mice generation and purification of MSN-subtype specific transcripts. The exogenous exon 4-HA cassette is expressed when the floxed exon 4 is excised in Cre-expressing cells. The HA-tagged polyribosome allows cell-type specific mRNA preparation from D1-MSNs (RT; D1-Cre) or D2-MSNs (RT; D2-Cre). **b**, **c** Validation of RiboTag mice with immunohistochemistry across brain regions (sagittal; scale bar, 2 mm) (**b**) and in the NAc (coronal; scale bar, 50 μm) sections (**c**). **d** Schematic diagram of experimental design. **e** Read mapping composition of each RNA-seq sample on the mouse genome, mm10 (% average for coding regions: IPs, 59.2% vs inputs, 58.8%; for intronic regions: IPs, 5.5% vs inputs, 13.4%). **f** Clustering of RNA-seq samples of RT; D1- and D2-Cre in a MDS plot. **g** Sample correlation heatmap were plotted with clustering (The dendrogram annotations on the right side axis: D1, light gray; D2, dark gray). For experiments in (**e**–**g**) D1-IPs, *n* = 13; D2-IPs, *n* = 15; D1-inputs, *n* = 9; D2-inputs, *n* = 9.

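The genes are listed by symbol in the deposited counts, and their positions were taken from the GENCODE vM21 annotation of GRCm38, the assembly that mm10 names. Of the D1 markers, *Drd1* lies on chromosome 13 from 54051183 to 54055705, *Chrm4* on chromosome 2 from 91927249 to 91928688, *Tac1* on chromosome 6 from 7554879 to 7565834 and *Pdyn* on chromosome 2 from 129686565 to 129699844. Of the D2 markers, *Drd2* lies on chromosome 9 from 49340627 to 49408177, *Gpr6* on chromosome 10 from 41069977 to 41072285, *Adora2a* on chromosome 10 from 75316877 to 75334784 and *Penk* on chromosome 4 from 4133531 to 4138819. All 8 are annotated as protein-coding. *Drd1* reached 317 ± 28.2 CPM (SD, n = 13) in D1-IPs and 129 ± 20.0 CPM (SD, n = 15) in D2-IPs, a log2 fold change of 1.30 (standard error 0.0677, edgeR adjusted p = 4.55e-14) between the mean of the 3 D1 groups and the mean of the 3 D2 groups. *Pdyn*, at 481 ± 49.6 and 94.8 ± 19.4 CPM, differed most of the 4 D1 markers, with a log2 fold change of 2.35 (standard error 0.0970, edgeR adjusted p = 2.73e-15). *Chrm4* (118.5 ± 8.31 and 66.1 ± 9.67 CPM) and *Tac1* (314 ± 34.2 and 182 ± 28.5 CPM) were 1.80-fold and 1.73-fold higher in D1-IPs, with edgeR adjusted p = 1.62e-11 and 5.28e-10. *Drd2* reached 93.3 ± 11.3 CPM in D1-IPs and 331 ± 25.9 CPM in D2-IPs, a log2 fold change of -1.82 (standard error 0.0502, edgeR adjusted p = 3.46e-22). *Adora2a* (291 ± 41.9 and 822 ± 74.0 CPM), *Gpr6* (46.6 ± 7.12 and 130 ± 14.2 CPM) and *Penk* (1994 ± 269 and 5302 ± 436 CPM) had log2 fold changes of -1.49, -1.47 and -1.40. These adjusted p-values are from edgeR's quasi-likelihood test. The alternative that moved a marker most was DESeq2 with shrunken fold changes, which lowered the log2 fold change of *Pdyn* to 1.80.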

Next, to validate that NAc MSNs were isolated into distinct neuronal subtypes, we analyzed expression of well-characterized D1- and D2-MSN gene markers [19–22] and found enrichment of marker genes in each subtype as depicted in the heatmap and scatter plot (IP samples of RT; D1-Cre: *Drd1* (2.4×), *Chrm4* (1.8×), *Tac1* (1.7×), and *Pdyn* (5.1×); RT;D2-Cre: *Drd2* (3.6×), *Gpr6* (2.8×), *Adora2a* (2.8×), and *Penk* (2.7×)) (Fig. 2a, b). 

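*Ppp1r1b*, which encodes DARPP-32 and lies on chromosome 11 from 98348404 to 98357796, *Rbfox3*, which encodes NeuN and lies on chromosome 11 from 118489762 to 118911597, and the astrocyte gene *Gfap*, on chromosome 11 from 102887336 to 102900912, were compared between control IPs (4 D1, 5 D2) and control inputs (3 of each line) in a model of those 15 libraries over 14922 genes. *Ppp1r1b* reached 1759 ± 299.98 CPM (SD, n = 4) in D1-IPs and 749 ± 167 CPM (SD, n = 3) in their inputs, and 2214 ± 185 CPM (SD, n = 5) in D2-IPs and 655 ± 57.3 CPM (SD, n = 3) in theirs. The log2 fold changes were 1.23 in D1 (standard error 0.145, edgeR adjusted p = 2.40e-06) and 1.76 in D2 (standard error 0.144, adjusted p = 4.29e-08). *Rbfox3* changed from 264 ± 13.1 CPM in D1-inputs to 483 ± 13.5 CPM in D1-IPs and from 257 ± 8.96 CPM in D2-inputs to 497 ± 39.2 CPM in D2-IPs, with log2 fold changes of 0.87 (standard error 0.0662, edgeR adjusted p = 2.25e-10) and 0.95 (standard error 0.0642, adjusted p = 3.48e-11). *Gfap* lay at 4.40 ± 0.896 CPM in D1-IPs and 42.9 ± 13.2 CPM in D1-inputs, which is 89.7% lower (log2 fold change -3.29, standard error 0.265, edgeR adjusted p = 1.03e-07). In D2-IPs it lay at 3.06 ± 0.986 CPM against 41.5 ± 11.0 CPM, which is 92.7% lower (log2 fold change -3.78, standard error 0.261, edgeR adjusted p = 1.96e-08). All adjusted p-values are edgeR's. In this comparison most genes differ, 10460 in D1 and 10669 in D2 at an adjusted p under 0.05, whereas TMM scaling assumes that most do not. Limiting the model to genes with a mean of at least 50 counts lowered the log2 fold change of *Rbfox3* to 0.75 in D1 and 0.83 in D2 and moved that of *Gfap* to -3.41 and -3.91.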

MSN (*Darpp-32*) and neuron (*NeuN*) specific genes are enriched in both D1 and D2 samples at similar levels, whereas a glia-specific marker, *Gfap*, is depleted from IP samples by 90% relative to inputs, demonstrating enrichment of neuron specific genes. 

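Of the other nonneuronal genes shown in Supplementary Fig. 3, the astrocyte genes *Aqp4* and *Gjb6*, the microglial gene *Cx3cr1*, the macrophage gene *Mrc1*, the oligodendrocyte gene *Mog* and *Mlxipl* were all lower in control IPs than in control inputs. *Aqp4* fell from 89.2 ± 13.2 CPM (SD, n = 3) in D1-inputs to 4.90 ± 1.22 CPM (SD, n = 4) in D1-IPs and from 90.5 ± 6.35 CPM (SD, n = 3) in D2-inputs to 4.13 ± 1.19 CPM (SD, n = 5) in D2-IPs, that is by 94.5% and 95.5%. *Cx3cr1* fell from 51.8 ± 2.69 to 3.74 ± 0.279 CPM in D1 and from 52.8 ± 2.69 to 5.61 ± 0.949 CPM in D2. *Mog* fell from 50.1 ± 6.44 to 5.20 ± 1.46 CPM in D1 and from 51.3 ± 3.72 to 4.04 ± 0.550 CPM in D2. *Gjb6*, *Mrc1* and *Mlxipl* were 88.3%, 90.8% and 92.5% lower in D1-IPs and 93.2%, 94.9% and 83.6% lower in D2-IPs. For these 6 genes the adjusted p-values of edgeR's quasi-likelihood test ran up to 3.48e-07. The ependymal gene *Dnali1* had at most 3 counts in every control IP of either line, and was at least 6.89-fold lower in D1-IPs and at least 6.47-fold lower in D2-IPs. *Pf4* was too low to be tested. Over lists of marker genes set in advance, the median log2 fold change of IPs against inputs was -3.68 in D1 and -4.13 in D2 for 6 astrocyte genes, -3.09 and -3.31 for 6 oligodendrocyte genes, -4.77 and -4.27 for 6 microglial genes and -3.82 and -3.56 for 4 endothelial genes, and every gene of these 4 lists had an adjusted p under 0.05 over all genes and when adjusted over the list alone.

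**Figure D2:**
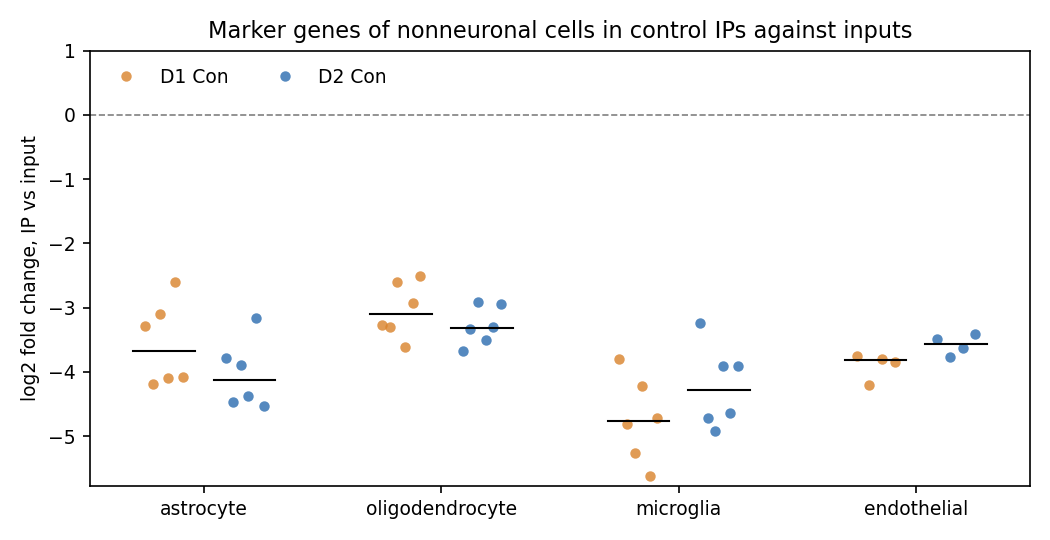
Log2 fold change of control IPs against control inputs (vertical axis) for the astrocyte, oligodendrocyte, microglia and endothelial marker genes in D1 and D2, with a point per gene and a black line at the median. The medians lie between -4.77 and -3.09.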

Visualized read coverages for selected marker genes in D1 and D2 samples by Integrated Genomics Viewer (IGV) [23] clearly illustrates cell-type specific gene enrichment (Fig. 2c, d), whereas nonneuronal markers are depleted in the IP samples (Supplementary Fig. 3). These results were further validated by quantitative PCR (qPCR) using independent biological samples (Fig. 2e), which validate the reproducibility of RNA-seq quantification using RT and demonstrate our ability to efficiently segregate D1- and D2-MSNs with minimal cross-contamination.

**Fig. 2:**
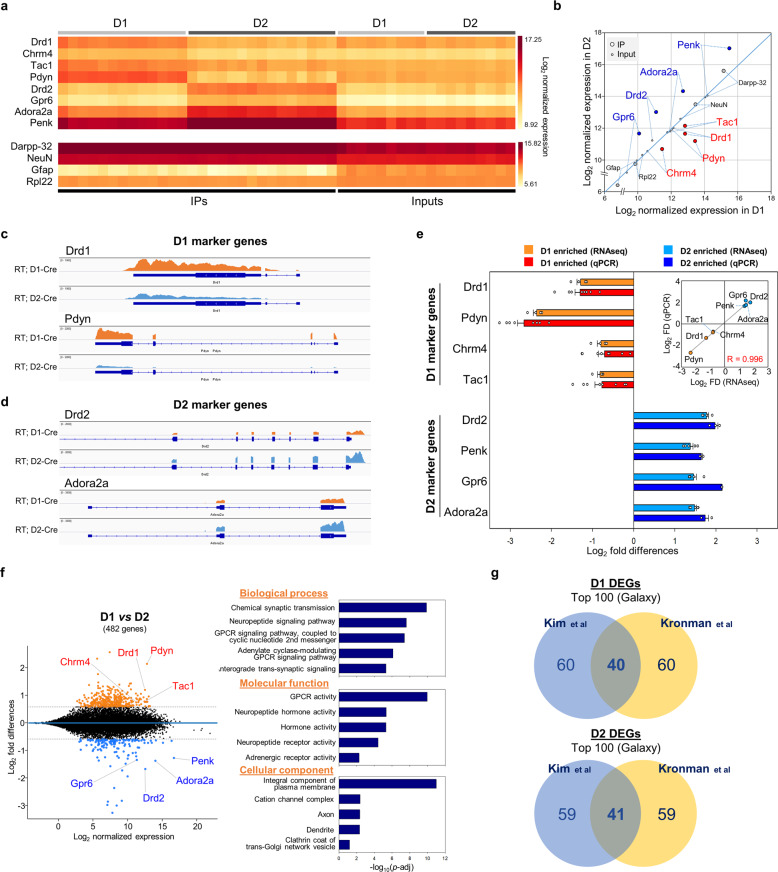
Validation of MSN subtype specific transcriptomics with D1- or D2-MSN specific marker genes. **a**, **b** Heatmap (**a**) and scatter plot (**b**) visualization of normalized expressions for MSN-subtype specific marker genes (D1-IPs, *n* = 13; D2-IPs, *n* = 15; D1-inputs, *n* = 9; D2-inputs, *n* = 9). **c**, **d** Representative aligned reads on selected D1- (*Drd1* and *Pdyn*) (**c**) or D2-marker genes (*Drd2* and *Adora2a*) (**d**) were visualized and compared by IGV. **e** Fold differences of D1- or D2-marker gene expressions from RNA-seq (D1 enriched, *n* = 4; D2 enriched, *n* = 5) were plotted with independent qPCR validation data (D1 enriched, *n* = 8; D2 enriched, *n* = 3) in bar chart (**e**; mean ± s.e.m.) and scatter plot (inset; Pearson’s correlation, *R* = 0.9961). **f** MA plot of 482 DEGs between D1 control and D2 control comparison (D1 enriched (orange dots), 339 genes; D2 enriched (blue dots), 143 genes; [Fold change (FC)] > 1.5, adjusted *p* value < 0.05). Gene ontology (GO) analysis of the 482 DEGs from the control group comparison. **g** Comparisons between top 100 D1- or D2-enriched gene lists from Kim et al. and Kronman et al. by the same RNA-seq analysis workflow in Galaxy.

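Between the 4 D1 Con IPs and the 5 D2 Con IPs, 690 genes differed more than 1.5-fold with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 475 of them higher in D1 and 215 higher in D2. Without the limit on the fold change, 1954 genes had an adjusted p under 0.05. The alternative that moved the first number most was edgeR's glmTreat, which tests against a fold change of 1.5 and left 132 genes. Among genes higher in D1 and measured in both subtypes, the largest change was that of *Pthlh* on chromosome 6 (147252101 to 147264183), at 3.89 ± 0.486 CPM (SD, n = 4) in D1 and 0.254 ± 0.0867 CPM (SD, n = 5) in D2, a log2 fold change of 3.88 (edgeR adjusted p = 1.29e-08). *Oxt*, *Serpinb2*, *Avp* and *Krt20* had at most 3 counts in every D2 Con IP and were at least 9.67-fold, 5.39-fold, 4.56-fold and 2.56-fold higher in D1. In the other direction, *Ankk1* had at most 3 counts in every D1 Con IP and was at least 5.98-fold lower in D1. *Slc18a3* lay at 0.410 ± 0.203 CPM in D1 and 8.95 ± 1.90 CPM in D2 (log2 fold change -4.45), but it lies within *Chat* on chromosome 14, so that the 2 genes may share reads. *Ttc12* on chromosome 9 (49436963 to 49486225) lay at 0.907 ± 0.168 CPM in D1 and 14.6 ± 1.54 CPM in D2 (log2 fold change -4.00, edgeR adjusted p = 3.06e-16), and it was also lower in inputs of the D1 line than in inputs of the D2 line. *Chat* lay at 1.79 ± 0.219 and 22.0 ± 4.31 CPM (log2 fold change -3.61, edgeR adjusted p = 1.34e-08). *Pthlh* is on a list of parvalbumin interneuron genes, and *Chat* and *Slc18a3* are on a list of cholinergic interneuron genes. Genes of both lists, and of a list of cortical neurons, differed between D1-IPs and D2-IPs. The 690 genes therefore need not all reflect a difference between MSNs. GO terms were not used here, and 2 lists of gene symbols stood in for them. Of 202 tested genes whose symbols match those of G-protein coupled receptors, 55 (27.2%) were among the 690 genes, against 4.85% of the 14224 genes tested (odds ratio 7.89, two-sided Fisher's exact test, p = 1.22e-26, adjusted over the 2 lists 2.43e-26), and 40 of the 55 were higher in D1. Leaving out 6 symbols that match by spelling but are not receptors, a step chosen after the data were seen, gave 54 of 196 genes (odds ratio 8.01). Of 29 tested neuropeptide precursor genes, 13 (44.8%) were among the 690 genes (odds ratio 16.2, two-sided Fisher's exact test, p = 2.44e-10), 11 of them higher in D1. Genes are not independent of each other, so that these p-values describe the lists in these libraries.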

We determined that there were 482 DEGs between D1- and D2-MSNs ([Fold change (FC)] > 1.5, adjusted *p* value < 0.05), GO analysis of the 482 DEGs revealed that gene modules involving G-protein coupled receptors, synaptic transmission and neuropeptide related gene sets were enriched (Fig. 2f, Supplementary Table. 2). We analyzed the reproducibility of our results by comparing our dataset with a recently published report using the same RT method in the NAc [24]. To minimize inter-data variations between our results (Kim et al.) and Kronman’s [24], we analyzed and compared both datasets using the same analysis workflow in Galaxy [25]. We found approximately a 40% overlap in gene expression in both D1 and D2 (top 100) genes between Kronman et al. [24] and our dataset (Fig. 2g), which demonstrates concordance between the two studies.

As the opposing roles of D1- and D2-MSNs are important to understand the neurobiology of depression [10–12], we further analyzed D1 and D2 transcriptomes in order to detect novel MSN subtype specific genes. Toward this end, we compared our data with two different MSN transcriptome datasets; one from RNA-seq analysis using RT [24] and the other a BAC-TRAP based microarray experiment [21] (Supplementary Fig. 4a). Overall, nearly a quarter of genes (D1, 93/339: 27.4%; D2, 36/143: 25.2%) from our datasets are shared with both studies, including all D1 and D2 marker genes tested in Fig. 2. More importantly, there are other, uniquely detected genes from both D1- (246 genes) and D2-comparisons (107 genes) in our datasets (Supplementary Fig. 4a). 

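For the 30 genes drawn in Supplementary Fig. 4b, the control IPs gave the same direction between D1 and D2 as the figure in all 30, and all 30 differed more than 1.5-fold with an adjusted p under 0.05 in edgeR's quasi-likelihood test. Their log2 fold changes ran from 0.67 to 3.04 for the 17 genes higher in D1, and the smallest change among the 13 genes higher in D2 was -0.79. *Oxtr*, on chromosome 6 from 112473683 to 112489943, lay at 15.7 ± 2.61 CPM (SD, n = 4) in D1 Con and 4.83 ± 1.77 CPM (SD, n = 5) in D2 Con, a log2 fold change of 1.70 (standard error 0.227, edgeR adjusted p = 1.00e-05). *Kcnj3*, on chromosome 2 from 55435970 to 55598145, lay at 76.9 ± 19.1 and 42.4 ± 4.61 CPM, a log2 fold change of 0.86 (standard error 0.171, edgeR adjusted p = 0.00118). *Tacr1*, on chromosome 6 from 82402334 to 82560104, lay at 9.32 ± 1.17 and 33.4 ± 2.46 CPM, a log2 fold change of -1.84 (standard error 0.121, edgeR adjusted p = 4.50e-12). *Tacr1* is also on the list of cholinergic interneuron genes used in other comparisons. The qPCR and in situ hybridization measurements were not analysed here.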

Selected genes from the lists, sorted by fold differences and adjusted *p* values, show strong correlation between RNA-seq and qPCR (Pearson’s correlation, *R* = 0.966), which were further validated with in situ hybridization for *Oxtr*, *Kcnj3*, *Ntrk1*, and *Tacr1* (Supplementary Fig. 4b–e). These results establish the validity of RT to detect novel cell-type specific mRNA transcripts and provide information on expression patterns at single cell levels, implicating transcriptional variability within subpopulations of each MSN subtype (Supplementary Fig. 4e).

### D1 transcriptome correlates with susceptibility

To determine the transcriptional networks differentially regulated by stress in D1- and D2-MSNs, we applied CSDS to RT lines (RT; D1 Cre and RT; D2 Cre) for 10 days and their susceptibility or resilience to chronic stress was assessed using the SI test [14, 15] (Fig. 3a, b). Susceptible groups in both RT lines exhibit significant decreases of SI ratio (Fig. 3c; RT; D1-Cre, *F*_(2,23)_ = 100.9, *p* < 0.001 (4.09E−12); RT; D2-Cre, *F*_(2,27)_ = 54.63, *p* < 0.001 (3.23E−10)), while their locomotor activity levels were not changed (Supplementary Fig. 5). For transcriptomic analysis, we combined tissue from two mice which show similar levels of SI ratio, and performed RT immunoprecipitation followed by RNA-seq. 

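Libraries of the stress experiment were the IPs of 4 Con, 4 Res and 5 Sus pools of mice in the D1 line and of 5 pools per group in the D2 line. The paper gives a daily defeat of 5 min, and the sample labels give 10 min, over 10 days. Mice came from several batches of CSDS and the libraries were run in 4 sets, but the paper's text does not name the batch or the set of a library, so that neither could be entered as a term. The counts were tested as contrasts between stress groups within each subtype in the model of all 28 IPs. As in the paper, genes were counted at an unadjusted p under 0.05, a threshold that 711 of the 14224 tested genes would pass by chance if nothing changed, and the number at an adjusted p under 0.05 is given beside it. On simulated counts with the means, spread and library sizes of these IPs, the comparison of 5 Sus with 4 Con libraries found all 65 genes changed 2-fold, 84.5% of 71 genes changed 1.5-fold and 68.8% of 64 genes changed 1.25-fold at an unadjusted p under 0.05, and 95.4%, 60.6% and 45.3% of them at an adjusted p under 0.05. Of 14024 unchanged genes, 4.61% had an unadjusted p under 0.05. The simulated genes varied independently and without a batch, so that these rates hold only without such structure. Other divisions of the real D1 Sus and Con libraries gave from 184 to 1620 genes at an unadjusted p under 0.05.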

D1 and D2 transcriptomes from each group (control, Res and Sus) were analyzed to detect DEGs for Sus vs Con, Res vs Con, or Sus vs Res with DeSeq2 (*p* value < 0.05, vs control or Res) (Fig. 3d). Interestingly, within the D1 dataset, Sus group (vs Con, 923 DEGs) show approximately three times more DEGs than Res group (vs Con, 261 DEGs), whereas in the D2 dataset both Sus (vs Con, 442 DEGs) and Res group (vs Con, 403 DEGs) show similar number of DEGs (Fig. 3d, Supplementary Tables 3–8). Indeed, the third DEG set, Sus vs Res, in D1 shows 737 genes were differentially regulated, but the number is only 190 in D2, which indicates that Sus and Res transcriptome profiles are very different in D1, and relatively similar in D2. In addition, we compared the three different DEG lists for each cell-type in venn diagrams and found more genes are shared between Sus (vs Con) and Sus (vs Res) in D1, whereas, in D2, Sus (vs Con) and Res (vs Con) show more overlapped genes than Sus (vs Con) and Sus (vs Res) (Supplementary Fig. 6a, c). 

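In D1, 745 genes differed between Sus and Con at an unadjusted p under 0.05 (344 higher and 401 lower in Sus), and 292 genes differed between Res and Con (138 higher and 154 lower in Res). In D2, 512 genes differed between Sus and Con (290 higher, 222 lower) and 418 between Res and Con (217 higher, 201 lower). The balance in D1 Sus vs Con depended on the processing, since 510 of 898 genes were higher in Sus with only the compared libraries in the model and 384 of 655 with genes of a mean of at least 50 counts. The number for D1 Sus vs Con is near the 711 genes expected by chance, and the other 3 are below it. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, no gene differed in D1 Sus vs Con, where the smallest adjusted p was 0.755, in D2 Sus vs Con (smallest 0.522) or in D2 Res vs Con. In D1 Res vs Con *Ccs* was lower in Res (log2 fold change -0.45, standard error 0.0778, edgeR adjusted p = 0.0335). The genes with the smallest p were *Pnpla2* in D1 Sus vs Con (log2 fold change 0.58), *Syk* in D2 Sus vs Con (log2 fold change 1.36) and *Gm14322* in D2 Res vs Con (log2 fold change 1.01). Leaving out single libraries moved these numbers by more than 1.5 times in 2 cases, to 470 genes in D1 Sus vs Con without D1 Con replicate 1 and to 473 genes in D1 Res vs Con without D1 Res replicate 3. Without D1 Res replicate 1, 195 genes differed in D1 Res vs Con. Keeping every gene with at least 1 count gave 461 genes in D1 Res vs Con. A fit with the replicate number as a block gave more genes in Res vs Con in both D1 and D2.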

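Sus and Res differed in 581 genes in D1 (261 higher and 320 lower in Sus) and in 230 genes in D2 (130 higher and 100 lower in Sus) at an unadjusted p under 0.05. No gene had an adjusted p under 0.05 in either subtype with edgeR. The smallest unadjusted p in D1 was that of *Shisa6*, and in D2 that of *Stat2* (log2 fold change 0.28). Without D2 Res replicate 5, the number in D2 was 521, and with every gene of at least 1 count kept it was 432. The difference between D1 and D2 in the change from Res to Sus had an unadjusted p under 0.05 in 277 genes and an adjusted p under 0.05 in none.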

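Of the genes that differed in D1 Sus vs Con, 179 also differed in D1 Sus vs Res and 72 in D1 Res vs Con, with 1 gene in all 3 lists. In D2, 50 of the genes that differed in Sus vs Con also differed in Sus vs Res and 110 in Res vs Con, with no gene in all 3 lists. Genes found in a single list numbered 495 for Sus vs Con, 160 for Res vs Con and 342 for Sus vs Res in D1, and 352, 271 and 143 in D2. Each pair of lists shares a group of libraries, so that lists overlap even when no gene changes.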

We hypothesized that genes showing distinct transcriptional profiles between Sus and Res are important in defining the Sus phenotype. Therefore, we created parallel plot heatmaps for Sus (vs Con) DEGs and compared Sus and Res profiles in each cell-type (Fig. 3e, Supplementary Fig. 6b, d). Broad patterns of transcriptional profiles show similar patterns in the D2 plot, and rather distinct in the D1 (Fig. 3e). 

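Across all 14224 genes tested, Pearson's r between the log2 fold changes of Sus vs Con and those of Res vs Con was 0.482 in D1 and 0.596 in D2. Genes are not independent replicates, and both comparisons use the same Con libraries, which raises r without any change in expression.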

For the D1 Sus DEGs (923 genes), only 73 genes (7.9%) exhibited significant changes in the same direction (*p* < 0.05) in the D1 Res, whereas in the D2 Sus DEGs (442 genes), more genes (85 genes, 19.2%) were changed also in D2 Res (*p* < 0.05). 

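Among the Sus vs Con genes, 72 of 745 (9.66%) changed in the same direction at an unadjusted p under 0.05 in Res vs Con in D1, and 110 of 512 (21.5%) in D2. Unchanged groups of the same sizes, simulated 20 times against shared Con libraries, gave 21.1% ± 1.42 (SD over simulations) in D1 and 20.2% ± 1.17 in D2. Other divisions of the real libraries into groups of the same sizes spread more widely, with 20.5% ± 8.97 (SD) in D1 and 18.2% ± 10.3 in D2. Of 100 divisions, the real one included, 7 gave a share as low as that in D1. The number of shared genes in D1 was 37 without D1 Res replicate 1, and the number in D2 was 167 without D2 Con replicate 3. With every gene of at least 1 count kept, the numbers were 94 in D1 and 158 in D2. From the numbers and contents of its gene lists, together with the correlations of fold changes, the paper reasons that Sus and Res have distinct profiles in D1. It describes those in D2 as relatively similar.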

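Over the genes with an unadjusted p under 0.05 in Sus vs Con, the log2 fold changes of Sus vs Con and Res vs Con had a Pearson's r of 0.8025 in D1 (745 genes) and 0.858 in D2 (512 genes). In 20 simulations of unchanged groups against shared Con libraries, r was 0.81 ± 0.0335 (SD) in D1 and 0.802 ± 0.0341 in D2. With DESeq2's shrunken fold changes, r in D1 was 0.742. Leaving out single libraries moved r in D1 between 0.707 (without D1 Res replicate 4) and 0.866 (without D1 Con replicate 4).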

Taken together, in terms of gene numbers and contents of the DEG lists, the D1 transcriptome, but not D2 transcriptome, shows distinct DEG profiles for Sus and Res (Pearson’s correlation in D1, *R* = 0.759; in D2, *R* = 0.849) (Fig. 3e).

**Fig. 3:**
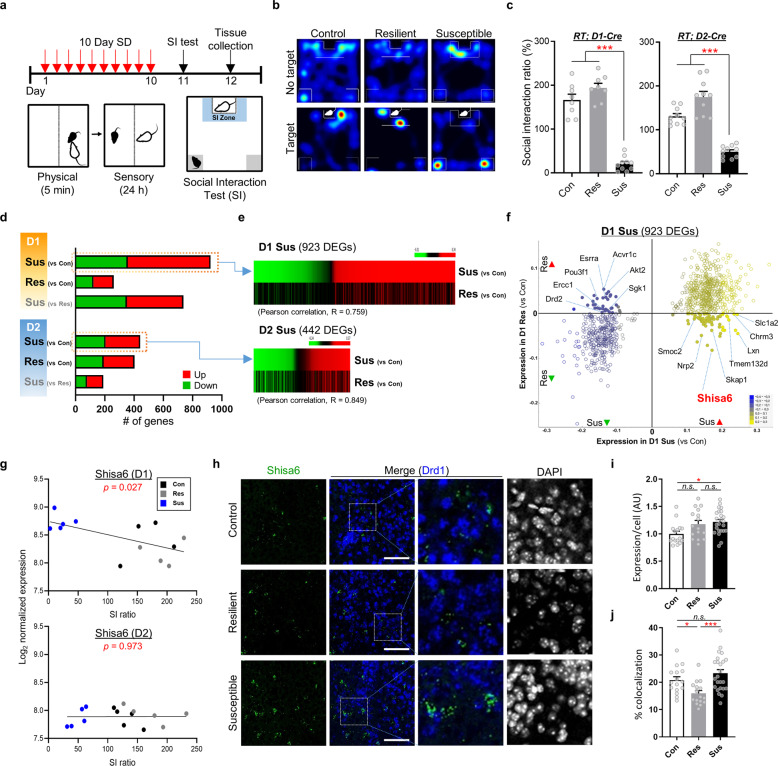
Stress group-specific changes of gene expression in D1- and D2-MSNs. **a**, **b** Schematics of chronic social defeat stress (CSDS) (**a**) and representative heat maps of social interaction (SI) behavior (**b**). **c** SI ratio of RiboTag (RT); D1- or D2-Cre mice which were used for RNA-seq analysis (vs control or resilient, ***p < 0.001; RT;D1-Cre, *F*_(2,23)_ = 100.9; RT;D2-Cre, *F*_(2,27)_ = 54.63; calculated by one-way analysis of variance (ANOVA) with Tukey’s post-hoc test; D1: Con, *n* = 8; Res, *n* = 8; Sus, *n* = 10; D2: Con, *n* = 10; Res, *n* = 10; Sus, *n* = 10). **d** Numbers of DEGs from comparisons between stress groups are plotted (threshold, *p* < 0.05; # of DEGs for D1 comparisons: Sus vs Con, 923 (566 up; 357 down), Res vs Con, 261 (138 up; 123 down) and Sus vs Res, 737 (386 up; 351 down); for D2, Sus vs Con, 442 (237 up; 205 down); Res vs Con, 403 (211 up; 192 down) and Sus vs Res, 190 (111 up; 79 down)). **e** D1- and D2-susceptible DEGs (vs control, *p* < 0.05) are sorted by fold change (FC) values and compared to FC values of corresponding resilient DEGs (vs control, *p* < 0.05). **f** A scatter plot of D1-susceptible DEGs with log2 fold difference values shows inversely modulated genes (filled circles, 102 genes) in susceptible and resilient groups. **g** *Shisa6*, one of the 102 genes, inversely correlates with SI ratio in D1, but not D2. *p* values in linear regression. **h**–**j** Validation of *Shisa6* expression in the NAc of socially defeated mice using in situ hybridization (RNAscope; scale bar, 100 μm) (**h**). Average expression at single cell level (**i**) and % colocalization (**j**) of Shisa6^+^ cells in D1-MSNs (Drd1^+^) (mean ± s.e.m.; *p < 0.05, ***p < 0.001; n.s. not significant; expression/cell, *F*_(2,53)_ = 4.705; % colocalization, *F*_(2,53)_ = 8.507; calculated by one-way ANOVA with Tukey’s post-hoc test). For experiments in (**d**, **g**) D1 Con, *n* = 4; D1 Res, *n* = 4; D1 Sus, *n* = 5; D2 Con, *n* = 5; D2 Res, *n* = 5; D2 Sus, *n* = 5. For experiments in (**i**, **j**) Con, *n* = 16; Res, *n* = 16; Sus, *n* = 24 from 4 Con, 4 Res, and 6 Sus mice.

We hypothesized that genes showing opposite expression patterns between Sus and Res in D1 may play a role in the Sus phenotype. To identify the genes, we created a scatter plot from log2 fold difference data of D1 Sus (vs Con) and D1 Res (vs Con) (Fig. 3f). We found a total of 102 genes regulated in opposite directions in Sus and Res groups in the D1 dataset, whereas only 13 genes, mostly with marginal changes, were found in the D2 (Fig. 3f, Supplementary Fig. 6e, f). 

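Of the D1 Sus vs Con genes, 85 (11.4%) had the opposite sign in Res vs Con, 37 of them higher and 48 lower in Sus. In D2, 24 genes (4.69%) had the opposite sign, 13 higher and 11 lower in Sus. None of these genes had an unadjusted p under 0.05 in both comparisons. Unchanged groups simulated against shared Con libraries gave 8.81% ± 1.06 (SD, 20 simulations) in D1 and 9.67% ± 1.16 in D2. Of 100 divisions of the real libraries into groups of the same sizes, 10 gave as many such genes as the 85 in D1. In D2, 89 of 100 gave as many as the 24. With only the libraries of the compared groups in the model, the number of genes of opposite sign in D2 was 14. The numbers of genes of opposite sign moved with single libraries. In D1 they were 39, 54, 55 and 37 without Con replicates 1, 2, 3 and 4. In D2 they were 11, 12, 7, 4 and 9 without Con replicates 1 to 5, 46 without Res replicate 5 and 47 without Sus replicate 4.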

To determine their potential contribution to behavioral pathology, we performed GO analysis for D1 genes (102 genes) which revealed terms associated with neuronal function including synapse (*p* = 3.18E−08), dopaminergic- (*p* = 7.07E−04) and GABAergic-synaptic transmissions (*p* = 1.37E−03) (Supplementary Fig. 6h). Moreover, when compared to a curated gene set for depressive disorder (Harmonizome [26]), ~40% of genes overlapped with the gene set for depressive disorders (Supplementary Fig. 6g), suggesting that the 102 genes contain potential target genes functionally associated with susceptibility.

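*Shisa6* lies on chromosome 11 from 66211725 to 66525964 on the minus strand and is annotated as protein-coding. In D1 its log2 fold change was 0.30 in Sus vs Con (standard error 0.129) and -0.25 in Res vs Con (standard error 0.138). Among the 85 genes of opposite sign in D1, it had the smallest p in Sus vs Res. By the size of the difference between the 2 log2 fold changes, taken without shrinkage, it was at rank 16. The 15 genes ahead of it all had lower mean CPM. Among the 37 genes higher in Sus it was at rank 10.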

From the D1 Sus gene list, we focused on *Shisa6* which showed increased expression in Sus, and decreased in Res, these changes were the largest among the 102 genes (Fig. 3f). Furthermore, from D1 vs D2 comparisons (Supplementary Fig. 7, Supplementary Table. 2, 9, 10), we also found *Shisa6* in the D1 Sus DEG list, which is associated with highly relevant GO terms such as MDD, bipolar disorder, and anxiety in a GWAS database (Supplementary Fig. 7d). These data suggest that *Shisa6* may function as a potential pro-depressive gene in D1-MSNs. 

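Between D1-IPs and D2-IPs of Res mice 769 genes differed more than 1.5-fold with an adjusted p under 0.05 (515 higher and 254 lower in D1), and between those of Sus mice 779 (556 higher, 223 lower). Of 1154 genes found in any of the 3 comparisons, Con included, 433 were found in all 3, 123 in Con only, 193 in Res only and 187 in Sus only. *Shisa6* was among the 187. Its log2 fold change between D1 and D2 was 0.57 in Con (standard error 0.132, adjusted p = 0.00346), 0.26 in Res (standard error 0.133, adjusted p = 0.185) and 0.87 in Sus (standard error 0.125, adjusted p = 7.85e-06), all from edgeR's quasi-likelihood test. In Con it therefore had an adjusted p under 0.05 and a fold change of 1.48, just under the limit. Of the 187 genes, 47 were also among the 1147 genes that differed in D1 between Sus and Con or Sus and Res, where 15.1 would be expected if the 2 lists were unrelated. The D1 Sus libraries enter both lists, so that these overlap more than chance without any effect.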

*Shisa6* was recently identified as a component of AMPA receptors (AMPAR), which is expressed in various brain regions (Supplementary Fig. 8), and sustains AMPAR currents by preventing desensitization [27]. Recently, *Shisa6* was found in a proteome analysis of developing synapses [28] in addition to facilitating purkinje cell synaptic excitability and procedural memory [29]. Interestingly, *Shisa9*, which has opposite functions to *Shisa6* at glutamatergic synapses [27], was identified as a highly associated gene for major depression in recently published large-scale GWAS studies [30, 31]. Here we show a strong inverse correlation between *Shisa6* expression and SI solely in D1-MSNs (*p* = 0.027), but not in the D2-MSNs (*p* = 0.973) (Fig. 3g). 

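*Shisa6* lay at 14.0 ± 3.37 CPM (SD, n = 4) in D1 Con, 11.8 ± 1.92 CPM (SD, n = 4) in D1 Res and 17.2 ± 1.96 CPM (SD, n = 5) in D1 Sus. In D2 it lay at 9.41 ± 1.09 CPM in Con, 9.82 ± 0.982 CPM in Res and 9.42 ± 1.09 CPM in Sus (SD, n = 5 each). In D1, Sus exceeded Res by 0.55 on the log2 scale (standard error 0.131), and all 5 Sus libraries lay above all 4 Res libraries (two-sided exact permutation test of log2 CPM, p = 0.00794, the smallest p that 5 against 4 libraries allow, and 0.0476 after adjustment over the 6 comparisons of *Shisa6*). Two-sided exact permutation tests gave p = 0.135 for D1 Sus vs Con, where 2 of 5 Sus libraries lay above every Con library, and p = 0.343 for D1 Res vs Con. In D2 the exact p-values were 0.992 for Sus vs Con, 0.548 for Res vs Con and 0.540 for Sus vs Res. In edgeR's quasi-likelihood test over all genes, D1 Sus vs Res had an unadjusted p of 0.000240 and an adjusted p of 0.9995, and D1 Sus vs Con had 0.0281 and 0.860. Over 7 other ways to process the counts, the adjusted p for D1 Sus vs Res ran from 0.301 to 1.00 and the log2 fold change from 0.47 to 0.56. In D1 Sus vs Con the log2 fold change was 0.25 without Con replicate 1, 0.17 without Con replicate 4 and 0.23 without Sus replicate 3, and in these fits the unadjusted p was no longer under 0.05. In D1 Res vs Con it was -0.38 without Con replicate 4 and -0.34 without Res replicate 2, and in these fits the unadjusted p was under 0.05. SI ratios of the single pools were not used here, so that no correlation with SI was computed. From higher expression in D1-MSNs of Sus mice by RNA-seq and in situ hybridization, the paper proposes a pro-Sus role of *Shisa6* in D1-MSNs.

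**Figure D3:**
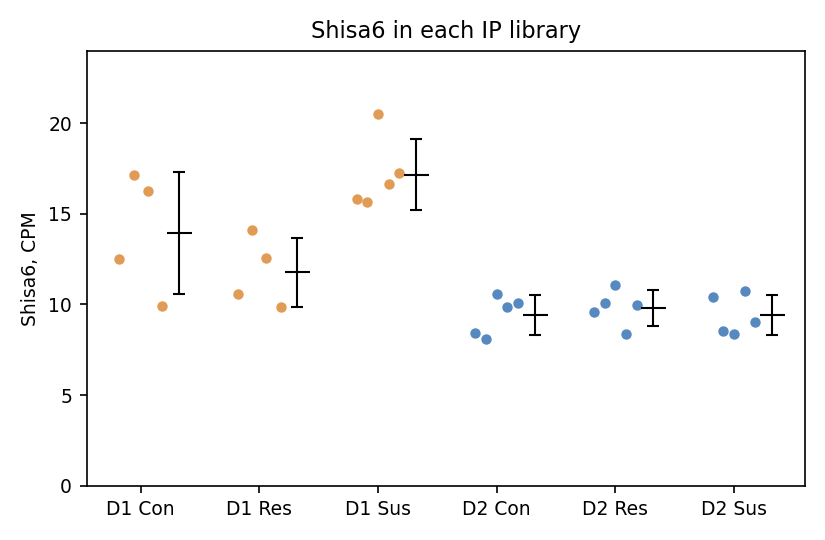
*Shisa6* expression (CPM, vertical axis) in D1-IPs and D2-IPs of Con, Res and Sus mice, with a point per library and bars for the mean ± SD. The means are 14.0, 11.8 and 17.2 CPM in D1 and 9.41, 9.82 and 9.42 CPM in D2, and all D1 Sus libraries lie above all D1 Res libraries.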

We further validated the inverse correlation between *Shisa6* expression in D1 and SI with in situ hybridization assay using an independent social defeat cohort, which showed higher expression of *Shisa6* in D1-MSNs of Sus mice (Fig. 3h–j). Only the Sus group showed a significant increase of *Shisa6* expression by 22% in each cell (Fig. 3i), which corresponds to RNA-seq data (Fig. 3g). Shisa6^+^ D1 cells in Sus mice (23.3%) show similar % colocalization with the Con (20.8%), and only the Res group (15.9%) exhibits significant decrease in colocalization (Fig. 3j), which implicates only small subsets of D1-MSNs express *Shisa6*, and the *Shisa6* expression is controlled in the restricted D1 populations according to Sus or Res phenotype.

### Shisa6 functions in a circuit-specific manner

We validated that *Shisa6* shows increased expression in D1-MSNs of Sus mice via RNA-seq and in situ hybridization (Fig. 3g–j), which may suggest a pro-Sus role for *Shisa6* in D1-MSNs. To investigate potential causal relations of *Shisa6* expression and its pro-Sus effects, we designed a cell-type specific AAV vector to ectopically increase *Shisa6* expression only in D1-MSNs and measure subsequent changes in neural activity and behavior (Fig. 4). The AAV-DIO-*Shisa6*-mCherry (Supplementary Fig. 9) or –mCherry only control was injected in the NAc of D1-Cre mice bilaterally and D1-MSN specific expression was assessed with in situ hybridization (Fig. 4a, b). Localization of ectopically expressed *Shisa6* protein was also tested with immunohistochemistry, which shows intense localization at the membrane and neural processes of infected D1-MSNs (Supplementary Fig. 9b).

**Fig. 4:**
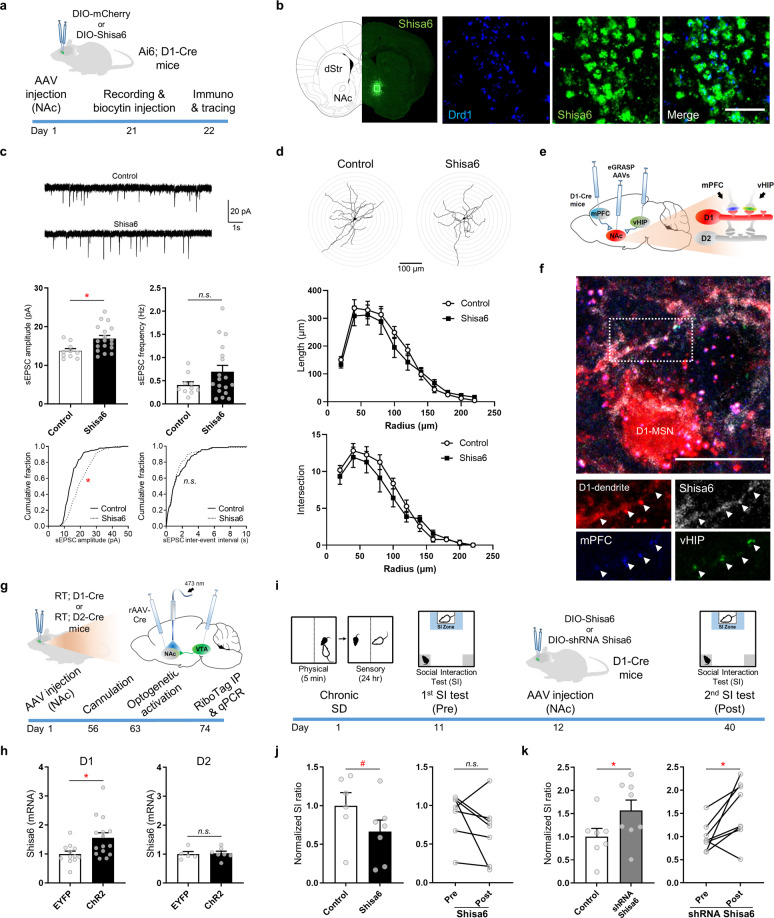
Functional validation of Shisa6 related to depression phenotypes. **a** Schematics of experimental plan of electrophysiological and morphological analyses. **b** Validation of D1-MSN specific viral expression of *Shisa6* (in situ hybridization; scale bar, 50 μm). **c** Representative sEPSC traces, bar graphs (mean ± s.e.m.) and cumulative distribution of sEPSC amplitude and frequency in D1-MSN from control vs Shisa6 comparisons (amplitude: control, 14.4 ± 0.8 pA; Shisa6, 16.9 ± 0.8 pA; frequency: control, 0.41 ± 0.07 Hz; Shisa6: 0.69 ± 0.13 Hz; control, *n* = 10; Shisa6, *n* = 18). **d** Morphological analysis of biocytin-injected control or Shisa6-overexpressing D1-MSNs (control, *n* = 11; Shisa6, *n* = 15). **e**, **f** Afferent input specific excitatory synapse labeling (eGRASP) and *Shisa6* colabeling in D1-MSNs. Schematics of D1-MSN specific eGRASP in the NAc (**e**) and colocalization of Shisa6 at mPFC and vHIP afferent synapses (**f**; arrowhead: mPFC or vHIP eGRASP, scale bar: 20 μm). **g**, **h** Chronic optogenetic activation of VTA to NAc circuits and MSN subtype specific Shisa6 gene expression analysis. **g** Schematics of optogenetic experiments. VTA to NAc circuit of RT; D1-Cre or RT; D2-Cre mice was labeled with retrograde Cre-AAV (rAAV2-Cre in the NAc) and Cre-dependent ChR2 or EYFP AAVs (in the VTA) and then implanted with optic-cannula in the NAc. Mice received optogenetic activation (20 Hz, phasic 473 nm, for 5 min/day) for 10 days. **h** RiboTag IP and qPCR analysis of Shisa6 gene expression in D1- or D2-MSNs after 10 day optogenetic activation (D1: EYFP, *n* = 12; ChR2, *n* = 15; D2: EYFP, *n* = 5; ChR2, *n* = 7). **i**–**k** Behavioral analysis of D1-MSN specific Shisa6 modulation in socially defeated mice. **i** Schematics of behavioral experiments and timeline. **j**, **k** Assessments of social interaction changes after Shisa6 overexpression (**j**; control (DIO-mCherry), *n* = 6; Shisa6, *n* = 7) or knock-down (**k**; control (shRNA scrambled), *n* = 7; shRNA Shisa6, *n* = 8) in D1-MSNs. Values were normalized to the control. Graphs are represented as mean ± s.e.m. (*p < 0.05; ^#^*p* < 0.09; *n.s*. not significant; *t*-test, two-tailed (**c**, **h**), one-tailed (**j**, **k**); two-way ANOVA with Sidak’s post-hoc test (**d**)).

For the electrophysiological analysis, acute brain slices were prepared from *Shisa6* or control AAV injected Ai6; D1-Cre mice and the AAV infected D1-MSNs (mCherry and ZsGreen1 double-positive) were recorded (Fig. 4c, Supplementary Fig. 10). The amplitude, but not frequency, of spontaneous excitatory postsynaptic currents (sEPSCs) was significantly increased in *Shisa6*-overexpressing D1-MSNs compared with controls (Fig. 4c). In addition, AMPA/NMDA ratio was increased in the *Shisa6* overexpressing D1-MSNs (Supplementary Fig. 10b). In contrast, no significant alteration was found in the spontaneous inhibitory postsynaptic currents or action potentials evoked by current steps between control and *Shisa6* overexpressing D1 neurons (Supplementary Fig. 10c, d). We next conducted morphological analysis on the recorded D1-MSNs using biocytin injection. No significant change in dendritic complexity (length and number of intersections) was observed between control and Shisa6 groups (Fig. 4d). Taken together, these results suggest that *Shisa6* overexpression in D1-MSN induced augmented synaptic responses to glutamatergic inputs without significant alteration of dendritic structure.

Considering the role of *Shisa6* in AMPA receptor function, the increased amplitude of sEPSC (Fig. 4c) is highly indicative of a functional coupling of *Shisa6* and AMPAR currents at excitatory synapses. To examine localization of *Shisa6* in functionally relevant glutamatergic synapses in D1-MSNs, we labeled synapses receiving inputs from two major excitatory afferent sources to the NAc, the medial prefrontal cortex (mPFC) and the ventral hippocampus (vHIP), with dual-eGRASP [32] (Fig. 4e). Two different AAVs, which express post-eGRASP or *Shisa6* in a Cre-dependent manner, were injected together in the NAc of D1-Cre mice. We also injected two different pre-eGRASP AAVs, which express cyan- or yellow-eGRASP, in the mPFC and vHIP, respectively. We found sparsely or densely labeled eGRASP positive synapses throughout the NAc region (Supplementary Fig. 11). Ectopically expressed *Shisa6* is well colocalized with both excitatory synapses, receiving inputs from mPFC (cyan) and vHIP (yellow) (Fig. 4f), and these results strongly indicate a functional role for *Shisa6* in glutamatergic synapses, which may be relevant to the Sus phenotype (Fig. 4c).

It is of interest to ascertain whether upstream neural inputs to D1-MSNs in the NAc mediate *Shisa6* expression depending on Sus or Res status. Firing patterns of ventral tegmental area (VTA) dopamine neurons are important to determine susceptibility or resilience to social stress [16, 33, 34], therefore we evaluated whether activation of the VTA to NAc circuit can mediate *Shisa6* expression in D1-MSNs. Phasic activation of VTA to NAc circuit is a model known to exert pro-Sus effects in mice [33, 34], and is useful to assess pro-Sus genes in the NAc [35, 36]. To activate the VTA to NAc pathway, we specifically labeled the circuit with ChR2 (or EYFP as control) and stimulated the fiber ends in the NAc to ensure region specific activation (Fig. 4g, Supplementary Fig. 12). After 10 day-chronic activation of the circuit, we resolved cell-type specific expression of *Shisa6* with RT immunoprecipitation for both D1- and D2-MSNs. Interestingly, *Shisa6* showed approximately a 50% increase in D1-MSNs, whereas there was no change of *Shisa6* expression in D2-MSNs (Fig. 4h). These results suggest VTA neurons, which project to D1 are direct upstream modulators of *Shisa6* expression.

### Shisa6 modulates behavioral susceptibility

To investigate whether *Shisa6* can directly modify depression- and anxiety-like behaviors in vivo, we overexpressed or knocked-down the *Shisa6* gene in D1-MSNs and performed several behavioral assays. First, we examined baseline behavioral changes upon *Shisa6* overexpression in D1-MSNs of male and female mice (Supplementary Fig. 13). Baseline behavioral assessments showed increased anxiety-like behaviors (decreased center time in open-field test; *, *p* = 0.011) and anhedonia (decreased sucrose preference; *, *p* = 0.040) when *Shisa6* is overexpressed in D1-MSNs of male mice (Supplementary Fig. 13a–i). In the same baseline condition, female mice showed a similar trend of anhedonia (decreased sucrose preference; ^#^, *p* = 0.071) after *Shisa6* overexpression in D1-MSNs, while other behaviors showed decreasing trends of anxiety (increased open arm time in elevated-plus maze; ^#^, *p* = 0.054) and despair-like behaviors (decreased immobile time; ^#^, *p* = 0.073) (Supplementary Fig. 13j–q). With the male mice which overexpress *Shisa6* in D1-MSNs, we conducted an additional acute social defeat experiment to assess the effects of *Shisa6* increase prior to social stress exposure (Supplementary Fig. 13a). Interestingly, after acute social defeat stress (sub-maximal social defeat), the *Shisa6* overexpressed male mice exhibited no significant decrease of SI (Supplementary Fig. 13i). To determine if *Shisa6* acts in a pro-depressive manner in mice previously exposed to social stress, we selectively increased *Shisa6* in D1-MSNs after CSDS (Fig. 4i). Overexpression of *Shisa6* resulted in a decreased trend for SI (Fig. 4j; left panel, decreased by 35.6% (vs DIO-mCherry control), ^#^, *p* = 0.082; right panel, *Shisa6* overexpression (Pre vs Post), n.s., *p* = 0.101). Next, to assess if blocking *Shisa6* could rescue deficits in SI post CSDS, we selectively knock-down *Shisa6* by overexpressing shRNAs targeting *Shisa6* mRNA in D1-MSNs (Supplementary Fig. 9d–f). We found that SI was significantly increased in the *Shisa6* knock-down group (Fig. 4k; left panel, increased by 56.8% (vs shRNA scrambled control), *, *p* = 0.038; right panel, *Shisa6* knock-down (Pre vs Post), *p* = 0.015). These results demonstrate that *Shisa6* knock-down in D1-MSNs can directly rescue depression-like behaviors, by increasing SI.

## Discussion

Here we report the first cell-type specific transcriptomic analysis of socially defeated mice and identify novel DEGs in D1- and D2-MSNs, that may contribute to the pathophysiology of depression. We revealed that distinct subsets of genes, directly related to neuronal function, were differentially expressed in D1- and D2-MSNs of Sus mice. We identified more DEGs in the Sus group than Res in D1-MSNs, whereas similar numbers of DEGs were detected in both Sus and Res D2-MSNs. Although, cell-type specific genes linked to depression have been identified in chronic stress models [10, 37–41], transcriptome-wide stress-induced changes in specific neurons in the NAc have yet to be reported.

Gene expression patterns in Sus and Res are distinct in D1, as compared to D2, which suggest D1-MSNs mediate Sus phenotypes such as social avoidance and anhedonia, while D2-MSNs act on common stress pathways in both Sus and Res mice. We further analyzed the Sus and Res genes by comparing the same stress groups between D1- and D2-MSNs and found approximately half of the genes on the D1 lists show significant correlations to SI which highlights the importance of D1-MSNs in the regulation of the Sus phenotype (Supplementary Fig. 7). We found a group of Sus specific genes in D1-MSNs showing opposite direction of regulation when compared to Res mice (102 genes), and amongst the genes, we identified *Shisa6* as a potential candidate for the regulation of D1-MSNs in mice exposed to social stress. *Shisa6* expression levels are significantly increased in a subset of D1-MSNs and their levels are inversely correlated with the SI ratio. Interestingly, although cells in Res express *Shisa6* comparably to Sus, they are not highly colocalized with D1-MSNs, which suggest *Shisa6* in D2-MSNs or non-MSN populations act differently in Res mice. Recent single-cell RNA-seq analyses reveal subpopulations for each MSN subtypes [22, 42–44] and future studies should examine regionally defined subpopulation of MSNs (e.g., NAc shell vs core regions) [22, 45] or conduct circuit specific single cell analysis [46].

Shisa family members are single transmembrane adaptor proteins that regulate signaling pathways [47, 48] including neuronal transmission by altering glutamatergic or GABAergic-synaptic transmission through direct interactions with AMPAR [27] (*Shisa6* and *Shisa9*) or GABA_A_R [49] (*Shisa7*). Increased expression of *Shisa6* is expected to preserve synaptic AMPAR and prevent desensitization in D1-MSNs [27], which increases overall AMPAR current. Indeed, D1-MSNs in which *Shisa6* is overexpressed show increased sEPSC amplitudes without changing dendritic arborization. Moreover, the increased EPSC amplitudes are exclusively driven by AMPAR-EPSC which validate *Shisa6* mediated facilitation of AMPAR function. This is consistent with the observation that Shisa6 protein is localized to glutamatergic synapses, from two major afferent sources, mPFC and vHIP. In our in situ hybridization experiment, 20% of D1-MSNs express detectable amounts of *Shisa6* mRNAs, and it is of interest whether the *Shisa6*^+^ D1-MSN subpopulation has specific neural connections with other brain regions relevant to depressive-like phenotypes including VTA, mPFC, and vHIP. Interestingly, *Shisa9* was recently identified as a gene related to major depression by large-scale GWAS [30, 31] and is known to counteract *Shisa6* [27]. 

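*Shisa9*, on chromosome 16 from 11984113 to 12270902, lay at 159 ± 8.82 CPM (SD, n = 4) in D1 Con, 156 ± 13.4 CPM (SD, n = 4) in D1 Res and 149 ± 7.17 CPM (SD, n = 5) in D1 Sus. Its log2 fold change in D1 Sus vs Con was -0.10 (standard error 0.0649, adjusted p = 0.860 in edgeR's quasi-likelihood test), and a two-sided exact permutation test gave p = 0.0952, or 0.571 after adjustment over the 6 comparisons of the gene. Other ways to process the counts gave -0.11 to -0.09. In D2 the means were 169 ± 13.5, 171 ± 13.2 and 167 ± 9.00 CPM (SD, n = 5 each), and the difference between D1 and D2 in the change from Con to Sus was -0.09 (adjusted p = 1.00 in edgeR's test).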

We observed that *Shisa9* showed a decreased trend of expression in D1-MSNs of Sus mice (Supplementary Fig. 8). Despite the fact that *Shisa6* expression in D1-MSNs was correlated with SI after CSDS, *Shisa6* in other cell-types might contribute to circuit level modulation of depressive-like phenotypes in the NAc.

*Shisa6* expression is regulated in a cell-type specific manner following CSDS and optogenetic experiments suggest that hyperactivity of VTA dopamine neurons projecting to the NAc is a putative upstream signal mediating *Shisa6* expression in D1-MSNs but not D2-MSNs of Sus mice. Interestingly, optogenetic activation of the VTA- NAc circuit is sufficient to alter *Shisa6* expression, but doesn’t alter SI behaviors. This result suggests that non-context dependent activation of dopamine neurons is insufficient to recruit glutamatergic inputs from the mPFC and/or vHIP to induce depressive-like phenotypes, which is supported by previous research [34, 35]. However, in stress conditions, *Shisa6* may be localized to specific synapses which receive glutamatergic inputs relevant to depressive phenotypes. In this regard, it is noteworthy that vHIP-NAc glutamatergic circuit delivers aversive information only to D1-MSN, but not D2, and increased synaptic strength of excitatory synapses directly increased depression-like behaviors, concurrent with increased AMPAR transmission [50]. These results are well correlated with our data showing D1-MSN specific increase of *Shisa6* and corresponding enhancement of excitability and depressive-like behaviors following CSDS. In the future, exploring the *Shisa6*^+^ D1-MSN population and their connectivity may provide valuable insight on mechanisms of depression.

Our data showing an increase in *Shisa6* in Sus mice is consistent with the hypothesis that increased excitability of the NAc contributes to stress vulnerability. For example, Vialou et al. showed that, in Sus mice and humans that experienced MDD, there was increased AMPA receptor function (i.e., higher GluR1:GluR2 ratio) in the NAc [51]. Similarly, the decrease in *Shisa6* in Res animals suggests that decreased glutamatergic function may be protective against impairing effects of chronic stress, which is consistent with studies demonstrating that decreased AMPA activity enhances reward-related behaviors [52, 53]. However, in contrast to our finding, it should be noted that other studies with different stress models [54–56] show a decrease in D1-MSN AMPA mediated excitation after stress. These conflicting results highlight the complex nature of NAc circuit regulation in depression.

In chronic stress conditions, excitatory transmission and intrinsic excitability are differentially regulated between D1- and D2-MSNs [50, 54, 57]. For example, D1-MSNs show increased intrinsic excitability in Sus mice after CSDS [51, 57, 58], which corresponds to the effects of *Shisa6* increase in Sus mice. This result might also be reflective of stress-induced reorganization of afferent circuits to D1-MSNs to selectively strengthen aversive afferent inputs, while at the same time decreasing connections from mPFC to NAc which promotes resiliency [59, 60]. A recent study shows that vHIP sends projections to the NAc and the circuit directly mediates SI behaviors [61]. More importantly, the vHIP-NAc glutamatergic circuit delivers aversive information only to D1-MSN, but not D2, and increased synaptic strength of the excitatory synapses directly increased depression-like behaviors [50]. These findings are well-aligned with D1-MSN specific increase of *Shisa6* and corresponding strengthening of AMPA currents at excitatory synapses including vHIP afferent synapses. Indeed, we show that downregulation of *Shisa6* in D1-MSNs reversed social avoidance behavior in socially defeated male mice, which validates causal relations between *Shisa6* and depressive phenotypes. On the other hand, overexpression of *Shisa6* prior or post to social defeat only exerted marginal effects on SI behaviors. We speculate that the loss of *Shisa6* function by knock-down might be more specific to the *Shisa6* expressing- and stress-relevant D1-MSN subsets rather than the gain of function in a broad population of D1-MSNs by *Shisa6* overexpression. Intriguingly, D1-MSN specific *Shisa6* overexpression without social stress exposure induced anhedonia in both male and female mice, while some opposing behavioral responses were observed in anxiety- or depression-like behavioral assays, which implicate possible sex specific roles of *Shisa6* in depression. Taken together, these data suggest that depressive phenotypes can be reversed by targeting *Shisa6*, as demonstrated in the *Shisa6* knock-down experiment.

Regulation of glutamate synapses is considered a potential target for antidepressants and our findings suggest that glutamatergic inputs to the NAc might be important in regulating depressive-like symptoms; given that we observe a selective increase of *Shisa6*, a bona fide AMPAR auxiliary subunit, in D1-MSNs. The regulation of *Shisa6*, an AMPAR regulatory protein, may act as a potential therapeutic target for treating depression. Indeed, postmortem tissue of depression patients show an increase in radio-ligand binding of AMPA in anterior cingulate cortex [62], and preclinical stress models show an increase in expression of AMPA receptor subunits following acute [63] and chronic [63–65] stress, while other studies find a decrease in expression of specific AMPA receptor subunits following stress [66–69]. Importantly, AMPA receptor antagonist NBQX infused into the NAc increased SI time, demonstrating that inhibition of AMPA receptor function induces an antidepressant-like response [51]. These data are consistent with our observation that *Shisa6* knock-down in D1-MSNs rescued social avoidance in socially defeated mice and show promising therapeutic applications of *Shisa6* in modulating depression.

In summary, we found *Shisa6* expression is increased in D1-MSNs of Sus mice and increases excitability of neurons, which modulates anxiety- and depression-like behaviors in mice. *Shisa6* is expressed in a cell-type and circuit-specific manner, and may directly alter the strength of pre-existing excitatory synapses related to aversive information flow. Taken together, *Shisa6* may be a critical link of dopamine and glutamatergic systems in the reward circuitry, and a promising molecular target for intervention during depression pathogenesis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary legends

Supplementary figures 1–13

Supplementary tables 1–10

## Data Availability

RNA-seq data have been deposited to the NCBI GEO under accession number GSE147640.

# Supplementary material for: Shisa6 mediates cell-type specific regulation of depression in the nucleus accumbens
**Source:** Mol Psychiatry. 2021 Jul 12;26(12):7316–27. doi: 10.1038/s41380-021-01217-8
**Supplement:** Supplementary file 1 — Supplementary legends

**Supplementary Information**

**Supplementary Figure legends**

**Supplementary Fig. 1 | Validation of RT; D1-Cre and RT; D2-Cre mice with immunohistochemistry.** **a**, **b**, Brainwide comparisons between MSN subtype markers (Drd1 (**a**) or Drd2 (**b**); Allen mouse brain atlas, in situ hybridization data) and HA expression (immunohistochemistry) in sagittal sections (scale bar, 2 mm). **c**, **d**, Colocalization of Cre and HA expressions in RT; D1-Cre (**c**) and RT; D2-Cre mice (**d**) (coronal sections; scale bar, 100 μm). **e**-**h**, Neuron- or Glia-specific marker gene validation in RT; D1-Cre (**e**, **g**) and RT; D2-Cre mice (**f**, **h**) (Whole brain images: scale bar, 2 mm; merged images: scale bar: 100 μm).

**Supplementary Fig. 2 | RNA-seq quality control. a**, Violin plots of un-normalized gene count distributions for RNA-seq samples. A box plot is overlaid on each violin plot to display minimum, first quartile, median, 3rd quartile and maximum. **b**, **c**, Intra-group variability between samples in D1- (**b**) or D2-MSN control group (**c**). Intra-group variability of each comparison was defined by Pearson’s correlation coefficient.

**Supplementary Fig. 3 | Comparisons between RiboTag IP and input samples across non-neuronal cell-types.** Normalized expression levels and visualization of aligned reads in D1- and D2-MSNs for non-neuronal marker genes in astrocyte (**a**), microglia (**b**), macrophage (**c**), oligodendrocyte (**d**), and ependymal cells (**e**). Input samples show higher read alignment on non-neuronal marker genes (For IPs: D1, n=4; D2, n=5; For Inputs: D1, n=3; D2, n=3). Data are represented as the mean ± s.e.m.

**Supplementary Fig. 4 | Meta-analysis of D1- and D2-specific genes detected from MSN population based studies and novel MSN subtype specific genes.** **a**, Venn diagram comparisons of D1- or D2-enriched gene lists from current data (Kim et al.; [Fold change (FC)]>1.5, adjusted *p*-value < 0.05), Heiman et al. ([Fold change (FC)]>1.5, adjusted *p*-value < 0.1) and Kronman *et al*. (adjusted *p*-value < 0.05). Numbers indicate the number of genes included in each region of venn diagrams. **b-d**, Novel MSN subtype specific DEGs detected from RNA-seq (D1 enriched, n=4; D2 enriched, n=5) (**b**) and additional qPCR validation with independent samples (D1 enriched, n=8; D2 enriched, n=3) in bar chart (**c**) and scatter plot (**d**; Pearson’s correlation, R=0.9657). **e**, Validation of selected DEG expression (*Oxtr*, *Kcnj3*, *Ntrk1*, and *Tacr1*) by *in situ* hybridization (RNAscope; scale bar, 50 μm).

**Supplementary Fig. 5 | Locomotor activity of socially defeated mice used for transcriptome analysis.** Locomotor activity data from no target session (2.5 min) of each social interaction test, which correspond to Fig. 3c.

**Supplementary Fig. 6 | Stress group specific DEGs in D1- and D2-MSNs.** (A, B) Venn diagram comparisons of DEGs (threshold: *p*-value < 0.05) in D1- (**a**) and D2-MSNs (**c**). Heatmaps show expression patterns of Sus DEGs (from susceptible *vs* control comparison) in each stress group comparison of D1 (**b**) or D2 (**d**). Similarity of expression patterns are plotted by group clustering. **e**, **f**, Scatter plots of susceptible DEGs with log2 fold difference values show inversely modulated genes in susceptible and resilient groups (filled circles; D1, 102 genes (**e**); D2, 13 genes (**f**)). **g**, **h**, The inversely correlated genes are compared to a broad gene set related with depressive disorder (5204 genes, Harmonizome) in a venn diagram (**g**) and further analyzed by GO analysis (Enrichr; **h**).

**Supplementary Fig. 7 | MSN-subtype specific DEGs in each stress group and identification of resilient and susceptible specific genes.** **a**, **b**, Comparisons between D1 and D2 gene expression data for each stress group (D1 vs D2; threshold: [Fold change (FC)]>1.5, adjusted *p*-value < 0.05). Venn diagram of stress group specific DEGs (**a**). GO analyses of resilient (Res; upper panel)- and susceptible (Sus; lower panel)-unique DEGs (**b**). Numbers indicate the number of genes included in each region of venn diagrams. **c**, **d**, D1-Susceptible specific gene list (37 genes) from a venn diagram comparison. The susceptible unique 135 DEGs (D1 vs D2) are compared with susceptible DEG lists from D1-MSN data (either *vs* control or *vs* resilient group comparisons in D1; Fig. 3d) to detect D1-specific DEGs (**c**). From the comparison, 37 genes are identified as D1-susceptible specific DEGs and *Shisa6* is indicated in a red rectangle (**d**). GO analysis of the 37 genes detected three depression relevant terms in top 5 (in blue letters; lower panel in **d**). **e**, **f**, D1-resilient specific gene list (27 genes). **g**, **h**, D2-susceptible specific gene list (12 genes). **i**, **j**, D2-resilient specific gene list (23 genes). Numbers indicate the number of genes included in each region of venn diagrams. Genes with significant correlation to social interaction (SI ratio) are highlighted with cyan (inverse correlation, *p* < 0.05) or orange (positive correlation, *p* < 0.05) (# of genes with significant correlation; D1 Sus: 24 of 37 genes, 64.9% (**d**); D1 Res: 12 of 27 genes, 44.4% (**f**); D2 Sus: 2 of 12 genes, 16.7% (**h**); D2 Res: 3 of 23 genes, 13.0%(**j**)).

**Supplementary Fig. 8 | Validation of *Shisa6* expressions in various brain regions and behavioral correlation of Shisa (CKAMP subfamily) expressions in D1- and D2-MSNs.** **a**, *Shisa6* expression data in Allen mouse brain atlas (sagittal section; scale bar, 2 mm). **b**, *Shisa6* expression data in various brain regions by RNAscope. DS, dorsal striatum; LHb, lateral habenula; MHb, medial habenula; CTX, cerebral cortex; NAc, nucleus accumbens; AC, anterior commissure; BLA, basolateral amygdala; HIP, hippocampus (scale bar, 200 μm). **c**-**e**, Social interaction data were plotted with gene expression levels of corresponding D1 or D2 samples: *Shisa7* (**c**), *Shisa8* (**d**), and *Shisa9* (**e**). For experiments in **c-e**, D1 Con, n=4; D1 Res, n=4; D1 Sus, n=5; D2 Con, n=5; D2 Res, n=5; D2 Sus, n=5. *p*-values in linear regression.

**Supplementary Fig. 9 | Cre-dependent Shisa6 expressing- and Shisa6 shRNA-AAV constructs.** **a**, Schematics of AAV-DIO-Shisa6 construct. Shisa6 coding sequence is linked to mCherry cassette via self-cleaving thosea asigna virus 2A (T2A) sequence. **b**, Validation of D1-MSN specific viral expression of Shisa6 by immunohistochemistry. The self-cleavage of T2A peptide leaves 20 amino acids from T2A at the C-terminus of SHISA6, and the 2A peptide tagged SHISA6 can be detected with an anti-2A peptide antibody. Scale bar, 50 μm. **c**, qPCR validation of Shisa6 overexpression by AAV-DIO-Shisa6 (n=4). **d**, Schematics of AAV-DIO-Shisa6 shRNA construct. Three Shisa6 shRNA sequences were inserted in miR-30E shRNA cassette. **e**, Validation of D1-MSN specific expression of AAV-DIO-Shisa6 shRNA by immunohistochemistry. Scale bar, 50 μm. **f**, qPCR validation of Shisa6 knock-down by AAV-DIO-Shisa6 shRNA and scrambled (n=3-4). Graphs are represented as mean ± s.e.m. (**p*<0.05; ***p*<0.01; t-test, one-tailed (**c, f**)).

**Supplementary Fig. 10 | Electrophysiological analysis of Shisa6 expressing D1-MSNs.** **a**, Schematics of acute slice preparation. **b**, Representative AMPAR- and NMDAR-EPSC traces, bar graphs (mean ± s.e.m.; AMPAR-EPSC: control, 134.7 ± 8.3 pA, Shisa6: 214.5 ± 12.4 pA; NMDAR-EPSC: control, 116.1 ± 7.0 pA; Shisa6, 107.2 ± 5.8 pA; AMPA/NMDA ratio: control, 1.244 ± 0.093, Shisa6: 2.086 ± 0.165; control, n=24; Shisa6, n=14). **c**, Representative sIPSC traces, bar graphs (mean ± s.e.m.) and cumulative distribution of sIPSC amplitude and frequency in D1-MSN from control versus Shisa6 overexpressed mice (amplitude: control, 30.0 ± 1.6 pA, Shisa6: 37.1 ± 4.8 pA; frequency: control, 2.1 ± 0.4 Hz; Shisa6, 1.8 ± 0.3 Hz; control, n=14; Shisa6, n=18). **d**, Shisa6 overexpression does not affect action potential (AP) frequency of D1-MSNs. Left: Action potential frequency (Hz) curve of control and Shisa6 overexpressed neurons following incremental current injection. Right: Sample current-clamp recordings of action potentials from D1-MSNs neurons following injection of depolarizing currents (pA). Data are represented as the mean ± s.e.m. (***p<0.001; n.s., not significant; t-test, two-tailed (**b**, **c**); two-way ANOVA with Sidak’s post-hoc test (**d**))

**Supplementary Fig. 11 | Afferent input specific synapse labeling of D1-MSN using dual-eGRASP.** **a,** Schematic diagrams of D1-MSN specific eGRASP labeling in the NAc. **b**, Identification of eGRASP in the NAc coronal sections. **c-f**, Additional eGRASP images of D1-dendrite in the NAc showing various afferent innervation density and pattern. Dendrites with eGRASP signals are traced in gray lines. Scale bar, 10 μm.

**Supplementary Fig. 12 | Pro-susceptible optogenetic stimulation in the VTA to NAc circuitry.** **a**, AAV injection scheme and representative image of ChR2-EYFP labeled VTA to NAc circuit (cannula tract outlined by dashed line; scale bar, 1 mm). Only VTA neurons which project to the NAc were labeled with ChR2-EYFP or EYFP. **b**, Schematics of optogenetic experiments. **c**, Social interaction (SI) test after chronic activation of the VTA to NAc circuit. The 10 day-optogenetic activation did not change social interaction in ChR2 expressing mice (D1: EYFP, n=11; ChR2, n=14; D2: EYFP, n=5; ChR2, n=7). Data are represented as mean ± s.e.m. (n.s., not significant; t-test, two-tailed).

**Supplementary Fig. 13 | Anxiety- and depression-like behaviors in D1-MSN specific Shisa6 overexpressed male and female mice. a,** Experimental timeline and schematic of baseline behavioral testing and sub-maximal stress paradigm of male mice (**b-i**; Control, n=8-9; Shisa6, n=8). **b-h**, Baseline behavior tests for anxiety- (**b**, locomotor (open field); **c**, open field; **d**, elevated plus maze; **e**, light-dark box) and depression-like behaviors (**f**, forced swim test; **g**, tail suspension test). Testing anhedonia with sucrose preference test (**h**). **i**, Social interactions (SI) after submaximal social defeat. **j**, Experimental timeline and schematic of baseline behaviors of female mice (**k-q**; Control, n=9; Shisa6, n=9). **k-p**, Baseline behavior tests for anxiety- (**k**, locomotor (open field); **l**, open field; **m**, elevated plus maze; **n**, light-dark box) and depression-like behaviors (**o**, forced swim test; **p**, tail suspension test). Testing anhedonia with sucrose preference test (**q**). **r**, **s**, Locomotor activity data from no target session (2.5 min) of each social interaction test, which correspond to Fig. 4j (**r**) and Fig. 4k (**s**). Data were analyzed in time bins of 2.5 min (1st and 2nd half; labeled) and full time (5 min) and significant results were presented (otherwise, full time results were presented). Graphs are represented as mean ± s.e.m. (**p*<0.05; ^#^*p*<0.08; t-test, two-tailed).

**Supplementary Tables**

**Supplementary Table. 1 | Quality control of RNAseq samples**

**Supplementary Table. 2 | D1 Con vs D2 Con DEGs**

**Supplementary Table. 3 | D1 Sus vs D1 Con DEGs**

**Supplementary Table. 4 | D1 Res vs D1 Con DEGs**

**Supplementary Table. 5 | D1 Sus vs D1 Res DEGs**

**Supplementary Table. 6 | D2 Sus vs D2 Con DEGs**

**Supplementary Table. 7 | D2 Res vs D2 Con DEGs**

**Supplementary Table. 8 | D2 Sus vs D2 Res DEGs**

**Supplementary Table. 9 | D1 Res vs D2 Res DEGs**

**Supplementary Table. 10 | D1 Sus vs D2 Sus DEGs**

# Supplementary material for: Shisa6 mediates cell-type specific regulation of depression in the nucleus accumbens
**Source:** Mol Psychiatry. 2021 Jul 12;26(12):7316–27. doi: 10.1038/s41380-021-01217-8
**Supplement:** Supplementary file 2 — Supplementary figures 1–13

## **Supplementary Figures 1-13**

# Supplementary Fig. 1

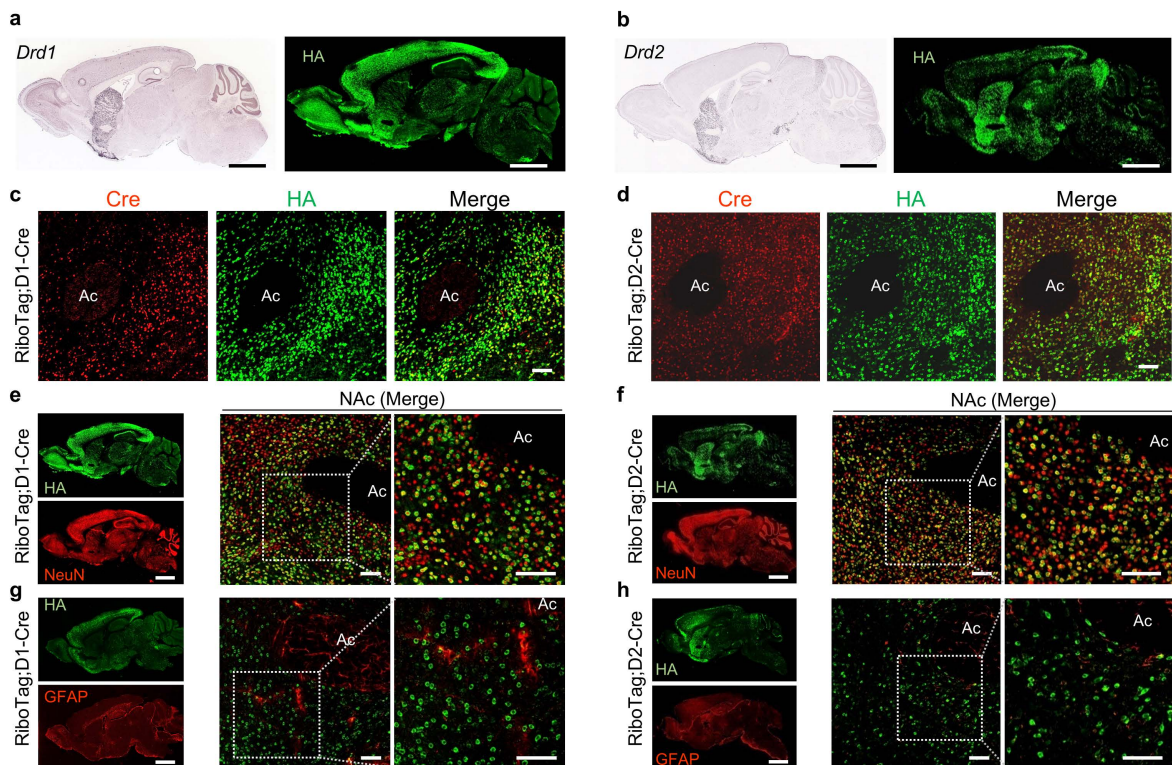

**Supplementary Fig. 1 | Validation of RT; D1-Cre and RT; D2-Cre mice with immunohistochemistry.** **a, b**, Brainwide comparisons between MSN subtype markers (*Drd1* (**a**) or *Drd2* (**b**); Allen mouse brain atlas, in situ hybridization data) and HA expression (immunohistochemistry) in sagittal sections (scale bar, 2 mm). **c, d**, Colocalization of Cre and HA expressions in RT; D1-Cre (**c**) and RT; D2-Cre mice (**d**) (coronal sections; scale bar, 100  $\mu$ m). **e-h**, Neuron- or Glia-specific marker gene validation in RT; D1-Cre (**e, g**) and RT; D2-Cre mice (**f, h**) (Whole brain images: scale bar, 2 mm; merged images: scale bar: 100  $\mu$ m).

Supplementary Fig. 2

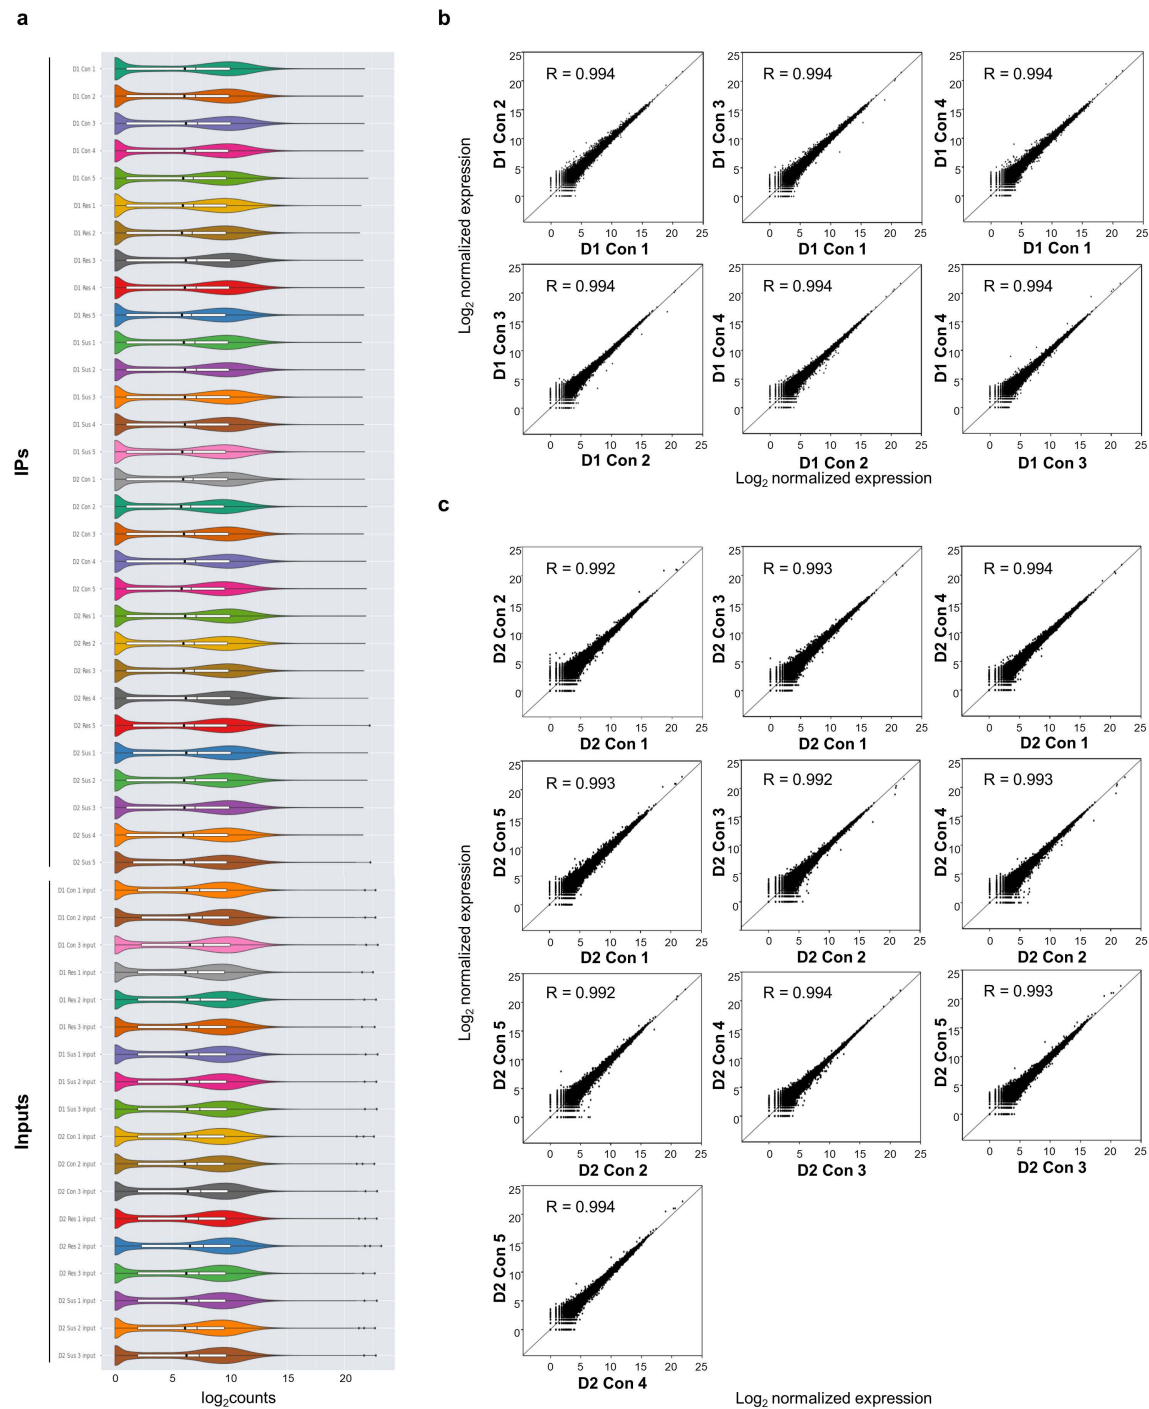

**Supplementary Fig. 2 | RNA-seq quality control.** **a**, Violin plots of un-normalized gene count distributions for RNA-seq samples. A box plot is overlaid on each violin plot to display minimum, first quartile, median, 3rd quartile and maximum. **b**, **c**, Intra-group variability between samples in D1- (**b**) or D2-MSN control group (**c**). Intra-group variability of each comparison was defined by Pearson's correlation coefficient.

Supplementary Fig. 3

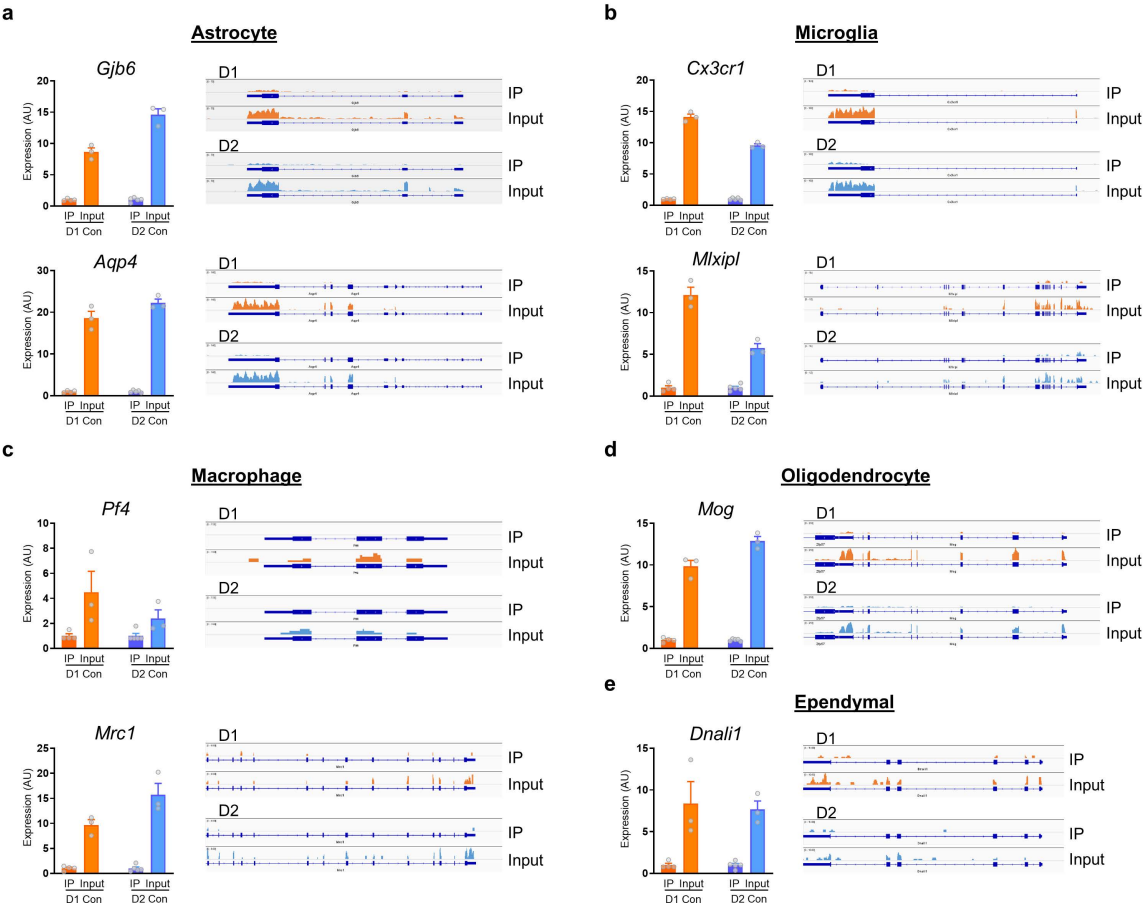

**Supplementary Fig. 3 | Comparisons between RiboTag IP and input samples across non-neuronal cell types.** Normalized expression levels and visualization of aligned reads in D1- and D2-MSNs for non-neuronal marker genes in astrocyte (a), microglia (b), macrophage (c), oligodendrocyte (d), and ependymal cells (e). Input samples show higher read alignment on non-neuronal marker genes (For IPs: D1, n=4; D2, n=5; For Inputs: D1, n=3; D2, n=3). Data are represented as the mean  $\pm$  s.e.m.

Supplementary Fig. 4

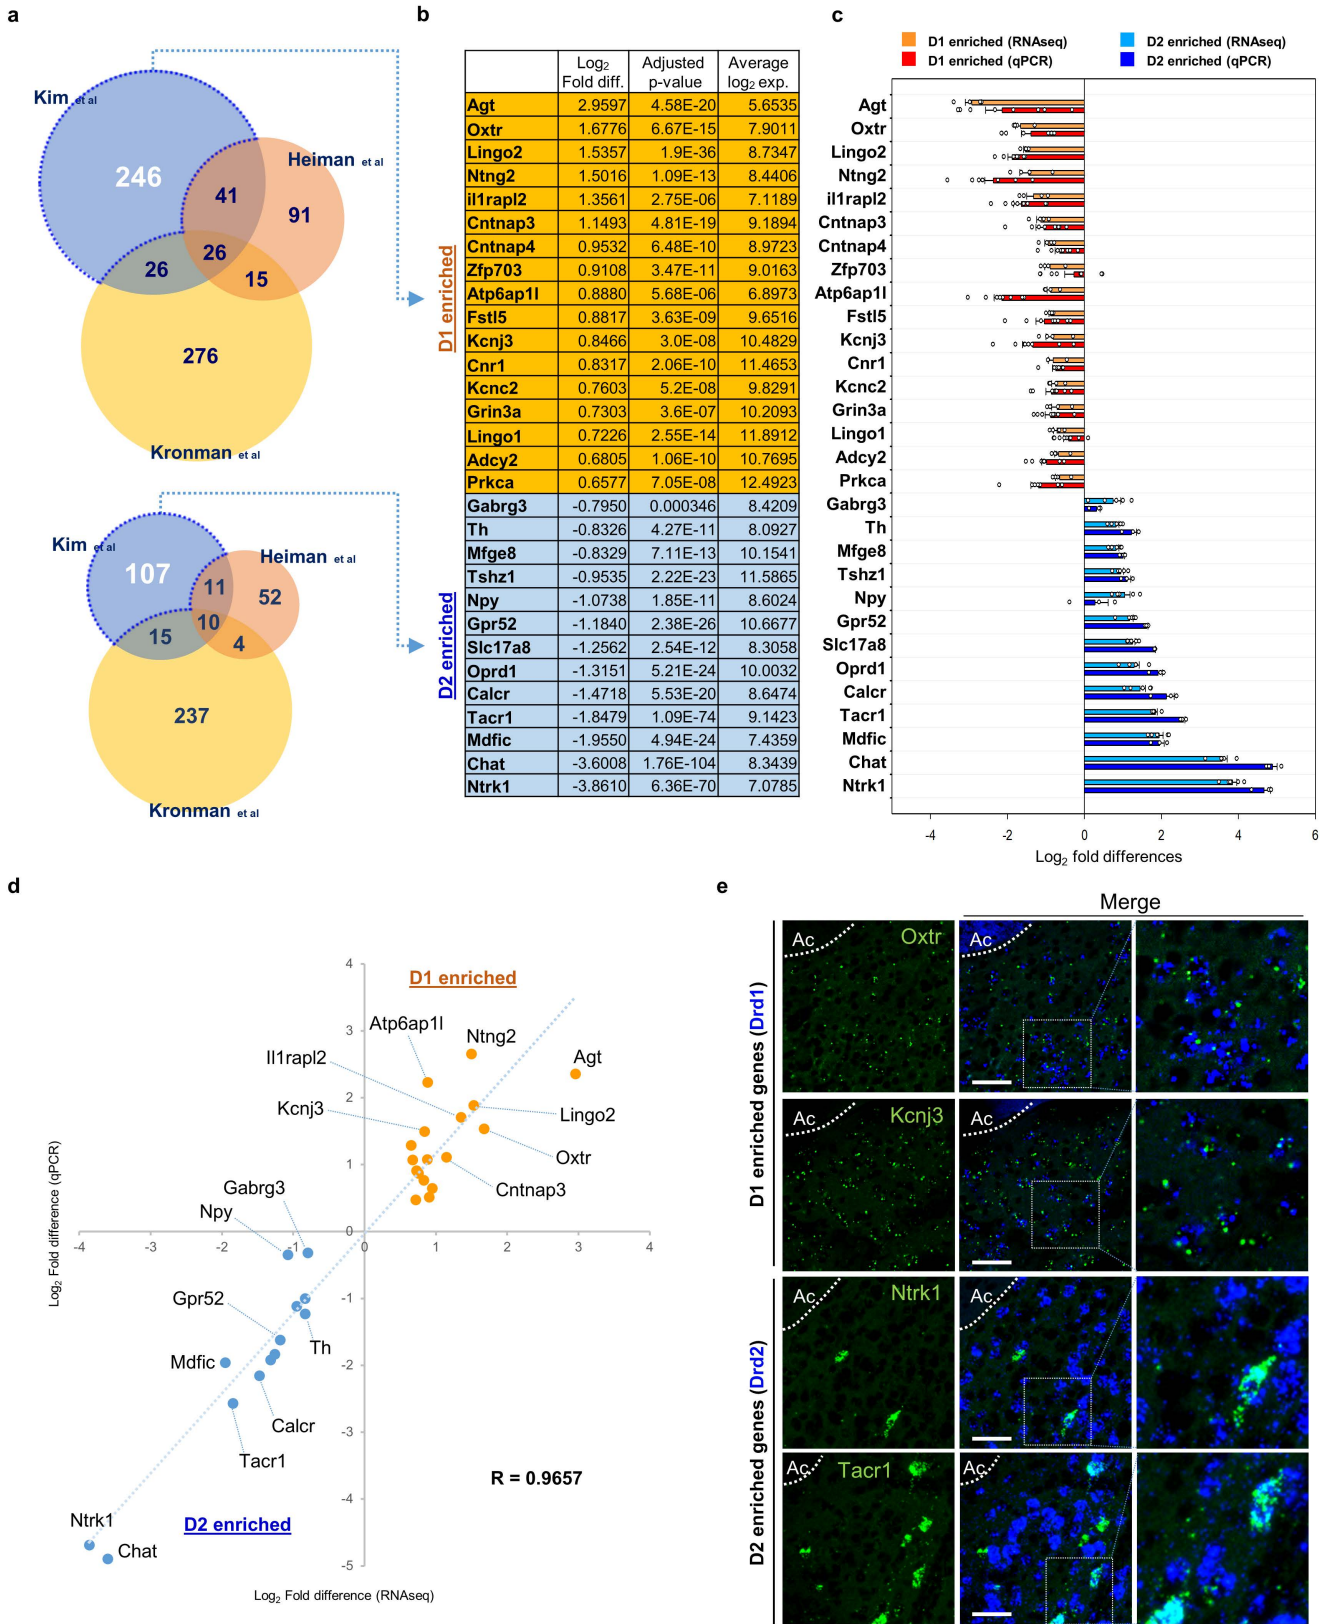

**Supplementary Fig. 4 | Meta-analysis of D1- and D2-specific genes detected from MSN population based studies and novel MSN subtype specific genes.** **a**, Venn diagram comparisons of D1- or D2-enriched gene lists from current data (Kim et al.; [Fold change (FC)]>1.5, adjusted  $p$ -value < 0.05), Heiman et al. ([Fold change (FC)]>1.5, adjusted  $p$ -value < 0.1) and Kronman et al. (adjusted  $p$ -value < 0.05). Numbers indicate the number of genes included in each region of venn diagrams. **b-d**, Novel MSN subtype specific DEGs detected from RNA-seq (D1 enriched,  $n=4$ ; D2 enriched,  $n=5$ ) (**b**) and additional qPCR validation with independent samples (D1 enriched,  $n=8$ ; D2 enriched,  $n=3$ ) in bar chart (**c**) and scatter plot (**d**; Pearson's correlation,  $R=0.9657$ ). **e**, Validation of selected DEG expression (*Oxtr*, *Kcnj3*, *Ntrk1*, and *Tacr1*) by *in situ* hybridization (RNAscope; scale bar, 50  $\mu$ m).

# Supplementary Fig. 5

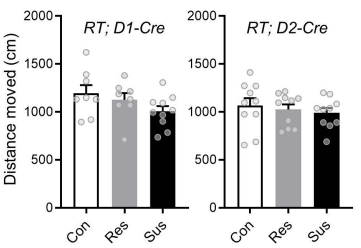

**Supplementary Fig. 5 | Locomotor activity of socially defeated mice used for transcriptome analysis.** Locomotor activity data from no target session (2.5 min) of each social interaction test, which correspond to Fig. 3c.

Supplementary Fig. 6

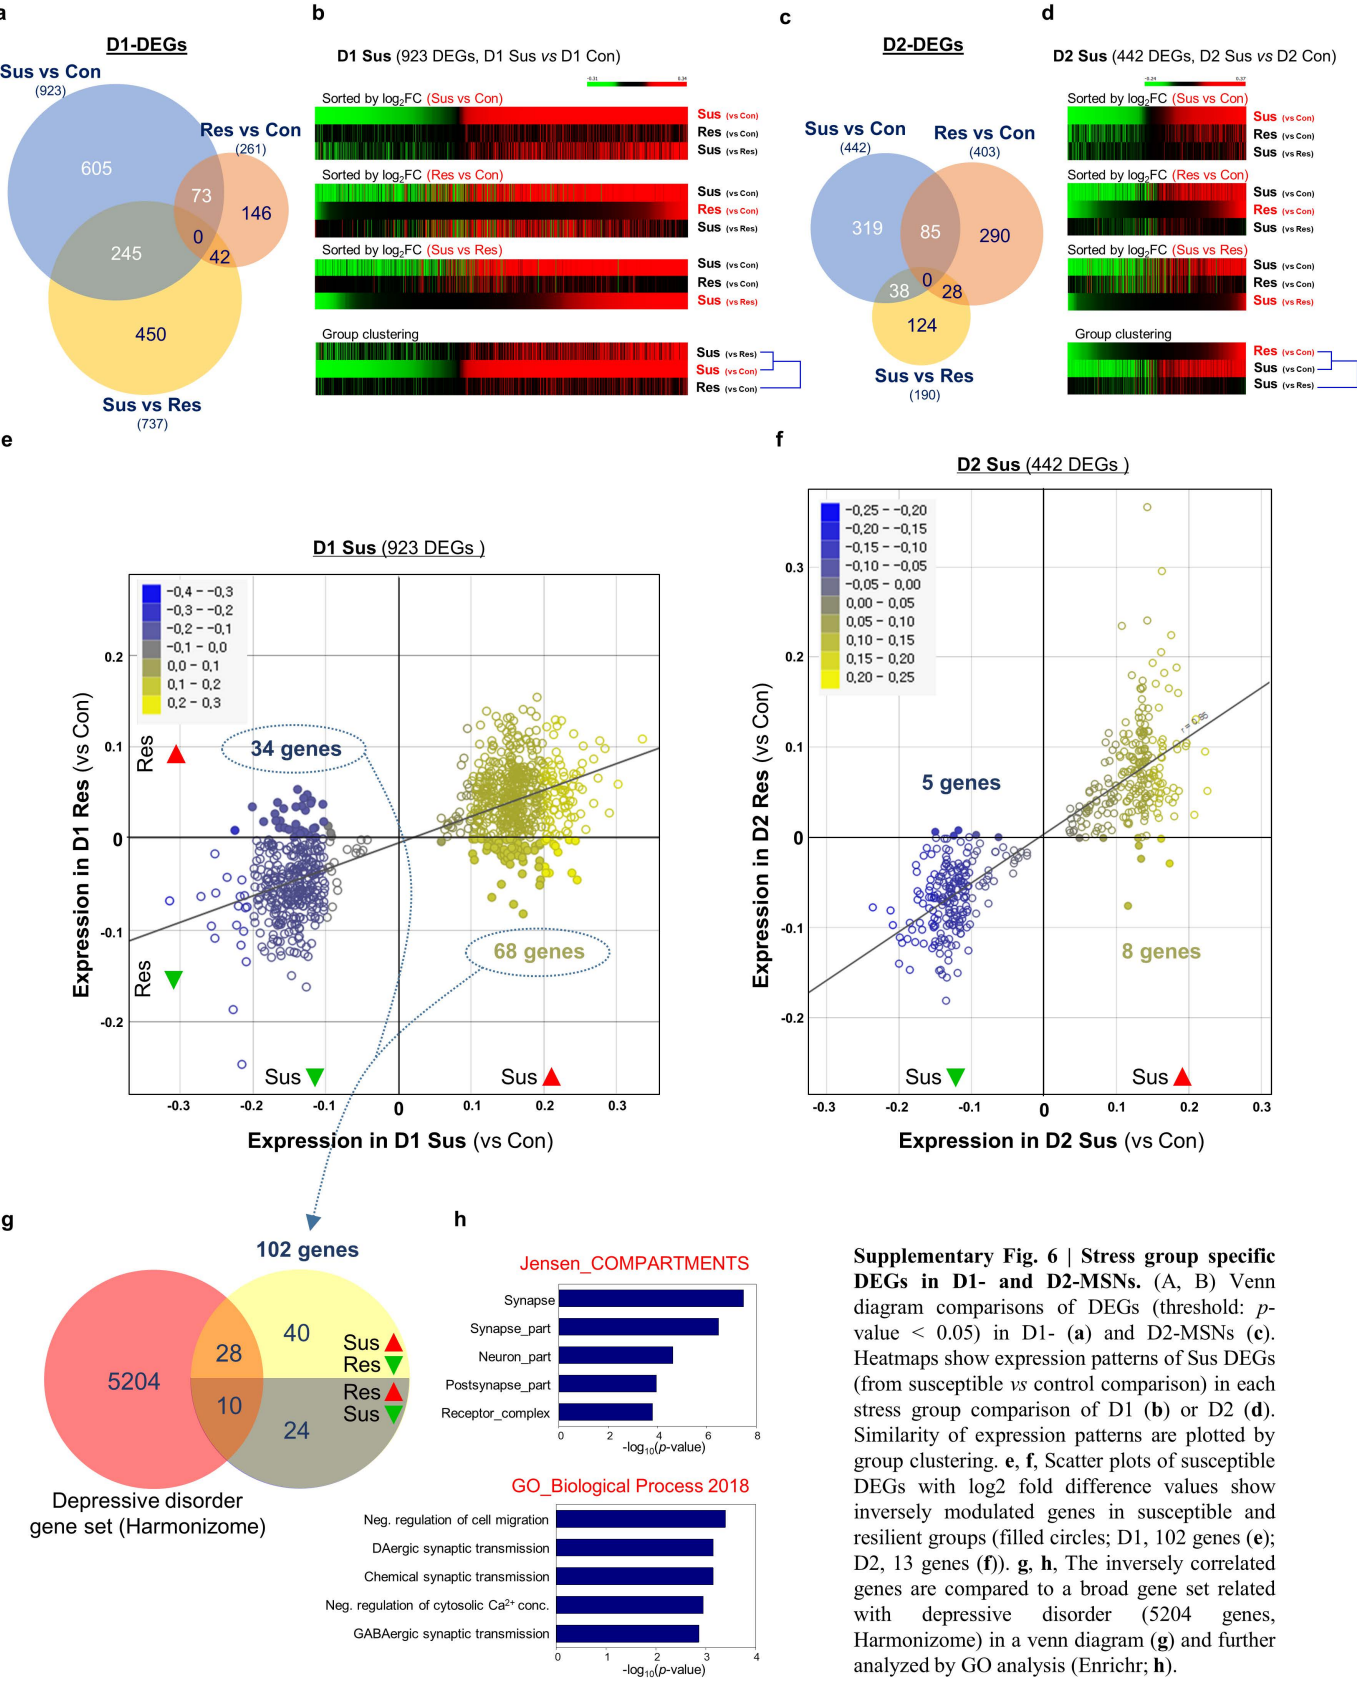

**Supplementary Fig. 6 | Stress group specific DEGs in D1- and D2-MSNs.** (A, B) Venn diagram comparisons of DEGs (threshold:  $p$ -value < 0.05) in D1- (a) and D2-MSNs (c). Heatmaps show expression patterns of Sus DEGs (from susceptible vs control comparison) in each stress group comparison of D1 (b) or D2 (d). Similarity of expression patterns are plotted by group clustering. e, f, Scatter plots of susceptible DEGs with log<sub>2</sub> fold difference values show inversely modulated genes in susceptible and resilient groups (filled circles; D1, 102 genes (e); D2, 13 genes (f)). g, h, The inversely correlated genes are compared to a broad gene set related with depressive disorder (5204 genes, Harmonizome) in a venn diagram (g) and further analyzed by GO analysis (Enrichr; h).

Supplementary Fig. 7

a

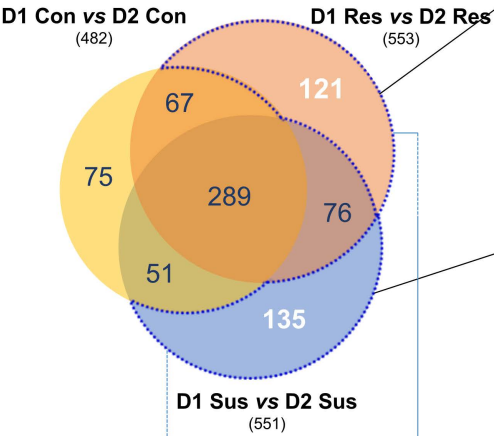

b

Res specific DEGs (Reactome 2016)

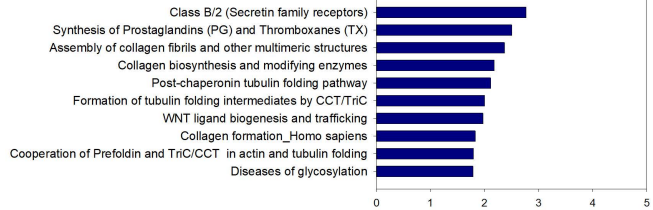

Sus specific DEGs (Reactome 2016)

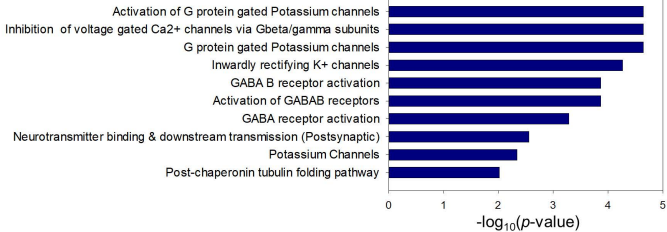

c

D1 Sus specific genes

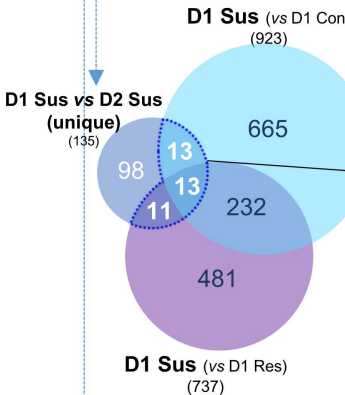

d

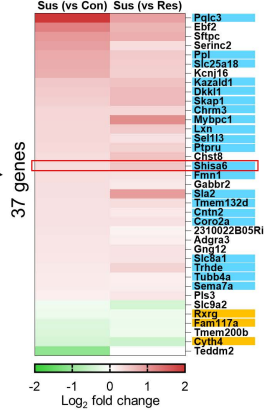

e

D1 Res specific genes

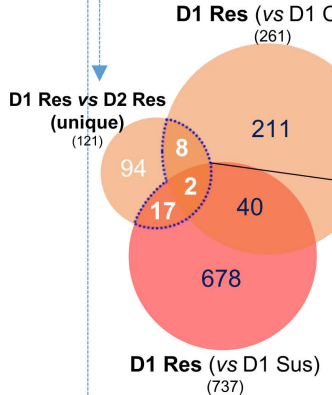

f

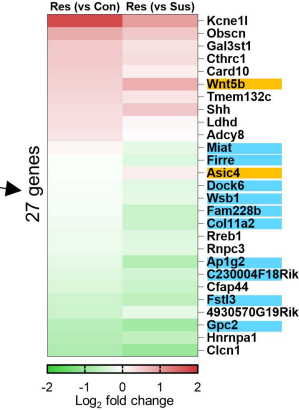

g

D2 Sus specific genes

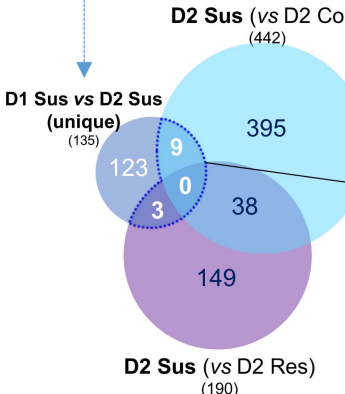

h

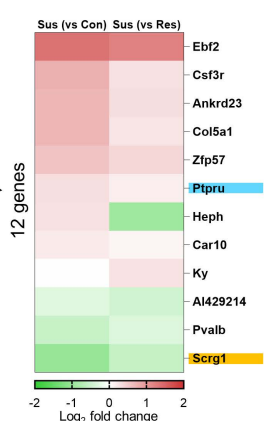

i

D2 Res specific genes

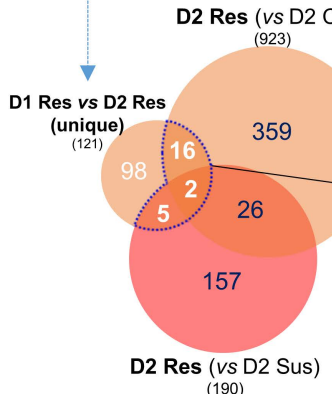

j

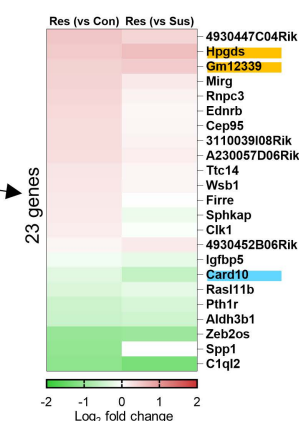

**Supplementary Fig. 7 | MSN-subtype specific DEGs in each stress group and identification of resilient and susceptible specific genes. a, b,** Comparisons between D1 and D2 gene expression data for each stress group (D1 vs D2; threshold: [Fold change (FC)]>1.5, adjusted  $p$ -value < 0.05). Venn diagram of stress group specific DEGs (**a**). GO analyses of resilient (Res; upper panel)- and susceptible (Sus; lower panel)-unique DEGs (**b**). Numbers indicate the number of genes included in each region of venn diagrams. **c, d**, D1-Susceptible specific gene list (37 genes) from a venn diagram comparison. The susceptible unique 135 DEGs (D1 vs D2) are compared with susceptible DEG lists from D1-MSN data (either vs control or vs resilient group comparisons in D1; Fig. 3d) to detect D1-specific DEGs (**c**). From the comparison, 37 genes are identified as D1-susceptible specific DEGs and *Shisa6* is indicated in a red rectangle (**d**). GO analysis of the 37 genes detected three depression relevant terms in top 5 (in blue letters; lower panel in **d**) **e, f**, D1-resilient specific gene list (27 genes). **g, h**, D2-susceptible specific gene list (12 genes). **i, j**, D2-resilient specific gene list (23 genes). Numbers indicate the number of genes included in each region of venn diagrams. Genes with significant correlation to social interaction (SI ratio) are highlighted with cyan (inverse correlation,  $p < 0.05$ ) or orange (positive correlation,  $p < 0.05$ ) (# of genes with significant correlation; D1 Sus: 24 of 37 genes, 64.9% (**d**); D1 Res: 12 of 27 genes, 44.4% (**f**); D2 Sus: 2 of 12 genes, 16.7% (**h**); D2 Res: 3 of 23 genes, 13.0%(**j**)).

# Supplementary Fig. 8

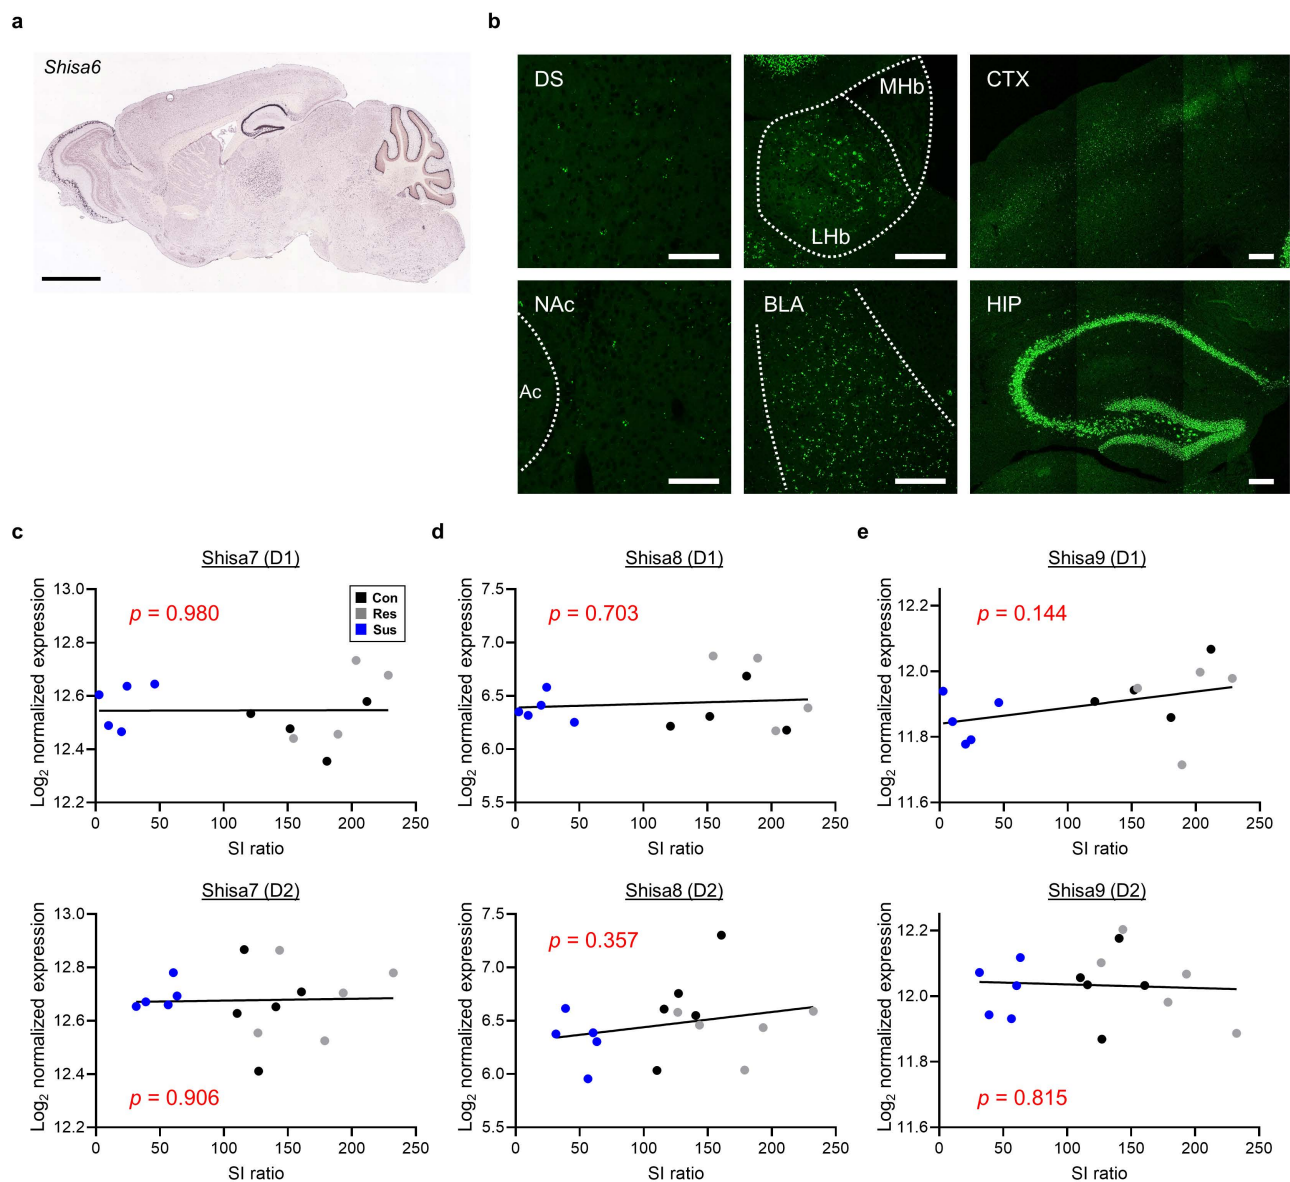

**Supplementary Fig. 8 | Validation of *Shisa6* expressions in various brain regions and behavioral correlation of Shisa (CKAMP subfamily) expressions in D1- and D2-MSNs. a**, *Shisa6* expression data in Allen mouse brain atlas (sagittal section; scale bar, 2 mm). **b**, *Shisa6* expression data in various brain regions by RNAscope. DS, dorsal striatum; LHB, lateral habenula; MHb, medial habenula; CTX, cerebral cortex; NAc, nucleus accumbens; AC, anterior commissure; BLA, basolateral amygdala; HIP, hippocampus (scale bar, 200  $\mu$ m). **c-e**, Social interaction data were plotted with gene expression levels of corresponding D1 or D2 samples: *Shisa7* (c), *Shisa8* (d), and *Shisa9* (e). For experiments in c-e, D1 Con, n=4; D1 Res, n=4; D1 Sus, n=5; D2 Con, n=5; D2 Res, n=5; D2 Sus, n=5. *p*-values in linear regression.

# Supplementary Fig. 9

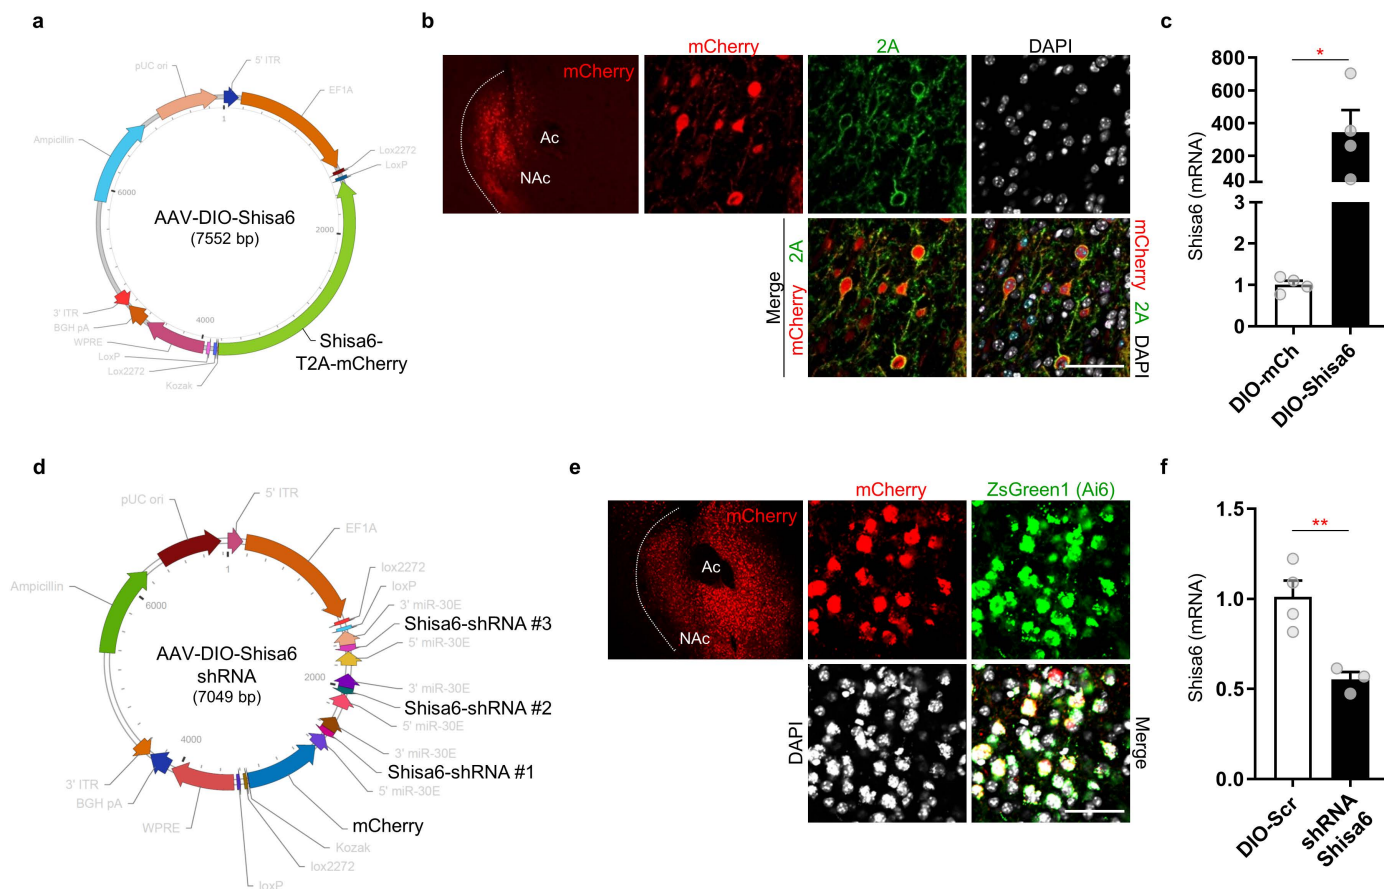

**Supplementary Fig. 9 | Cre-dependent Shisa6 expressing- and Shisa6 shRNA-AAV constructs.** **a** Schematics of AAV-DIO-Shisa6 construct. Shisa6 coding sequence is linked to mCherry cassette via self-cleaving thosea asigna virus 2A (T2A) sequence. **b**, Validation of D1-MSN specific viral expression of Shisa6 by immunohistochemistry. The self-cleavage of T2A peptide leaves 20 amino acids from T2A at the C-terminus of SHISA6, and the 2A peptide tagged SHISA6 can be detected with an anti-2A peptide antibody. Scale bar, 50  $\mu$ m. **c**, qPCR validation of Shisa6 overexpression by AAV-DIO-Shisa6 (n=4). **d**, Schematics of AAV-DIO-Shisa6 shRNA construct. Three Shisa6 shRNA sequences were inserted in miR-30E shRNA cassette. **e**, Validation of D1-MSN specific expression of AAV-DIO-Shisa6 shRNA by immunohistochemistry. Scale bar, 50  $\mu$ m. **f**, qPCR validation of Shisa6 knock-down by AAV-DIO-Shisa6 shRNA and scrambled (n=3-4). Graphs are represented as mean  $\pm$  s.e.m. (\* $p$ <0.05; \*\* $p$ <0.01; t-test, one-tailed (c, f)).

# Supplementary Fig. 10

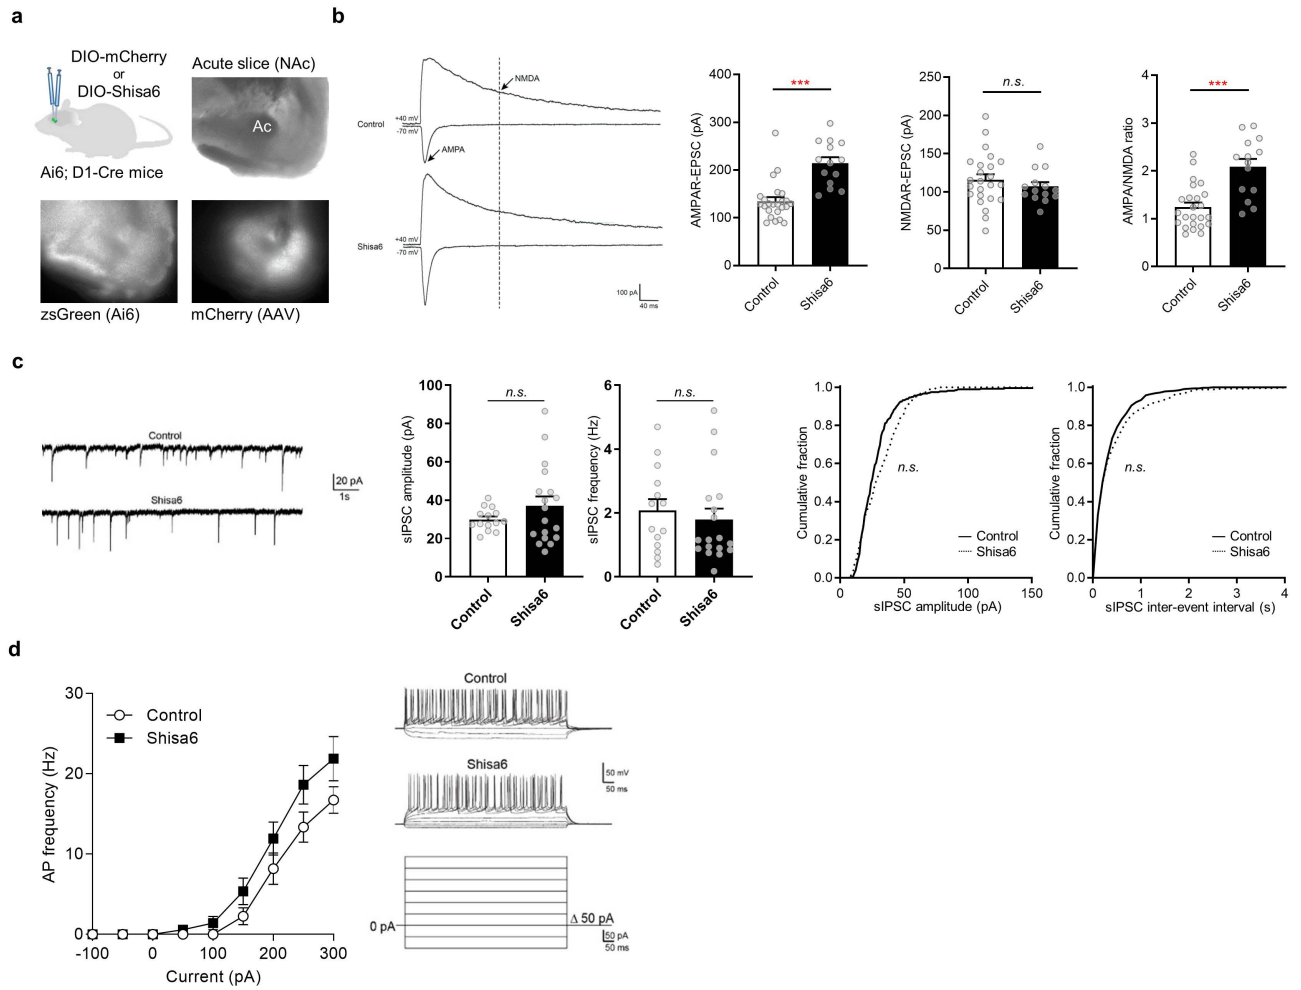

**Supplementary Fig. 10 | Electrophysiological analysis of Shisa6 expressing D1-MSNs.** **a**, Schematics of acute slice preparation. **b**, Representative AMPAR- and NMDAR-EPSC traces, bar graphs (mean  $\pm$  s.e.m.; AMPAR-EPSC: control,  $134.7 \pm 8.3$  pA, Shisa6:  $214.5 \pm 12.4$  pA; NMDAR-EPSC: control,  $116.1 \pm 7.0$  pA; Shisa6,  $107.2 \pm 5.8$  pA; AMPA/NMDA ratio: control,  $1.244 \pm 0.093$ , Shisa6:  $2.086 \pm 0.165$ ; control,  $n=24$ ; Shisa6,  $n=14$ ). **c**, Representative sIPSC traces, bar graphs (mean  $\pm$  s.e.m.) and cumulative distribution of sIPSC amplitude and frequency in D1-MSN from control versus Shisa6 overexpressed mice (amplitude: control,  $30.0 \pm 1.6$  pA, Shisa6:  $37.1 \pm 4.8$  pA; frequency: control,  $2.1 \pm 0.4$  Hz; Shisa6,  $1.8 \pm 0.3$  Hz; control,  $n=14$ ; Shisa6,  $n=18$ ). **d**, Shisa6 overexpression does not affect action potential (AP) frequency of D1-MSNs. Left: Action potential frequency (Hz) curve of control and Shisa6 overexpressed neurons following incremental current injection. Right: Sample current-clamp recordings of action potentials from D1-MSNs neurons following injection of depolarizing currents (pA). Data are represented as the mean  $\pm$  s.e.m. (\*\*\* $p < 0.001$ ; n.s., not significant; t-test, two-tailed (**b**, **c**); two-way ANOVA with Sidak's post-hoc test (**d**))

# Supplementary Fig. 11

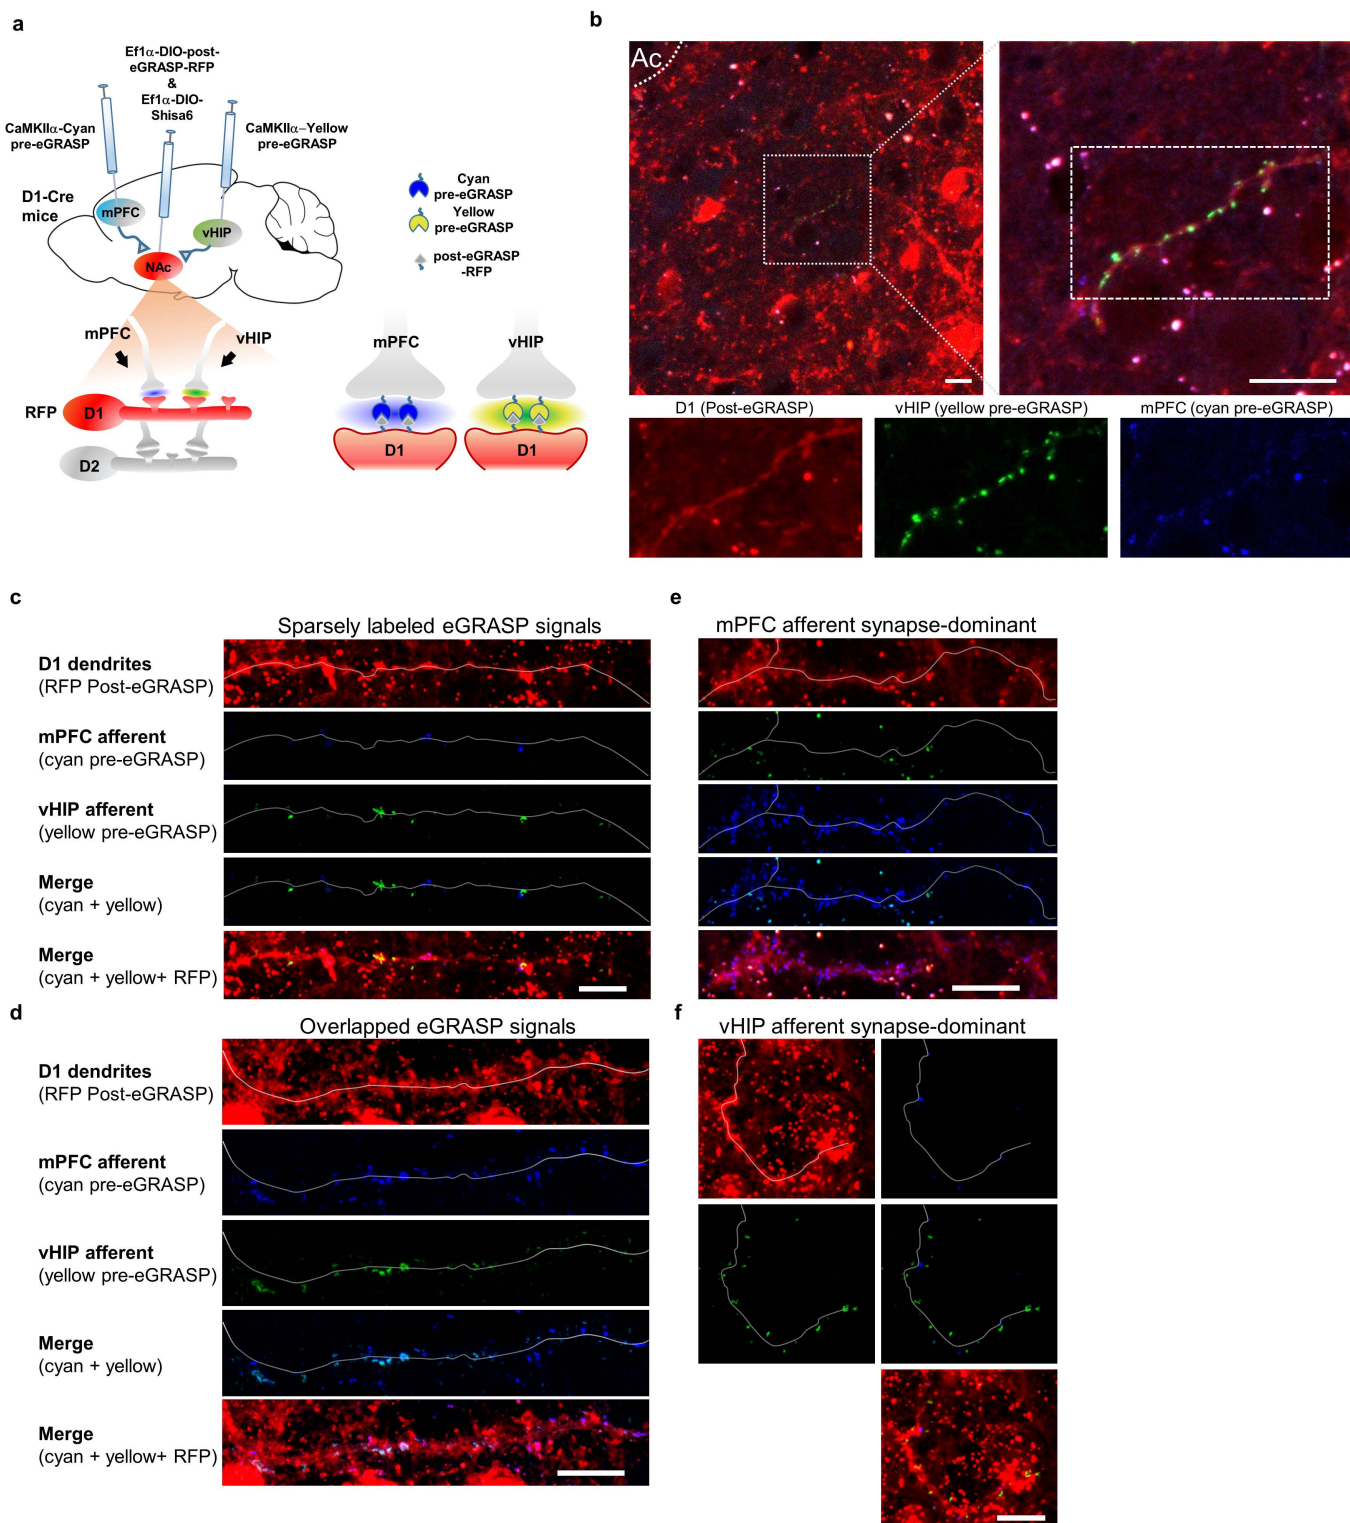

**Supplementary Fig. 11 | Afferent input specific synapse labeling of D1-MSN using dual-eGRASP.** **a**, Schematic diagrams of D1-MSN specific eGRASP labeling in the NAc. **b**, Identification of eGRASP in the NAc coronal sections. **c-f**, Additional eGRASP images of D1-dendrite in the NAc showing various afferent innervation density and pattern. Dendrites with eGRASP signals are traced in gray lines. Scale bar, 10  $\mu$ m.

## Supplementary Fig. 12

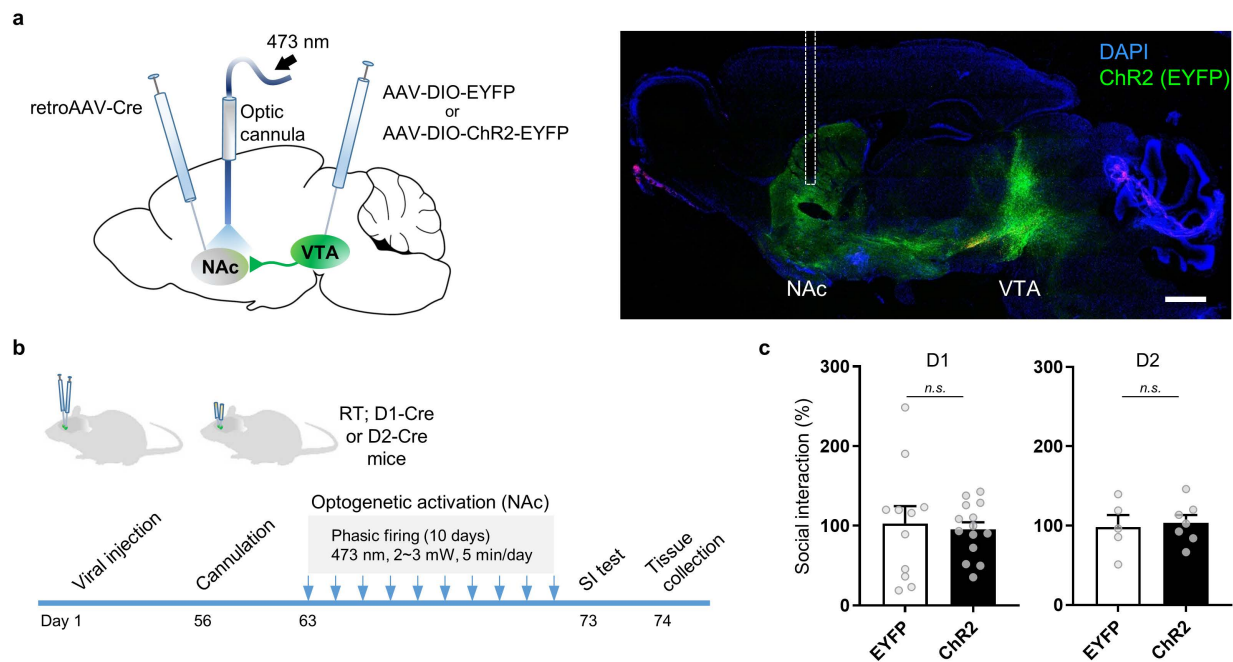

**Supplementary Fig. 12 | Pro-susceptible optogenetic stimulation in the VTA to NAc circuitry.** **a**, AAV injection scheme and representative image of ChR2-EYFP labeled VTA to NAc circuit (cannula tract outlined by dashed line; scale bar, 1 mm). Only VTA neurons which project to the NAc were labeled with ChR2-EYFP or EYFP. **b**, Schematics of optogenetic experiments. **c**, Social interaction (SI) test after chronic activation of the VTA to NAc circuit. The 10 day-optogenetic activation did not change social interaction in ChR2 expressing mice (D1: EYFP, n=11; ChR2, n=14; D2: EYFP, n=5; ChR2, n=7). Data are represented as mean  $\pm$  s.e.m. (n.s., not significant; t-test, two-tailed).

# Supplementary Fig. 13

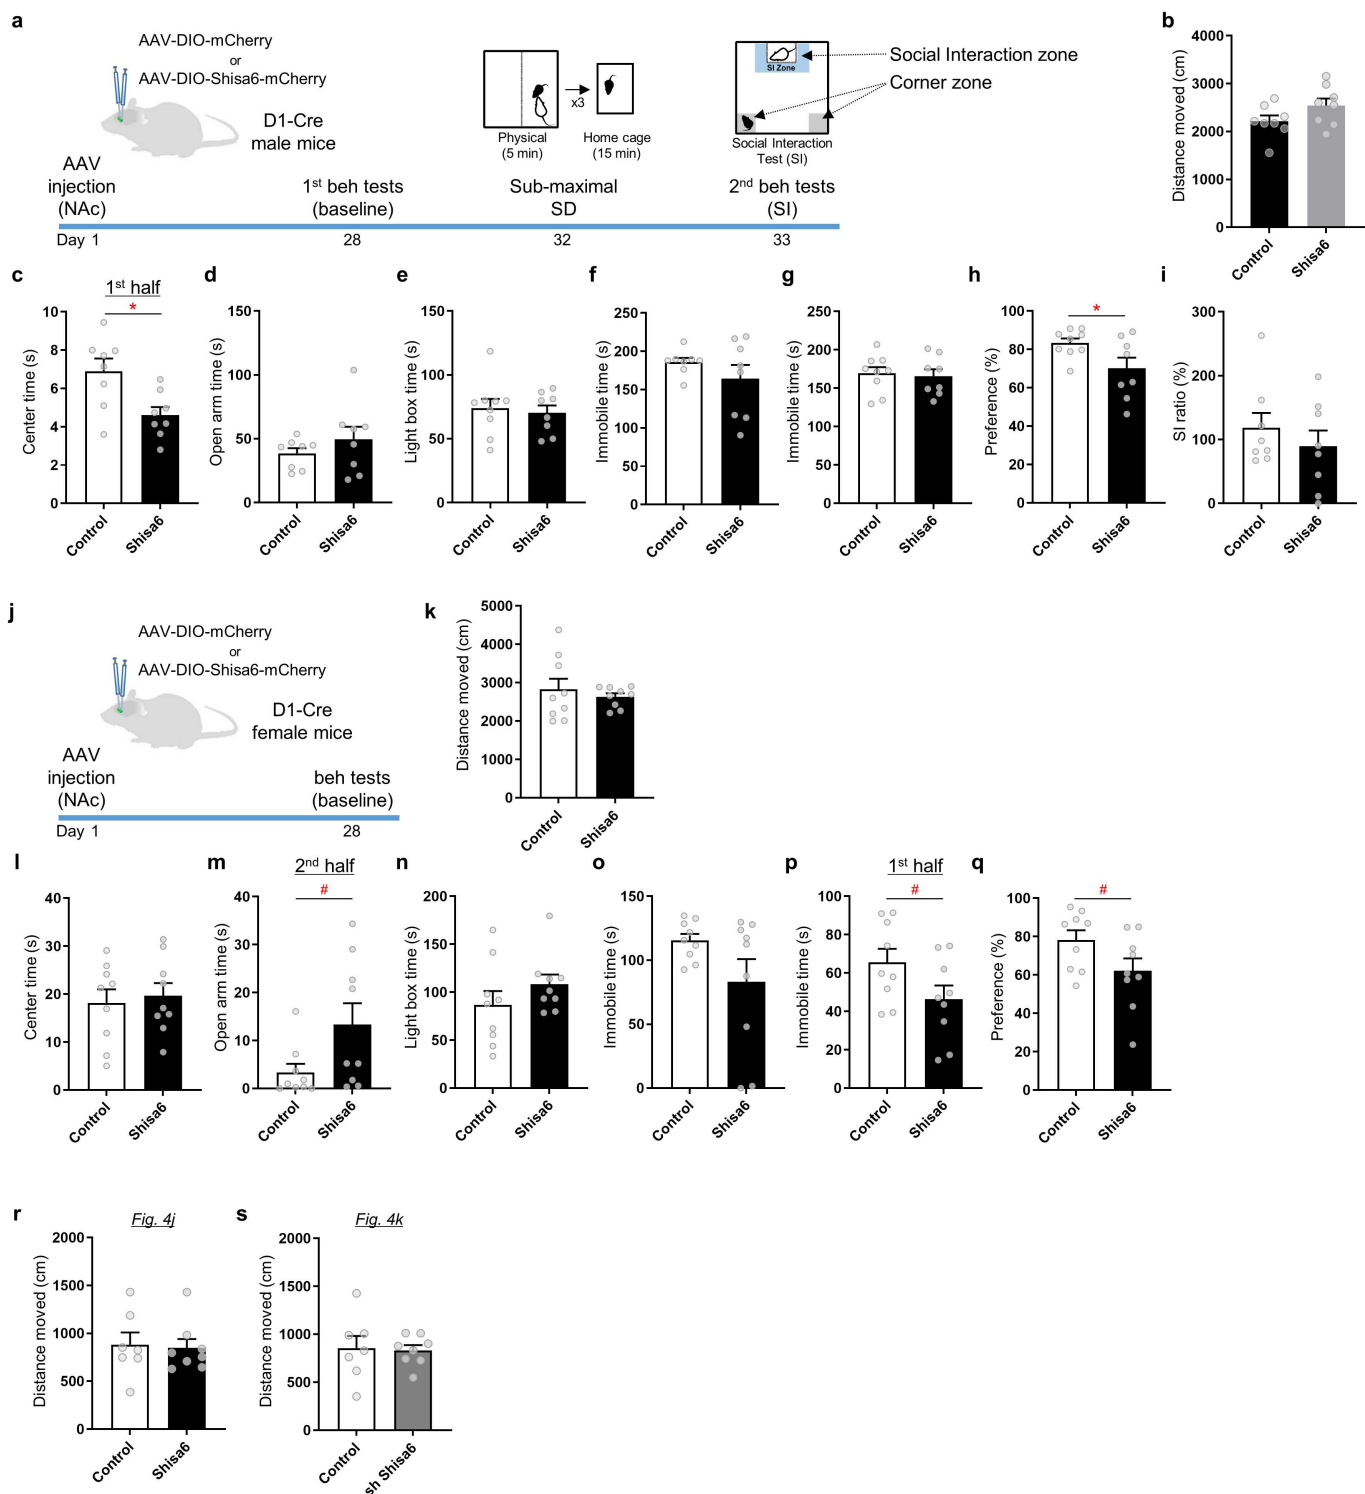

**Supplementary Fig. 13 | Anxiety- and depression-like behaviors in D1-MSN specific Shisa6 overexpressed male and female mice.** **a**, Experimental timeline and schematic of baseline behavioral testing and sub-maximal stress paradigm of male mice (**b-i**; Control,  $n=8-9$ ; Shisa6,  $n=8$ ). **b-h**, Baseline behavior tests for anxiety- (**b**, locomotor (open field); **c**, open field; **d**, elevated plus maze; **e**, light-dark box) and depression-like behaviors (**f**, forced swim test; **g**, tail suspension test). Testing anhedonia with sucrose preference test (**h**). **i**, Social interactions (SI) after submaximal social defeat. **j**, Experimental timeline and schematic of baseline behaviors of female mice (**k-q**; Control,  $n=9$ ; Shisa6,  $n=9$ ). **k-p**, Baseline behavior tests for anxiety- (**k**, locomotor (open field); **l**, open field; **m**, elevated plus maze; **n**, light-dark box) and depression-like behaviors (**o**, forced swim test; **p**, tail suspension test). Testing anhedonia with sucrose preference test (**q**). **r**, **s**, Locomotor activity data from no target session (2.5 min) of each social interaction test, which correspond to Fig. 4j (**r**) and Fig. 4k (**s**). Data were analyzed in time bins of 2.5 min (1st and 2nd half; labeled) and full time (5 min) and significant results were presented (otherwise, full time results were presented). Graphs are represented as mean  $\pm$  s.e.m. (\* $p<0.05$ ; # $p<0.08$ ; t-test, two-tailed).

How the deposited data were processed for this re-analysis (not part of the article)

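RNA was measured in 46 libraries of NAc tissue from mice that express an HA-tagged ribosomal protein under D1-Cre or D2-Cre. They were 13 D1-IP libraries (4 Con, 4 Res, 5 Sus), 15 D2-IP libraries (5 per group) and 18 input libraries (3 per group and line), each from 2 pooled mice. The same study deposited 4 further D1-IP libraries of control mice labelled Sirt1-KO, in a table of 8 libraries that repeats the 4 D1 Con libraries with identical counts. The 50 samples were assigned to groups by their deposited labels. Of the columns in the tables, 2 had no matching sample description among those used here and were left out. They are named D1 Con 5 and D1 Res 5, so that both groups are compared here without a replicate 5.

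The deposited values are counts per gene symbol and library, which the authors made by trimming reads with cutadapt, aligning them to mm10 with STAR and counting them with HTSeq on the Rosalind platform; versions and the gene annotation are not stated. The counts are not normalized. They are whole numbers in each library, and no pair of the 76 pairs of replicates is a duplicate (chi-square per gene from 3.80 to 119.9 between replicates). Each table lists 24552 genes and 5 entries that name no gene, and in the Sirt1-KO table 5 symbols are listed 2 times and were taken once. The entries that name no gene held 21.5% ± 2.83 (SD, n = 28) of the reads in IPs and 37.8% ± 1.16 (SD, n = 18) in inputs and were left out of depth, normalization and tests. Positions of genes were looked up by symbol in GENCODE vM21 on GRCm38, the assembly called mm10.

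Depth ran from 18384265 to 31009626 counts on genes per library in the IPs and inputs and from 22174187 to 31785984 in the libraries labelled Sirt1-KO. A fold against a group whose libraries all hold at most 3 counts is given as a lower bound.

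From the counts, TMM factors, normalized counts per 1e6 counts (CPM) and quasi-likelihood tests were computed with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 for the MDS plot. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 14224 genes in the model of the 28 IPs (a mean for each of 6 groups), 14922 in the model of control IPs and inputs, 15063 in the model of the inputs by line, 14716 in the model of the inputs by stress with line as a covariate, and 13626 in the model of Sirt1-KO and D1 Con. P-values were adjusted by the Benjamini-Hochberg method. Comparisons of D1 with D2, of the input lines and of Sirt1-KO with D1 Con were counted at a fold change over 1.5 and an adjusted p under 0.05, and comparisons of stress groups at an unadjusted p under 0.05, as in the paper, with the number at an adjusted p under 0.05 beside it. Standard errors of log2 fold changes follow from the quasi-likelihood F statistic. Single genes of the Shisa family and *Sirt1* were also compared by two-sided exact permutation tests of log2 CPM with a prior count of 2. Correlations were Pearson's r of log2 of the normalized count plus 1, clusters used average linkage, and the MDS plot used 500 genes. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

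The groups, tests, lists of marker genes and alternatives were set before the data were examined, except for the second list of cortical genes, the list of receptors without wrongly matched symbols, the leaving out of single libraries in the marker and IP vs input comparisons, and the tests of technical explanations and of shared genes that the closing section names as such, which were chosen after the data were seen. The genes named in the text are those the paper names for its RNA-seq, the 5 genes with the largest change in each direction between D1 Con and D2 Con and between Sirt1-KO and D1 Con among those past the threshold whose groups do not overlap, and the genes of the stress comparisons with an adjusted p under 0.05, up to 5 in each direction. *Pnpla2*, *Syk*, *Gm14322*, *Stat2*, *Cldn23* and *Rn45s* are outside this rule and were chosen after their values were seen. The marker lists cover cholinergic, parvalbumin and somatostatin and NPY interneurons, astrocytes, oligodendrocytes, microglia, endothelial cells, choroid plexus, ependymal cells, cortical excitatory neurons (2 lists) and immediate early genes.

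The alternatives were RLE size factors, all genes with at least 1 count, genes with a mean of at least 50 counts, DESeq2 1.42.0 with and without shrunken fold changes, models of only the libraries compared, the replicate number as a block, adjusted in place of unadjusted p, a fold change tested with glmTreat or not limited, other values for the correlations, and each library left out in turn. Up to 100 other divisions of the same libraries into groups of the same sizes were also tested. The programs were tested on simulated counts drawn from the means, spread and library sizes of these libraries, with 200 genes changed by known folds. The simulated genes varied independently and without a batch, so that the recoveries hold only without such structure. For Sirt1-KO against D1 Con, edgeR found 94.7% of 76 genes changed 2-fold and 88.9% of 63 genes changed 1.5-fold at an unadjusted p under 0.05, and 82.9% and 73% at an adjusted p under 0.05.

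GO terms, the SI ratios of single pools, the qPCR, in situ hybridization, viral and behavioral measurements and other data sets the paper compares with were not used here. The batch of CSDS and the sequencing set of each library are not stated and could not be modelled. The supplementary tables were used only for comparison, as far as they could be read. The result for one gene is not reported here.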

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

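The tests of library size, of glial RNA and of the replicate 5 libraries for *Shisa6*, of a sequencing batch, of the D1 and D2 markers, of less glial RNA and of D1-MSN purity as the whole cause for Sirt1-KO, and of the replicate 5 libraries for *Rn45s* were chosen only after the result was seen.

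*Shisa6* changed differently between Res and Sus in D1 than in D2. The difference between D1 and D2 in the log2 fold change of Sus vs Res was 0.6045 (standard error 0.182, edgeR adjusted p = 0.9998 over 14224 genes), so it fails the correction over all genes; all 5 D1 Sus libraries lay above all 4 D1 Res libraries, and D2 showed no such separation. For the higher value in D1 Sus, 5 technical explanations were tested, and the values argue against each as the whole cause. Purer D1-MSN RNA would need a shift of the size of *Shisa6*, but genes higher in D1 than in D2 moved by 0.115 relative to genes higher in D2 (medians 0.114 over 475 genes and -0.000649 over 215 genes). Less glial RNA would need a large glial share to lose. In D1 Res IPs glial genes lay at a median of 7.78% of their level in D1 Res inputs (highest of 18 genes 16.8%). Even with the inputs taken as all glial, losing this RNA would raise other genes by at most about 0.117 on the log2 scale. From D1 Res to D1 Sus the glial genes had a median log2 fold change of 0.0133, with 9 of 18 lower. Larger D1 Sus libraries would exceed the D1 Res libraries in total counts, and 0 of 5 exceeded all of them. CPM are also scaled to library size, so that a larger total alone would not raise them. The D1 Sus median was larger (26811315 against 25588764), but all 5 totals lay within the D1 Res range (22874477 to 29622460). D1 Res replicates 3 and 4, at 29622460 and 27961390 counts, had *Shisa6* at 12.5 and 9.85 CPM, below every D1 Sus library. Without D1 Sus replicate 5, a number that no D1 Res library used here has, the log2 fold change was 0.5484. With the level of cortical genes as a covariate it was 0.5139 (standard error 0.128). The paper divided randomly chosen samples into sequencing sets; neither the set nor the batch of defeat is known for a library, so that neither was tested. A biological effect of susceptibility stays open as a hypothesis, found and tested on the same libraries, and the adjusted p does not separate *Shisa6* from the other genes tested.

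Libraries labelled Sirt1-KO, which the paper does not report, differed from D1 Con in 96 genes past a fold change of 1.5 and an adjusted p under 0.05 (30 higher and 66 lower), with 245 genes at an adjusted p under 0.05. The targeted gene was checked first: *Sirt1* lay at 15.2, 16.2, 13.2 and 10.2 CPM in the libraries labelled Sirt1-KO and at 13.1, 16.6, 14.8 and 14.4 CPM in D1 Con, with a log2 fold change of -0.10 (standard error 0.130, edgeR adjusted p = 0.767; two-sided exact permutation test p = 0.629). The *Sirt1* counts therefore give no check of the label, and a deletion of part of the gene need not lower its count. Of the real division and the 34 other divisions of the 8 libraries, only 1 of 35, the real one, gave as many genes. The count was 37 without D1 Con replicate 3, 45 without D1 Con replicate 4, 42 without Sirt1-KO replicate 3, 51 without Sirt1-KO replicate 4 and 249 without Sirt1-KO replicate 5. The largest changes were *Pcdhb1* (2.71), *Tspan11* (2.63), *Erich5* (2.40), *Stbd1* (2.37) and *Gm1943* (2.00) among genes higher in the libraries labelled Sirt1-KO, and *Rec8* (-5.29, from 6.76 ± 2.38 to 0.165 ± 0.0818 CPM, SD, n = 4 each), *Gal* (-3.88), *Pgr15l* (-2.79), *Cthrc1* (-2.57) and *Klk6* (-2.12) among lower ones. *Pcdhb1* belongs to a multigene family and *Gm1943* is annotated as a processed pseudogene, so that their counts are uncertain.

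For the genes that differ with the Sirt1-KO label, the values argue against 3 explanations. The replicate 5 library does not carry the difference, since the count rose to 249 without it. Strain variants around the *Sirt1* locus as the whole cause would concentrate the genes near it, but 1 of 90 tested genes within 10 Mb was among the 96 (two-sided Fisher's exact test, p = 0.472). This test says nothing of variants elsewhere in the genome, which were not tested. A difference in D1-MSN purity as the whole cause would move the genes of other cell types alike, but the somatostatin and NPY genes rose by a median of 0.426 (3 of 4 higher) and the cholinergic genes had a median of -0.933 (7 of 7 lower). Purity as a part cannot be told apart, since the values go both ways: genes higher in D1 rose by 0.52 relative to genes higher in D2 (medians 0.331 over 546 genes and -0.19 over 201 genes), but the 4 D1 markers fell (median -0.336) as much as the 4 D2 markers (median -0.339). Less glial RNA in the libraries labelled Sirt1-KO may be a part, with a median of -0.31 over 18 glial genes (16 of 18 lower). More RNA of cortical neurons may be another part, with a median of 0.527 over a second list of 7 cortical genes (5 of 7 higher) and 0.894 over the first list of 6 (6 of 6 higher, 0 at an adjusted p under 0.05 over all genes and 0 when adjusted over the list alone). A sequencing batch of their own cannot be told apart from the genotype, since no label names a batch; that 0 of 5 technical measures separated the 2 groups gives no sign of one. An effect of the genotype stays open and was not tested further.

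Single libraries stood apart from their groups in 4 of 50 tests, where 2.5 would be expected by chance. *Chat* lay at 6.4188 CPM in D1 Res replicate 1 and between 1.4971 and 2.0239 CPM in the other 3 libraries. In that library 6 of 7 other cholinergic genes were also highest, and more RNA of cholinergic neurons may account for it; glial genes were higher too, by a median of 0.4 with 15 of 18 above, against 0.86 for the cholinergic genes, so that more RNA of all other cells cannot be told apart in 1 library. *Chat* lay at 33.398 CPM in D2 Res replicate 5 and between 18.938 and 22.46 CPM in the other 4. There 3 of 7 other cholinergic genes were highest and glial genes lay higher by a median of 0.339 (15 of 18 above, cholinergic median 0.191), which leaves RNA of cholinergic neurons and of other cells open. *Shisa9* lay at 135.73 CPM in D1 Res replicate 1 and between 159.99 and 163.97 CPM in the other 3. Genes higher in D1 moved by 0.136 relative to genes higher in D2 in that library, which cannot be told apart from the spread of 1 library. No biological explanation was tested for these 3 values, since mice of a group share their design.

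*Rn45s*, an rRNA gene, made up 5.1107% of the counts on genes in D2 Res replicate 5 and between 0.764% and 1.58% in the other 4 libraries. A batch or an RNA quality shared by the replicate 5 libraries may account for this: the replicate 5 library had the highest share of its group in 4 of the 5 groups that have one (4.3% to 5.73%, against a median of 1.74% and a range from 0.438% to 7.3% in the other 27 IPs). No label names a batch, and no biological explanation was tested.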

How the results depend on the processing

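The alternatives were set before their results were known, except leaving out single libraries in the marker and IP vs input comparisons, which was chosen after seeing the data.

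Of 242 results under alternatives other than leaving out a library, 192 kept their direction and their side of the threshold, or stayed within 1.5 times for counts, 48 moved, 1 weakened and 1 reversed. These 242 include the results for *Shisa6*. Of 287 further results, most of them for single named genes other than *Shisa6*, 286 kept theirs and 1 reversed. The 8 markers of D1 and D2 remained higher in their own subtype, and *Shisa6* in D1 Sus vs Res ran from 0.47 to 0.56 with an adjusted p from 0.301 to 1.00.

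With every gene of at least 1 count, D1 Res vs Con gave 461 genes, D2 Sus vs Res 432, D2 genes of opposite sign 38, and the difference between D1 and D2 in the change from Con to Sus 440; *Shisa6* in D2 Sus vs Con reversed to -0.001532. More genes tested is the construction of this alternative. With genes of a mean of at least 50 counts, this difference gave 162 genes, the inputs of the 2 lines 1, and the nonneuronal genes lower in IPs 5 in D1 and 5 in D2, because 3 fewer of them passed the filter. With DESeq2 the inputs of the 2 lines gave 10 genes and Sirt1-KO 223. With shrunken fold changes r of Sus and Res in D1 was 0.7416, D1 vs D2 gave 335 genes in Con, 353 in Res and 422 in Sus, and among the Con genes 29 receptors and 8 neuropeptides, since shrinkage lowers folds below 1.5. With glmTreat, D1 vs D2 gave 132 genes in Con, 124 in Res and 170 in Sus, with 18 receptors and 7 neuropeptides, since it tests against the threshold; without a fold limit they were 1954, 2448 and 2468. With only the libraries compared, *Shisa6* in D1 Sus vs Con was 0.3039 and no longer had a p under 0.05, and D2 genes of opposite sign were 14; the cause was not tested. With an adjusted p, D1 Res vs Con gave 1 gene and the other 5 stress comparisons of IPs, the 3 of inputs and the difference between D1 and D2 gave 0; at an unadjusted p these counts were 292, then 745, 581, 512, 418 and 230, then 644, 464 and 785, and 247. Mean r within groups of D1, of D2 and between them was 0.9879, 0.98674 and 0.97997 with filtered genes and 0.99301, 0.99229 and 0.98996 with log2 CPM.

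Replicate numbers were not taken to pair the libraries, since no label gives them a meaning and in no 2 groups were the residuals of all libraries with the same number correlated by more than 0.1. Their mean r was 0.0314 between D1 Con and D1 Sus, 0.129 between D2 Con and D2 Res and 0.157 between D2 Con and D2 Sus (all 5 positive in both), 0.155 between D1 Sus and D2 Sus, and 0.0461 between D1 Con and Sirt1-KO. The share of reads not aligned was highest in the replicate 5 library of every IP group that has one (5.57% to 6.32%). It was lowest in replicates 3 and 4 of every IP group, Sirt1-KO included (3.28% to 4.19%). This share thus followed the replicate number, so that a processing step shared by number stays open. The fits without a block do not take such a step into account. With the number as a replicate block, D1 Res vs Con gave 442 genes, D2 Res vs Con 706, D2 Sus vs Res 349, the overlap of Sus and Res 110 in D1 and 188 in D2, the inputs of the 2 lines 5, Sirt1-KO 567, and *Sirt1* reversed to 0.07557. The cause was not tested. *Shisa6* in D1 Sus vs Res stayed at 0.557 with an unadjusted p under 0.05, which argues against a step shared by number as the whole cause of its change.

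Leaving out each library in turn changed 50 of 381 results: 41 moved, 3 weakened, 2 strengthened and 4 reversed. The 3 weakened fits were those of *Shisa6* in D1 Sus vs Con. The 2 strengthened were *Shisa6* in D1 Res vs Con, and the 4 reversed were *Shisa6* in D2 Sus vs Con. Of 578 further results, most of them for single named genes other than *Shisa6*, 26 changed, 22 of them reversed. D1 Sus vs Con ran from 470 (without D1 Con replicate 1) to 898 genes, D1 Res vs Con from 195 to 473 (without D1 Res replicate 3), D2 Sus vs Res from 199 to 521 (without D2 Res replicate 5), and the difference between D1 and D2 from 203 to 408 (without D2 Sus replicate 5). The overlap ran from 37 (without D1 Res replicate 1) to 99 in D1 and from 75 to 167 (without D2 Con replicate 3) in D2, the share in D1 from 4.90% to 14.5%, r in D1 from 0.707 to 0.866, and genes of opposite sign from 37 (without D1 Con replicate 4) to 122 in D1 and from 4 (without D2 Con replicate 4) to 47 (without D2 Sus replicate 4) in D2. The inputs of the 2 lines ran from 1 to 4 genes, the inputs in Sus vs Con from 502 to 1202 and in Sus vs Res from 605 to 1454, both highest without D2 Sus input replicate 3, Sirt1-KO from 37 (without D1 Con replicate 3) to 249 (without Sirt1-KO replicate 5), and *Sirt1* from -0.188 to 0.0116. *Shisa6* ran from 0.172 (without D1 Con replicate 4) to 0.416 in D1 Sus vs Con, from -0.376 (without D1 Con replicate 4) to -0.132 in D1 Res vs Con, and from -0.0545 (without D2 Con replicate 2) to 0.0476 in D2 Sus vs Con, and from 0.471 to 0.646 in D1 Sus vs Res, where it kept its direction. Changes near 0 reversed: *Shisa7* ran from -0.0596 to 0.0361 in D1 Sus vs Res, -0.0210 to 0.0861 in D2 Sus vs Con, -0.0248 to 0.0874 in D2 Res vs Con and -0.0365 to 0.0476 in D2 Sus vs Res, *Shisa8* from -0.0373 to 0.157 in D1 Sus vs Con, and *Shisa9* from -0.0574 to 0.0294 in D1 Res vs Con, -0.0525 to 0.0289 in D2 Sus vs Con, -0.0246 to 0.0568 in D2 Res vs Con and -0.0677 to 0.00973 in D2 Sus vs Res. *Shisa8* stayed negative in D2 Sus vs Con (-0.488 to -0.171) and in D2 Res vs Con (-0.399 to -0.0768), with an unadjusted p under 0.05 in 2 and 1 of the 10 fits. The depth limits *Ankk1*, *Oxt* and other genes of at most 3 counts in a group to lower bounds.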

Differences from the paper's values

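Every comparison with the paper's values used alternatives set before the data were examined, and no test was chosen after its result was seen.

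In D1 Sus vs Con, 344 genes were higher in Sus against the paper's 566. RLE size factors (385), all genes with a count (463), genes with a mean of at least 50 counts (384), DESeq2 (422), DESeq2 with shrunken fold changes (433), only the libraries compared (510) and the replicate block (513) came within 1.5 times; an adjusted p under 0.05 (0 genes, against 344 at an unadjusted p) did not.

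Between D1 Con and D2 Con, 215 genes were higher in D2 against the paper's 143. RLE (211), all genes with a count (184), a mean of at least 50 counts (161), only the libraries compared (214) and the replicate block (189) came within 1.5 times of the paper's number; DESeq2 (228), shrunken fold changes (86), glmTreat (38) and no limit on the fold (874) did not.

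Of the genes of opposite sign in D1, 37 were higher in Sus against the paper's number of about 68 in Supplementary Fig. 6, read by eye. DESeq2 (50), shrunken fold changes (52), only the libraries compared (58) and the replicate block (68) came within 1.5 times; RLE (42), all genes with a count (41) and a mean of at least 50 counts (36) did not.

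In D2, 24 genes had the opposite sign against the paper's 13, and 13 of them were higher in Sus against the paper's number of about 8 in Supplementary Fig. 6, read by eye. For the first number, a mean of at least 50 counts (17) and only the libraries compared (14) came within 1.5 times, and RLE (24), all genes with a count (38), DESeq2 (22), shrunken fold changes (25) and the replicate block (26) did not. For the second, a mean of at least 50 counts (7), DESeq2 (11) and only the libraries compared (7) did, and RLE (13), all genes with a count (16), shrunken fold changes (14) and the replicate block (14) did not.

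For *Shisa6* in D1 Sus vs Res the log2 fold change was 0.5467 against the paper's 0.319328 in its supplementary table. None of the alternatives closed the gap: RLE 0.5521, all genes with a count 0.5503, a mean of at least 50 counts 0.5526, DESeq2 0.5522, shrunken fold changes 0.4743, only the libraries compared 0.5504 and the replicate block 0.557. The library values in the paper's own table differ by 0.5547 on the log2 scale, so that the listed value is 0.576 of that difference, and over the 373 genes of that table that could be read the median ratio was 0.618. For Sus vs Con the paper lists 0.172417, the library values differ by 0.3304, and the value computed here was 0.2984; the median ratio was 0.762 over 921 genes.

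The mean r between replicates was 0.99105 in D1 Con against the paper's 0.994 and 0.98966 in D2 Con against the paper's 0.993. With log2 CPM and a prior count of 2, the range over pairs held the paper's value in D1 (mean 0.99351, 0.99298 to 0.99403) and in D2 (mean 0.99249, 0.99135 to 0.99404). With the genes passing the filter it did not (means 0.98868 and 0.98754).

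The paper's supplementary table lists *Shisa6* in D1 Sus vs Res with an adjusted p under 0.05. In edgeR the adjusted p was 0.9995, and over 7 alternatives it ran from 0.301 to 1.00, so that no setting reached it.

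The paper states that the change of *Shisa6* was the largest among the genes that changed in opposite directions in D1. Here 15 of 85 such genes had a larger difference between the 2 log2 fold changes, and *Shisa6* was first by p. These 15 genes had lower mean CPM (0.414 to 8.59) than *Shisa6* (11.9). The rank was taken on fold changes without shrinkage. The paper's listed fold changes are smaller than the differences of its library values, so that the ranks may not be comparable.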

Other observations

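The tests of the share of shared genes were chosen only after the result was seen, and the hypotheses on cholinergic genes, on genes near *Drd2* and on *Cldn23* were formed after the pattern was seen in the same libraries.

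Numbers of genes in the stress comparisons were set against other divisions of the same libraries into groups of the same sizes, the real division counted among them. In D1, 26 of 100 divisions gave as many genes as the 745 of Sus vs Con (mean of the other divisions 585), 27 of 35 as many as the 292 of Res vs Con (mean 492) and 29 of 100 as many as the 581 of Sus vs Res (mean 509). In D2 they were 67, 76 and 96 of 100 for Sus vs Con, Res vs Con and Sus vs Res (means 805, 700 and 793). For the difference between D1 and D2 in the change from Con to Sus, 97 of 100 divisions gave as many as 247 genes, and in the inputs 33, 64 and 37 of 100 gave as many as in Sus vs Con (644), Res vs Con (464) and Sus vs Res (785), with 0 genes at an adjusted p under 0.05 in each. The counts of stress genes are thus no larger than relabelled libraries give, and about 711 genes would pass an unadjusted p under 0.05 among 14224 by chance.

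For the comparison of Sus and Res, 57 of 100 divisions gave as many shared genes in D1 as the 72 found, 79 as high a correlation and 10 as many genes of opposite sign as the 85. In D2 they were 43, 14 and 89 of 100. A share of shared genes as low as the 9.66% in D1 was given by 7 of 100 divisions (mean of the others 20.49%), and the difference between the D2 and the D1 share, 11.82 percentage points, was reached by 10 of 100. The difference between the D2 and the D1 correlation, 0.0552, was reached by 11 of 100 divisions. The higher correlation in D2 and the lower share in D1 are thus not beyond what relabelled libraries give; the difference between D1 and D2 in genes of opposite sign was not tested.

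Comparisons of cell types stood apart from other divisions: only the real one, 1 of 100, gave as many genes between D1 and D2 in Con, in Res and in Sus (means of the other divisions 23.8, 19.3 and 4.57), 1 of 35 and 1 of 56 between IPs and inputs in D1 and in D2, and 1 of 100 between the inputs of the 2 lines.

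More genes had an unadjusted p under 0.05 in D1 Sus vs Con (745) than in D1 Res vs Con (292). The larger number of Sus libraries does not account for it, since with 4 Sus libraries the smallest count was 662, nor do the replicate 5 libraries, without which the count was 664. Without D1 Con replicate 1 it was 470. A biological difference between Sus and Res stays open, but 26 of 100 divisions gave counts as large as 745.

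Cholinergic interneuron genes were lower in D1-IPs than in D2-IPs, with a median log2 fold change of -2.52 over 8 genes (8 lower, 6 at an adjusted p under 0.05 over all genes and 7 when adjusted over the list alone). RNA of all NAc cells carried over would keep them below the level of the inputs, but in D2-IPs their median against inputs was 0.71, with 7 of 8 higher, while in D1-IPs it was -2.15. Cre expression in cholinergic interneurons of the D2 line is a hypothesis that the design leaves open. *Tacr1*, which the paper draws as a D2 gene, is on this list.

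*Ttc12* and *Ankk1* lie next to *Drd2* on chromosome 9, and both were higher in D2-IPs. Of 4 protein-coding genes within 200 kb of *Drd2*, 3 were tested in IPs, 2 of them higher in D2. *Ttc12* was also lower in the inputs of the D1 line than in those of the D2 line (log2 fold change -1.763, edgeR adjusted p = 8.88e-05; 2.48 ± 0.644 and 8.38 ± 1.97 CPM, SD, n = 9 each), and lay at 1.23 ± 0.391 CPM in D1-IPs (n = 13) and 14.1 ± 1.55 CPM in D2-IPs (n = 15). *Ankk1* had 7 counts over the inputs of the D1 line and 52 over those of the D2 line. Extra copies of these genes on the D2-Cre transgene, made from a long piece of genomic DNA around *Drd2*, may account for this. Expression in D2-MSNs alone would leave the inputs alike, and the D2-MSN genes *Adora2a*, *Penk* and *Gpr6* were not lower in the inputs of the D1 line (lowest log2 fold change 0.1375).

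Between the inputs of the 2 lines, 2 genes passed a fold change of 1.5 and an adjusted p under 0.05 (710 at an unadjusted p under 0.05). Besides *Ttc12* this was *Cldn23* (edgeR adjusted p = 0.0313), which was at least 3.92-fold higher in the D1 line (0.579 ± 0.269 and 0.120 ± 0.039 CPM in inputs, 0.970 ± 0.300 and 0.483 ± 0.176 CPM in IPs). A change of the region around it cannot be told apart, since 1 neighbour was tested and it had no unadjusted p under 0.05 (Fisher's exact test, p = 1).

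Lists of marker genes not given elsewhere had these median log2 fold changes of control IPs against inputs in D1 and D2: ependymal -3.65 and -2.54 (5 genes, or -2.65 and -1.72 with genes of at most 3 counts at their bounds), choroid plexus 0.402 and 1.01, parvalbumin 0.172 and -1.97, somatostatin and NPY -1.11 and -0.772, cortical 0.724 and -1.8, the second cortical list 0.585 and -1.02, and immediate early genes 0.782 and 1.06. Between D1-IPs and D2-IPs they were 1.78 for parvalbumin (4 of 4 higher in D1, all 4 at an adjusted p under 0.05 over all genes and over the list), -0.0372 for somatostatin and NPY, 0.485 for astrocytes, 0.353 for oligodendrocytes, -0.396 for microglia, -0.361 for endothelial cells, -0.17 for choroid plexus, -0.386 for ependymal cells, 1.97 for cortical genes (6 of 6 higher, 6 at an adjusted p under 0.05), 0.441 for the second cortical list and -0.111 for immediate early genes. Immediate early genes were higher in D1 Sus vs Con in 11 of 11 (median 0.146) and lower in D2 Sus vs Con in 10 of 11 (median -0.194) and in D2 Res vs Con in 11 of 11 (median -0.265); the difference between D1 and D2 had a median of 0.34 for Sus vs Con and 0.394 for Res vs Con, 11 of 11 higher in each, with 0 genes at an adjusted p under 0.05. In the libraries labelled Sirt1-KO the medians against D1 Con were -0.334 for parvalbumin, -0.498 for choroid plexus, -0.0337 for ependymal cells (1 gene), -0.162 for endothelial cells and -0.0231 for immediate early genes.

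*Rn45s* made up 0.438% to 7.30% of the counts on genes in IPs. In inputs it made up 2.40% to 5.34% in D1 Con, 6.09% to 8.59% in D1 Res, 10.2% to 11.7% in D1 Sus and 9.78% to 13.2% in the D2 line. *Ccs* was lower in D1 Sus vs Con too, with a log2 fold change of -0.29.

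*Shisa9* was lower in the inputs of Sus mice (log2 fold change -0.12, edgeR adjusted p = 0.987) and of Res mice (log2 fold change -0.11).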
